# Clonal hematopoiesis driven by mutated DNMT3A promotes inflammatory bone loss

**DOI:** 10.1016/j.cell.2024.05.003

**Published:** 2024-06-04

**Authors:** Hui Wang, Kimon Divaris, Bohu Pan, Xiaofei Li, Jong-Hyung Lim, Gundappa Saha, Marko Barovic, Danai Giannakou, Jonathan M. Korostoff, Yu Bing, Souvik Sen, Kevin Moss, Di Wu, James D. Beck, Christie M. Ballantyne, Pradeep Natarajan, Kari E. North, Mihai G. Netea, Triantafyllos Chavakis, George Hajishengallis

## Abstract

Clonal hematopoiesis of indeterminate potential (CHIP) arises from aging-associated acquired mutations in hematopoietic progenitors, which display clonal expansion and produce phenotypically altered leukocytes. We associated CHIP-*DNMT3A* mutations with a higher prevalence of periodontitis and gingival inflammation among 4,946 community-dwelling adults. To model DNMT3A-driven CHIP, we used mice with the heterozygous loss-of-function mutation R878H, equivalent to the human hotspot mutation R882H. Partial transplantation with *Dnmt3a*^R878H/+^ bone marrow (BM) cells resulted in clonal expansion of mutant cells into both myeloid and lymphoid lineages and an elevated abundance of osteoclast precursors in the BM and osteoclastogenic macrophages in the periphery. DNMT3A-driven clonal hematopoiesis in recipient mice promoted naturally occurring periodontitis and aggravated experimentally induced periodontitis and arthritis, associated with enhanced osteoclastogenesis, IL-17-dependent inflammation and neutrophil responses, and impaired regulatory T cell immunosuppressive activity. DNMT3A-driven clonal hematopoiesis and, subsequently, periodontitis were suppressed by rapamycin treatment. DNMT3A-driven CHIP represents a treatable state of maladaptive hematopoiesis promoting inflammatory bone loss.

## In brief

DNMT3A mutations associated with clonal hematopoiesis result in elevated osteoclast precursors in the bone marrow (BM) and osteoclastogenic macrophages in the periphery, along with aggravated neutrophilic inflammation and impaired T-regulatory activity, which collectively promote periodontitis and arthritis.

## INTRODUCTION

With advancing age, hematopoietic stem and progenitor cells (HSPCs) in the bone marrow (BM) progressively acquire somatic mutations, some of which may confer a proliferative advantage to the mutantcell, enabling disproportionate clonal expansion relative to normal clones. This fitness advantage leads to the generation of genetically distinct progeny, which constitute an outsized fraction of blood leukocytes and often have altered phenotype compared with normal leukocytes.^1–3^ In the absence of apparent hematologic disease, this condition is designated clonal hematopoiesis of indeterminate potential (CHIP). With a variant allele fraction (VAF) threshold set at 2%, CHIP-mutant clones are rare in young adults (<40 years) but increase with age and are detectable in >10% of individuals older than 65.^1,4–7^ CHIP development may also be driven by selective pressure from cytotoxic chemotherapy or smoking.^8^ CHIP carriers have increased risk of not only hematologic malignancies but also of atherosclerotic cardiovascular disease, heart failure, and inflammation-related disorders, such as chronic liver or kidney disease.^4,5,9–14^ CHIP mutations typically cause loss of function and occur in several genes, yet predominantly in three genes encoding epigenetic regulators: DNA methyl-transferase-3A (*DNMT3A*), the most frequently mutated gene in CHIP, ten-eleven translocation methylcytosine dioxygenase-2 (*TET2*), and associated sex combs-like-1 (*ASXL1*).^4–7^ The selective clonal expansion advantage in CHIP may be accompanied by a modest bias toward myelopoiesis in case of *TET2* mutations, whereas no specific hematopoietic lineage is preferentially affected by DNMT3A mutations.^15–17^ Similarly, in DNMT3A-driven CHIP in mice, *Dnmt3a*-mutant HSPCs expand without apparent bias toward the production of particular types of mature hematopoietic cells.^18^ This model is based on the use of mice harboring a heterozygous mutation (R878H) that causes dominant negative loss of DNMT3A methylation activity^18^ and is equivalent to the human hotspot heterozygous mutation R882H.^19^

Since chronic inflammatory diseases are largely driven by inflammatory immune cells, CHIP-driven alterations to their precursors in the BM are likely to influence multiple disorders. Periodontitis, a prevalent inflammatory disease of the tooth-supporting tissues, remains a significant public health burden^20–23^ and is epidemiologically associated with rheumatoid arthritis,^24–26^ which leads to progressive erosion of cartilage and bone in the joints.^27^ An individual’s susceptibility to periodontitis, arthritis, and chronic diseases in general increases with aging.^28–32^ We reasoned that CHIP may not merely correlate with aging^1,6,7^ but may also contribute causally to inflammatory bone loss disorders, such as periodontitis and arthritis. This hypothesis was tested both at an observational/epidemiological and a preclinical/experimental level in the context of CHIP driven by mutations in *DNMT3A*, the most frequently mutated gene in CHIP.^4–6^

## RESULTS

### Higher periodontitis prevalence in CHIP individuals with *DNMT3A* mutations

In a community-based cohort of 4,946 adult participants of the Atherosclerosis Risk in Communities (ARIC) study^33,34^ ages 52–74 (mean age 62 years), we identified 3.9% of individuals (*n* = 191) as CHIP carriers. Similar to published literature,^4–6^ the most common mutations involved *DNMT3A* (61.8% of total carriers; *n* = 118), followed by *TET2* and *ASXL1* (Table S1). The majority of CHIP carriers (*n* = 108, 2.2% of sample, and 56.5% of total carriers) exhibited VAF > 10% (Table S1). CHIP increased with age and was more common among current (5.7%) vs. ever smokers (3.6%) (Table S2). CHIP due to *DNMT3A* mutations was significantly associated with a diagnosis of severe periodontitis (stage IV vs. stages I–III), as well as quantitative measures of “clinical attachment loss” and “gingival inflammation” (Table 1). The observed differences in periodontitis and clinical measures of periodontal disease were robust to adjustments for participants’ age and sex. For example, when adjusted for age and sex, the prevalence of stage IV periodontitis in carriers with *DNMT3A* mutations was (average marginal effect [AME]) 11 percentage points (95% confidence interval [CI] = 0.0–21.5) higher than in those without CHIP (Table S3). In conclusion, *DNMT3A* CHIP is associated with higher prevalence and severity of periodontitis.

### Clonal expansion of *Dnmt3a*^R878H/+^ cells promotes naturally occurring periodontal inflammation and bone loss

Loberg et al. established a DNMT3A-driven CHIP model in mice by transplanting *Dnmt3a*^R878H/+^ BM cells at a 50:50 ratio with wild-type (WT) CD45.1 BM cells and observed significant expansion of *Dnmt3a*^R878H/+^ HSPCs relative to *Dnmt3a*^*+/+*^ controls.^18^ Another BM transplantation (BMT) study, in which DNMT3A-driven CHIP was modeled with *Dnmt3a*^−*/*−^ BM cells and linked CHIP to osteoporosis, involved the use of non-competitive BMT (100%*Dnmt3a*^−*/*−^ BM cells).^36^ Since R50% is not a typical VAF in human CHIP,^4,37^ we transplanted a clinically relevant fraction (10%) of mutant BM cells. Specifically, lethally irradiated CD45.1^+^ mice were subjected to competitive BMT with 10% BM cells from CD45.2^+^ *Dnmt3a*^R878H/+^ mice (or CD45.2^+^ *Dnmt3a*^*+/+*^ controls) and 90% WT BM cells from CD45.1^+^ mice. Experimental (designated “10%*Dnmt3a*^R878H/+^ BMT” mice) and control (“10%*Dnmt3a*^+/+^BMT” mice) recipients were sampled for peripheral blood analysis from 4 to 12 weeks post-BMT (Figure 1A). CD45.2^+^ blood cells expanded significantly over time in 10%*Dnmt3a*^R878H/+^BMT mice relative to 10%*Dnmt3a*^+/+^BMT controls, in which donor-derived CD45.2^+^ (*Dnmt3a*^*+/+*^) cells did not expand (Figure 1B). The donor *Dnmt3a*^R878H/+^ hematopoietic cells produced myeloid (CD11b^+^), B cell (CD19^+^), and T cell (CD3^+^) lineages (Figure S1A) without affecting the total white blood cell counts in 10%*Dnmt3a*^R878H/+^BMT mice, compared with controls (Figure S1B), consistent with earlier observations.^7,9,38,39^ BM analysis at 12 weeks post-BMT confirmed that DNMT3A loss of function promoted HSPC expansion. Indeed, CD45.2^+^ HSPCs in 10%*Dnmt3a*^R878H/+^BMT mice expanded significantly more than their counterparts in the control group, representing >50% of the Lin^−^Sca1^+^cKit^+^ (LSK) population (Figure S1C, left), whereas the absolute LSK cell numbers were comparable between the two groups (Figure S1C, right). Analysis of BM extracellular fluid for cytokines associated with expansion of CHIP-mutant clones^3,40^ revealed significantly increased tumor necrosis factor (TNF) and interferon (IFN)g concentrations in 10%*Dnmt3a*^R878H/+^BMT mice (Figure 1C top); the same cytokines, as well as interleukin (IL)-1b, were elevated in serum (Figure 1C bottom). In summary, competitive BMT with normal and mutant hematopoietic cells leads to increased systemic inflammation and selective clonal expansion of *Dnmt3a*^R878H/+^ HSPCs, which produce both myeloid and lymphoid cells, thus mimicking human *DNMT3A*-mediated CHIP.

Young adult mice are periodontally healthy; however, disruption of periodontal tissue homeostasis, e.g., due to immunoregulatory defects, leads to uncontrolled inflammation and bone loss (in both mice and humans).^41,42^ To determine whether the clonal expansion of *Dnmt3a*^R878H/+^ cells and the associated systemic inflammation (Figures 1B, 1C, S1A, and S1B) affect periodontal tissue homeostasis, we assessed the alveolar bone levels by measuring the distance between the cementoenamel junction (CEJ) and the alveolar bone crest (ABC). 10% *Dnmt3a*^R878H/+^BMT mice exhibited a significant increase over the mean CEJ-ABC distance of the control group (Figure 1D). Consistently, 10%*Dnmt3a*^R878H/+^BMT mice displayed elevated gingival mRNA expression of pro-inflammatory cytokines (e.g., IL-23 and IL-17) and pro-osteoclastogenic factors (e.g., Tnfsf11/RANKL) (Figure 1E). Measurement of bone mass of the femur and spine revealed no significant differences between 10%*Dnmt3a*^R878H/+^BMT and controls (Figures S1D–S1F), except for a modest decrease (8.9%) in trabecular bone volume to total bone volume fraction (BV/TV) in 10% *Dnmt3a*^R878H/+^BMT mice (Figure S1D, left bar graph). Therefore, naturally occurring periodontal bone loss in 10%*Dnmt3a*^R878H/+^ BMT mice could not be attributed to general bone defects.

We thus next investigated potential local mechanisms in the gingival tissue. We first performed flow cytometry to assess the frequency (% in total CD45^+^ cells) and absolute numbers of CD45.2^+^ *Dnmt3a*^R878H/+^ myeloid and T cells (key cells involved in periodontitis^43,44^) relative to CD45.2^+^ *Dnmt3a*^*+/+*^ cells. We found significantly increased abundance (in terms of both frequency and numbers) of CD45.2^+^ *Dnmt3a*^R878H/+^ neutrophils (Figure 1F), monocytes (Figure 1G), and T cells (Figure 1H), compared with the abundance of their respective CD45.2^+^ *Dnmt3a*^*+/+*^ counterparts. Fluorescence-activated cell sorting (FACS) analysis of the gingival tissue also revealed the presence of osteoclastogenic macrophages (OCMs; Ly6C^int^ I-A^+^/I-E^+^CX3CR1^hi^F4/80^+^) (Figure 1I), a macrophage subset that differentiates into osteoclasts in inflamed tissue.^45^ The numbers and frequency of CD45.2^+^ *Dnmt3a*^R878H/+^ OCM among the total OCM population were significantly increased in 10%*Dnmt3a*^R878H/+^BMT mice relative to their CD45.2^+^ *Dnmt3a*^*+/+*^ counterparts in 10%*Dnmt3a*^+/+^BMT mice (Figure 1I). In *ex vivo* experiments, lipopolysaccharide (LPS)-stimulated *Dnmt3a*^R878H/+^ splenic neutrophils and monocytes released higher amounts of IL-1β, IL-6, and TNF than their respective *Dnmt3a*^*+/+*^ counterparts (Figure S1G). Moreover, phorbol myristate acetate (PMA)-stimulated *Dnmt3a*^R878H/+^ peripheral blood neutrophils displayed increased production of intracellular reactive oxygen species (ROS) relative to *Dnmt3a*^*+/+*^ controls (Figure S1H). However, *Dnmt3a*^R878H/+^ and *Dnmt3a*^*+/+*^ blood neutrophils or splenic monocytes exhibited comparable *ex vivo* chemotactic capacity in response to chemokine (C-X-C motif) ligand (CXCL)1 or CXCL2 (Figure S1I left; neutrophils) or to monocyte chemoattractant protein (MCP)-1 (Figure S1I right; monocytes). Therefore, the increased periodontal inflammation and bone loss in 10% *Dnmt3a*^R878H/+^BMT mice could be attributed, at least in part, to the increased abundance of hyper-inflammatory *Dnmt3a*^R878H/+^ myeloid cells, including OCMs. Moreover, in the mutant setting (10%*Dnmt3a*^R878H/+^BMT mice), even WT cells could exhibit altered inflammatory activity, presumably via paracrine stimulation from neighboring *Dnmt3a*^R878H/+^ cells. In support, gingival WT myeloid (CD45.1^+^CD11b^+^) cells isolated from 10%*Dnmt3a*^R878H/+^BMT mice exhibited higher mRNA expression levels of key inflammatory cytokines than their counterparts from the WT setting (10%*Dnmt3a*^+/+^BMT mice) (Figure S1J).

### Clonal expansion of *Dnmt3a*^R878H/+^ cells exacerbates experimental periodontitis and arthritis

We next determined whether clonal expansion of *Dnmt3a*^R878H/+^ hematopoietic cells exacerbates pathology in induced models of disease. Specifically, 12 weeks post-BMT, 10%*Dnmt3a*^R878H/+^ BMT mice and controls were subjected to ligature-induced periodontitis (LIP) (Figure 2) or collagen antibody-induced arthritis (CAIA) (Figure 3). Compared with controls, 10% *Dnmt3a*^R878H/+^BMT mice exhibited significantly increased ligature-induced bone loss (Figure 2A) associated with elevated gingival mRNA expression of pro-inflammatory cytokines (e.g., IL-6, IL-17, and IL-23) and pro-osteoclastogenic molecules (Tnfsf11/RANKL and Tnfrsf11a/RANK) (Figure 2B). Moreover, 10%*Dnmt3a*^R878H/+^BMT mice displayed significantly increased frequency and total counts of CD45.2^+^ *Dnmt3a*^R878H/+^ neutrophils (Figure 2C), monocytes (Figure 2D), and T cells (Figure 2E), compared with the frequency and counts of their corresponding counterparts in 10%*Dnmt3a*^+/+^BMT controls. Neutrophils constituted the majority of gingival myeloid cells (Figures 2C and 2D) and can contribute to inflammatory bone loss by releasing pro-inflammatory cytokines and ROS.^46^ After antibody-mediated neutrophil depletion, bone loss (Figure 2F) and periodontal inflammation (Figure 2G) were significantly diminished in LIP-subjected 10%*Dnmt3a*^R878H/+^BMT mice and were indistinguishable from bone loss and periodontal inflammation in similarly treated LIP-subjected 10%*Dnmt3a*^+/+^BMT mice. The finding that neutrophil depletion has a greater impact in mice that received mutant clones substantiates the disease-provoking effect of the R878H mutation in neutrophils.

Ligature removal for 5 days in WT mice previously subjected to 10-day LIP leads to inflammation resolution and bone regeneration.^47,48^ Accordingly, 10%*Dnmt3a*^+/+^BMT mice subjected to the same LIP/resolution model showed ample bone regeneration (Figure 2H). However, by comparison, 10%*Dnmt3a*^R878H/+^BMT mice exhibited significantly diminished bone regeneration (Figure 2H). Consistently, upon resolution, the expression of inflammatory/osteoclastogenic genes (*Il1b*, *Il6*, *Il17a*, *Il23a*, *Tnf*, *Tnfsf11*, and *Tnfrsf11a*) returned to background levels (no significant difference vs. unligated internal control) in the WT setting, whereas almost all of these genes were still expressed at significantly higher levels (vs. unligated internal control) in the mutant setting (Figure 2I). Moreover, the expression of transforming growth factor b1 (*Tgfb1*), which plays a major role in inflammation resolution and tissue repair,^49,50^ was significantly lower during the resolution phase in 10%*Dnmt3a*^R878H/+^BMT mice compared with controls (Figure 2I, bottom right). Macrophages mediate inflammation resolution through phagocytosis of apoptotic neutrophils (efferocytosis).^49^ *Dnmt3a*^*R878H/+*^ BM-derived macrophages (BMDMs) co-cultured with apoptotic neutrophils (and the opsonin DEL-1-Fc that enhances efferocytosis^49^) released significantly reduced TGF-β1 protein levels relative to *Dnmt3a*^*+/+*^ BMDM (Figure 2J). In the same efferocytosis system, *Dnmt3a*^*R878H/+*^ BMDM displayed significantly reduced mRNA expression of *Tgfb1* and additional markers of inflammation resolution (*Lxra, Lxrb, Rxra, Abca1, Tgm2, Axl, Cd36*, and *Ucp2*)^49^ relative to *Dnmt3a*^*+/+*^ BMDM (Figure 2K). Therefore, the defective periodontal inflammation resolution and bone regeneration in the mutant setting (Figures 2H and 2I) could, at least in part, be attributed to the reduced ability of *Dnmt3a*-mutant macrophages to generate pro-resolving/proregenerative molecules upon efferocytosis.

Upon induction of CAIA in 10%*Dnmt3a*^R878H/+^BMT mice and controls, the former exhibited significantly increased clinical arthritis score (Figure 3A) and ankle joint thickness (Figure 3B), as well as aggravated histopathology in knee joints, as revealed by hematoxylin and eosin (H&E) assessment of loss of joint architecture, inflammatory cell infiltrate, and synovial hyperplasia (Figure 3C). Moreover, safranin-O staining of knee joint tissue sections displayed increased cartilage loss and roughening of the articular surface in the mutant setting (Figure 3D). 10% *Dnmt3a*^R878H/+^BMT mice also showed elevated cellularity in the synovium (Figure 3E) with increased abundance of neutrophils (Figure 3F) and monocytes (Figure 3G). Moreover, 10% *Dnmt3a*^R878H/+^BMT mice showed significantly increased frequency and total counts of CD45.2^+^ *Dnmt3a*^R878H/+^ neutrophils (Figure 3H), monocytes (Figure 3I), and T cells (Figure 3J). Overall, expansion of *Dnmt3a*-CHIP clones and infiltration of peripheral tissues with mutant leukocytes aggravates experimentally induced periodontitis and arthritis.

### scRNA-seq reveals insights into inflammatory pathology in DNMT3A-driven CHIP

To better understand how *Dnmt3a*^R878H/+^ leukocytes exacerbate experimental periodontitis and arthritis, we performed single-cell RNA sequencing (scRNA-seq) in sorted CD45.2^+^CD11b^+^, CD45.1^+^CD11b^+^, CD45.2^+^CD3^+^, and CD45.1^+^CD3^+^ cells from 10%*Dnmt3a*^R878H/+^BMT and control mice, which were subjected to 5-day LIP or 7-day CAIA 12 weeks post-BMT. 60,000 CD11b^+^ (CD45.2^+^ or CD45.1^+^) cells and 8,000 CD3^+^ (CD45.2^+^ or CD45.1^+^) cells from each tissue—gingiva or synovium—were mixed, respectively (separately for each tissue), followed by scRNA-seq (Figure 4A). Two-dimensional uniform manifold approximation and projection (UMAP) of 34,335 gingival cells and 35,174 synovial cells and clustering partitioned cells into 15 clusters (C1–C15) (Figures 4B and S2A). Annotation by typical marker genes revealed 9 cell types in gingiva (G) and synovium (S), including neutrophils, monocytes, macrophages, B cells, T cells, dendritic cells, osteoclasts, natural killer T (NKT) cells, and fibroblasts (likely contaminants) (Figures 4C and 4D). C1–C4: C6 and C10 comprised neutrophils; C5: macrophages; C8: T cells; C7 and C11: monocytes; C9: B cells; C12: dendritic cells (DC); C13: NKT cells; C14: fibroblasts; and C15: osteoclasts (Figures 4B and 4C). The annotation was validated by the demonstration of expression of cell type-specific markers (Figures S2B and S2C). Cluster analysis of cell types exhibited two distinct clusters in gingiva: the 10%*Dnmt3a*^R878H/+^BMT-CD45.1 group (WT cells in the mutant setting) was more similar to the 10% *Dnmt3a*^R878H/+^BMT-CD45.2 group (mutant cells in the mutant setting) than it was to the other 2 groups (10%*Dnmt3a*^+/+^BMT-CD45.2 and 10%*Dnmt3a*^+/+^BMT-CD45.1, i.e., WT cells (CD45.2^+^ or CD45.1^+^) in the WT setting) (Figure 4D, bottom left). In the synovium, the 10%*Dnmt3a*^R878H/+^BMT-CD45.1 group did not cluster with the CD45.2 (mutant) group and was more similar to, although still different from WT cells in the WT setting (Figure 4D, bottom right). The increased inflammatory environment in the mutant setting might thus affect WT cell populations in a manner that distinguishes them from WT cell populations in the WT setting.

To further investigate this notion, we explored intercellular communication networks (interaction numbers and strength) in CD45.2^+^ (mutant) and CD45.1^+^ (WT) cells from 10% *Dnmt3a*^R878H/+^BMT mice by performing comparative CellChat analysis.^51^ Differential interactions in cell-cell communication networks between CD45.2^+^ and CD45.1^+^ cells were determined and visualized, with red and blue color indicating, respectively, increased and decreased signaling in CD45.2^+^ mutant cells compared with CD45.1^+^ WT cells. The number and strength of putative signaling interactions within and between myeloid cell types (neutrophils, monocytes/macrophages, DC) generally increased in gingival mutant cells (Figure 4E), whereas only the strength of the signaling increased in synovial mutant cells (Figure S3D). By contrast, the number and strength of putative signaling interactions within T cells and between T cells and myeloid cells decreased in both gingival and synovial mutant cells (Figures 4E and S3D, respectively). There was a slight increase in putative signaling between myeloid cells (macrophages and DC) and osteoclasts in both gingiva and synovium (mutant setting) (Figures 4E and S3D). We moreover compared the information flow (overall communication probability) across CD45.2^+^ (mutant) and CD45.1^+^ (WT) cells for specific signaling pathways. Remarkably increased information flow in gingival mutant cells included resistin, midkine (MK), vascular cell adhesion protein (VCAM), receptor activator of nuclear factor-kB ligand (RANKL), and sialic acid-binding Ig-like lectin 1 (SN) signaling (Figure 4F). Among them, resistin is a potential biomarker in periodontitis,^52,53^ MK and VCAM are putative risk factors for periodontitis,^54,55^ and RANKL drives inflammatory bone loss.^56^ Remarkably increased information flow in synovial mutant cells included angiopoietin-like proteins (ANGPTL), lymphotoxin-a (LT), adiponectin, collagen, and IL-6 (Figure S3E). Of these, LT activates nuclear factor kB (NF-kB) signaling in chondrocytes and contributes to rheumatoid arthritis^57^; adiponectin is increased in the synovial fluid and promotes arthritis^58,59^; IL-6 is a therapeutic target in rheumatoid arthritis.^60^ Together, there appears to be increased autocrine and paracrine signaling probabilities between different cell types during experimental periodontitis and arthritis, and these inferences are consistent with a recent CellChat analysis of DNMT3A-mutant cells from the peripheral blood of heart failure patients.^61^ Mutant cells might thus promote inflammation not only in a cell-intrinsic manner but also via paracrine effects by activating neighboring WT cells, consistent with our finding that WT myeloid cells from the *Dnmt3a*-mutant setting expressed significantly higher levels of *Il1b*, *Il6*, *Il23a*, and *Tnf* than WT myeloid cells from the WT setting (Figure S1J).

Further analysis of the scRNA-seq data (with Seurat’s DotPlot function) showed that—in the gingival mutant setting—CD45.2^+^ (mutant) neutrophils and macrophages expressed more *Il1b*, *Tnf*, and *Il23a*; monocytes expressed more *Il6*, *Tnf*, *Il23a*, and *Tnfsf11* (RANKL); DC expressed more *Tnf*, *Il23a*, and *Tnfsf11*; and T cells expressed more *Tnfsf11* and less *Ctla4*, as compared with their CD45.2^+^ (WT) counterparts in the WT setting (Figure 4G). Similarly, in the synovial mutant setting, CD45.2^+^ (mutant) cells in general expressed inflammatory/osteoclastogenic cytokines at higher levels than their CD45.2^+^ (WT) counterparts in the WT setting (Figure 4H). Moreover, in the gingival mutant setting, CD45.1^+^ (WT) macrophages expressed more *Tnf*; monocytes expressed more *Il6* and *Tnfsf11*; and DC expressed more *Tnfsf11*, compared with their CD45.1^+^ (WT) counterparts in the WT setting (Figure S3A). In the synovial mutant setting, CD45.1^+^ (WT) DC expressed more *Il23a* relative to their CD45.1^+^ (WT) counterparts in the WT setting (Figure S3B). These observations are consistent with our above-described findings that the R878H mutation renders the affected leukocytes more pro-inflammatory than their WT counterparts and that WT cells in the mutant setting are more pro-inflammatory than WT cells in the WT setting. According to Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) analysis, the enriched upregulated genes in CD45.2^+^ (*Dnmt3a*^R878H/+^) cells in the mutant setting indicated enhanced activation of several Kyoto encyclopedia of genes and genomes (KEGG) inflammatory pathways (e.g., “Th17 cell differentiation” and “NF-kB signaling pathway”) relative to CD45.2^+^ (*Dnmt3a*^*+/+*^) cells in the WT setting (Figures 4I and S3C, for gingiva and synovium, respectively).

For Gene Ontology (GO) analysis, we focused on cell types with critical roles in bone loss disorders, namely, neutrophils, T cells, and osteoclasts.^43,62–65^ GO enrichment analysis in gingival neutrophils showed that “immune response,” “defense response,” and related terms were enriched in the significantly upregulated genes in the 10%*Dnmt3a*^R878H/+^BMT-CD45.2 group (vs. 10%*Dnmt3a*^+/+^BMT-CD45.2 group) (Figure 4J). GO enrichment analysis in synovial neutrophils did not reveal any significantly enriched GO terms in the upregulated genes, whereas the “defense response to other organism” and related terms were among the top 10 enriched GO terms in the significantly downregulated genes (Figure 4K). GO enrichment analysis of gingival T cells showed that the GO terms “lymphocyte differentiation” and “regulation of apoptotic process” were among the enriched terms in the significantly upregulated genes in the 10%*Dnmt3a*^R878H/+^BMT-CD45.2 group, whereas “immune system process” and “defense response” were among the significantly enriched terms in the downregulated genes (Figure 4J). GO enrichment analysis of synovial T cells showed that “cellular response to cytokine stimulus,” and “positive regulation of adaptive immune response” were among the top 10 enriched GO terms in the significantly upregulated genes, whereas there were no enriched GO terms in the significantly downregulated genes (Figure 4K).

Analysis in all 15 clusters of the expression of *Acp5* and *Ctsk*, which are major markers of osteoclasts,^66,67^ revealed that these markers were most highly expressed in C15 (Figures S2B and S2C), hence identified as osteoclasts. It should be noted that gingival tissues dissected from LIP-subjected mice do contain tartrate-resistant acid phosphatase (TRAP)-stained osteoclasts in areas adjacent to the underlying bone (Figure S2D); similarly, osteoclasts are found within the synovium at sites proximal to the bone.^68^ The frequency of osteoclasts (C15) in the 10% *Dnmt3a*^R878H/+^BMT-CD45.2 group from gingiva and synovium was increased relative to the 10%*Dnmt3a*^+/+^BMT-CD45.2 control, especially in the gingiva (2.5-fold; Figure 4D, left). Because the influence of CHIP mutations on osteoclasts and T cells is less well understood than that on myeloid cells, we next investigated osteoclastogenesis and T cell function in the context of DNMT3A/CHIP-driven inflammatory disease.

### The R878H mutation is associated with enhanced osteoclastogenesis and impaired Treg cell immunosuppressive activity

Earlier work has identified a CD11b^−/lo^Ly6C^hi^ monocytic population in the BM that is induced upon inflammation and is highly enriched in osteoclast precursors (OCPs).^69^ FACS analysis to identify this OCP-enriched population in the BM of LIP-subjected 10%*Dnmt3a*^R878H/+^BMT mice and controls revealed no significant differences between the two groups regarding the frequency—among BM cells—of CD11b^−/lo^Ly6C^hi^ cells or their total numbers in the BM (Figure S4A). However, the frequency and total numbers of CD45.2^+^ CD11b^−/lo^Ly6C^hi^ cells in the mutant setting were significantly higher than the frequency and total numbers of their CD45.2^+^ counterparts in the WT setting (Figure S4B). Thus, although the presence of the hematopoietic-specific R878H mutation in the BM is not associated with expansion of the CD11b^−/lo^Ly6C^hi^ population, within this population, the donor-derived (CD45.2^+^) mutant cells in 10% *Dnmt3a*^R878H/+^BMT mice greatly outnumber their CD45.2^+^ WT counterparts in the WT setting. To determine whether the R878H mutation in this OCP-enriched population is associated with enhanced osteoclastogenesis, we performed a RANKL-induced osteoclast differentiation assay. CD11b^−/lo^Ly6C^hi^ cells sorted from the BM of 10%*Dnmt3a*^R878H/+^BMT mice yielded more osteoclasts (TRAP^+^ multinucleated cells [MNCs]) than did CD11b^−/lo^Ly6C^hi^ cells sorted from the BM of 10% *Dnmt3a*^+/+^BMT controls (Figure 5A).

Using FACS, we analyzed the gingival tissue and synovium of LIP- or CAIA-subjected 10%*Dnmt3a*^+/+^BMT and 10% *Dnmt3a*^R878H/+^BMT mice for the presence of Ly6C^int^I-A^+^/I-E^+^CX3CR1^hi^F4/80^+^ cells, an OCP macrophage subset that originates from circulating BM-derived cells (OCMs).^45^ The numbers and frequency of CD45.2^+^ *Dnmt3a*^R878H/+^ OCM (in the mutant setting) were significantly increased relative to their *Dnmt3a*^*+/+*^ counterparts (in the WT setting) in gingiva and synovium (Figures 5B and 5C). We next interrogated whether this difference leads to increased osteoclastogenesis. To facilitate the identification of donor-derived (CD45.2^+^) osteoclasts, we generated *Dnmt3a*^R878H/+^GFP^+^ mice (and *Dnmt3a*^+/+^GFP^+^ controls) by crossing *Dnmt3a*^R878H/+^ (or *Dnmt3a*^*+/+*^) mice with ubiquitin C (UBC)-GFP transgenic mice.^71,72^ The generated mice were used as BMT donors according to the standard protocol (Figure 1A). We counted the numbers of GFP-labeled CD45.2^+^ *Dnmt3a*^R878H/+^ and CD45.2^+^ *Dnmt3a*^*+/+*^ osteoclasts in “10%*Dnmt3a*^R878H/+^GFP^+^BMT” and “10%*Dnmt3a*^*+*/+^ GFP^+^BMT” mice, respectively, which were subjected to LIP 12 weeks post-BMT. Compared with controls, “10% *Dnmt3a*^R878H/+^ GFP^+^BMT” mice displayed not only significantly higher numbers of total osteoclasts (TRAP^+^ MNCs) but also significantly increased frequency of donor-derived (CD45.2^+^ GFP^+^) osteoclasts (Figures 5D and 5E). *Dnmt3a*^R878H/+^ osteoclasts were thus present at a higher frequency than *Dnmt3a*^*+/+*^ osteoclasts (Figure 5E, right).

Given that IL-17-expressing CD4^+^ T helper 17 (Th17) cells and FOXP3^+^CD4^+^ regulatory T (Treg) cells play critical roles in the pathogenesis of both periodontitis and arthritis,^63,73^ we examined whether the R878H mutation affects the differentiation of naive T cells to Th17 or Tregs. In a standard naive CD4^+^ T cell differentiation assay based on polyclonal stimulation with anti-CD3/anti-CD28 and appropriate polarizing cytokines,^74^ *Dnmt3a*^*+/+*^ and *Dnmt3a*^R878H/+^ splenic naive CD4^+^ T cells exhibited comparable Th17 differentiation under the influence of TGF-β1, IL-6, IL-1β, and IL-23 (“pathogenic” conditions^70^), as evidenced by similar frequencies of generated IL-17A^+^CD4^+^ T cells (Figure 5F) and comparable expression of additional Th17-associated markers (Figure 5G). Comparable Th17 differentiation was also observed when “non-pathogenic” (TGF-β1 and IL-6) conditions^70^ were used (Figure 5H). Similarly, Treg-differentiation assays with *Dnmt3a*^*+/+*^ or *Dnmt3a*^R878H/+^ splenic naive CD4^+^ T cells (stimulated with anti-CD3/anti-CD28 and IL-2 plus TGF-β1^74^) revealed comparable frequencies of generated CD4^+^FOXP3^+^ (Treg) cells in the two groups (Figure 5I). Further analysis of markers associated with the Treg suppressive function showed that the frequencies of CTLA4- and inducible co-stimulator (ICOS)-expressing (but not of neuropilin-1- and Glucocorticoid-Induced TNFR-Related [GITR] protein-expressing) cells were markedly decreased in differentiation cultures of *Dnmt3a*^R878H/+^ CD4^+^ T cells compared with those of controls (Figure 5J). To determine if the function of *Dnmt3a*^R878H/+^ Tregs is affected, we sorted Tregs from the induction cultures of *Dnmt3a*^*+/+*^ or *Dnmt3a*^R878H/+^ CD4^+^ T cells (*Dnmt3a*^*+/+*^ iTregs and *Dnmt3a*^R878H/+^ iTregs) and compared their immunosuppressive activity. *Dnmt3a*^R878H/+^ iTregs exhibited significantly lower ability to inhibit the proliferation of CD4^+^ T cells after 72-h co-culture than *Dnmt3a*^*+/+*^ iTregs (Figure 5K).

Consistent with increased gingival mRNA expression of IL-17 and Th17-inducing cytokines (e.g., IL-6 and IL-23) (Figure 1E), 10%*Dnmt3a*^R878H/+^BMT mice exhibited significantly higher frequency and numbers of gingival CD4^+^IL-17^+^ (Th17) cells than controls (Figure 5L), although the frequency and numbers of gingival CD4^+^FOXP3^+^ (Treg) cells were comparable (Figure 5M). Consequently, 10%*Dnmt3a*^R878H/+^BMT mice exhibited a higher Th17/Treg ratio in the gingival tissue (Figure 5N). Moreover, the percentage of CTLA4- and ICOS-expressing (but not of neuropilin-1- and GITR-expressing) cells in CD4^+^CD25^+^ Treg cells was significantly decreased in the mutant setting (Figure 5O). These findings indicate that the R878H mutation does not affect the induction of Tregs but impairs their regulatory function, which in turn may contribute to unrestrained Th17 cell expansion and hence increased release of the pro-osteoclastogenic cytokine IL-17. Consistently, antibody-mediated neutralization of IL-17 diminished bone loss (Figure 5P) associated with decreased periodontal inflammation (Figure S4C) in LIP-subjected 10% *Dnmt3a*^R878H/+^BMT and 10%*Dnmt3a*^+/+^BMT mice, with the inhibitory effects being more pronounced in the mutant setting. Additionally, Treg depletion significantly enhanced LIP-induced bone loss in 10%*Dnmt3a*^+/+^BMT mice but not in 10% *Dnmt3a*^R878H/+^BMT mice (Figure 5Q), which contain functionally impaired *Dnmt3a*-mutant Tregs (Figure 5K). Consistently, Treg depletion enhanced periodontal inflammation selectively in 10%*Dnmt3a*^+/+^BMT mice (Figure S4D).

### Rapamycin inhibits clonal expansion of *Dnmt3a*^R878H/+^ cells and bone loss

To better understand the impact of the *Dnmt3a*-R878H mutation on the DNA methylation status of mature leukocytes, we conducted whole-genome bisulfite sequencing (WGBS) in splenic CD11b^+^ myeloid cells and CD4^+^ T cells from mutant (*Dnmt3a*^R878H/+^) mice and WT controls. 

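WGBS reports the methylated share of each cytosine, because bisulfite converts unmethylated cytosines and leaves methylated ones. The cells came from the spleens of 4 mice per genotype, and the paper states 40X coverage. Each mouse has 1 entry in the sample labels, except that CD11b+ cells of *Dnmt3a* R878H/+ mice have 6 entries for 4 mice, replicates 3 and 4 having a pair of entries each. The authors mapped the reads to the mouse genome mm10 with BISCUIT, and passed the methylation ratios of all CpGs to metilene, a program that divides the genome into regions and compares 2 groups of samples in each region. The analysis here started from the 2 deposited metilene tables, one per cell type. For each region, a table gives the position, the number of CpGs, the authors' mean methylation of each group in percent, the difference between the means, p-values and a q-value. The tables hold no value for a single mouse and no read depth, so the coverage behind each value is unknown. For the same reason a group mean has no error here, and no comparison could be tested across mice. The tables do not name their groups either, and the group given first was read as WT because Figures 6A and 6B show WT as the more methylated genotype. Every direction below rests on that reading. The table of CD11b+ cells lists 411770 regions and the table of CD4+ cells 553467 regions, each with at least 10 CpGs. These regions contain 16.8% and 21.2% of the CpG dinucleotides of mm10, so the rest of the genome was not examined. DMRs were taken from the tables by the criteria of the paper. These are more than 10 CpGs, a mean difference above 0.2 (20 percentage points) and a false discovery rate (FDR) below 0.05. The listed q-value was used as the FDR. Its values have the form of a Bonferroni correction, which is stricter than an FDR. A DMR with a lower mean in *Dnmt3a* R878H/+ cells than in WT cells is called hypomethylated, and one with a higher mean hypermethylated.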

Globally, the methylation levels across the genome in both CD11b^+^ and CD4^+^ cells from *Dnmt3a*^R878H/+^ mice were significantly decreased relative to their counterparts from *Dnmt3a*^*+/+*^ controls (Figures 6A and 6B). 

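By these criteria, CD11b+ cells had 2370 hypomethylated DMRs, which are 0.576% of the listed regions, and 52 hypermethylated DMRs. CD4+ cells had 3683 hypomethylated DMRs, 0.665% of the listed regions, and 3 hypermethylated DMRs. In CD11b+ cells, the hypomethylated DMRs had a median methylation of 68.9% in WT mice (interquartile range over DMRs 56.6% to 78.6%) and 30.2% in *Dnmt3a* R878H/+ mice (20.2% to 41.5%). In CD4+ cells, the medians were 76% in WT mice (65.4% to 83.5%) and 40.2% in *Dnmt3a* R878H/+ mice (27.8% to 52.3%). The median difference was 34.8 percentage points in CD11b+ cells and 32.6 percentage points in CD4+ cells. Over hypomethylated and hypermethylated DMRs together, the density of the group means peaked at 74.5% in WT and 22.9% in *Dnmt3a* R878H/+ CD11b+ cells, and at 81.7% and 40.1% in CD4+ cells. The *Dnmt3a* R878H/+ peak of CD11b+ cells moved to between 31.8% and 32.3% with a mean difference above 0.3, more than 20 CpGs or DMRs weighted by their CpGs. The criteria select regions that changed, so the listed regions that were not selected were examined too. How the listed regions were chosen is not known, and the smallest difference among them was 0.1 percentage points in each cell type. They are therefore not a sample of the whole genome. Across all listed regions, the median methylation was 88.9% in WT and 82.0% in *Dnmt3a* R878H/+ CD11b+ cells, and 89.9% and 82.4% in CD4+ cells. The *Dnmt3a* R878H/+ mean was the lower one in 93.4% of the listed regions of CD11b+ cells and in 95.5% of those of CD4+ cells. The median difference across all listed regions was 6.55 percentage points in CD11b+ cells (interquartile range 4 to 10.6) and 6.85 percentage points in CD4+ cells (4.33 to 10.6). These ranges describe the spread between regions, which are not replicates. The alternative that moved the number of DMRs most was to drop the q-value threshold, which left 13335 hypomethylated DMRs in CD11b+ cells and 17025 in CD4+ cells. The largest loss in CD11b+ cells in the authors' deposited table was on chromosome 6 from 88190451 to 88190898 of mm10, between genes and 2993 bp from the nearest transcription start, that of *Gata2*, where methylation was 90.8% in WT and 25.5% in *Dnmt3a* R878H/+ cells (q = 5.5e-21). The next was on chromosome 6 from 52203675 to 52204998, across the start of *Hoxa5*, with 77.9% and 13.7% in the authors' deposited table (q = 1.2e-82), and the third on chromosome 8 from 70682015 to 70682454, 8583 bp from the start of *Lsm4*, with 75.2% and 11.6% (q = 9.7e-19). In CD4+ cells, the largest loss in the authors' deposited table was on chromosome 9 from 44598942 to 44599123, between genes and 5769 bp from the start of *Ddx6*, with 82.5% in WT and 15.9% in *Dnmt3a* R878H/+ cells (q = 5.7e-15). It was followed in the authors' deposited table by an exon of *Mex3a* on chromosome 3 from 88536350 to 88536954, with 77.2% and 11.2% (q = 1.5e-51), and by the *Hoxa5* start on chromosome 6 from 52204300 to 52204768, with 84.3% and 21.0% (q = 3.5e-45).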

The average methylation values of CD11b^+^ and CD4^+^ cells from *Dnmt3a*^R878H/+^ mice were significantly lower than those from *Dnmt3a*^*+/+*^ mice at all regions of the genome examined (*p* ≤ 0.0001; Figures S5A and S5B). 

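Each listed region with more than 10 CpGs was assigned to 1 of 4 classes, in the order promoter (within 1 kb of a transcription start), exon, intron and intergenic. In CD11b+ cells, the median methylation of promoters was 66.9% in WT and 49.0% in *Dnmt3a* R878H/+ mice, and *Dnmt3a* R878H/+ means were lower in 87.4% of the promoter regions. Exons had medians of 91.5% and 85.3%, with 93.9% of regions lower. Introns had medians of 89.6% and 82.8%, and intergenic regions of 88.3% and 81.5%, with 96.6% of regions lower in each of these classes. In CD4+ cells, promoters fell from a median of 74.6% in WT to 57.8% in *Dnmt3a* R878H/+ mice, with 94.6% of regions lower, and exons from 92.4% to 85.9%, with 95.5% lower. Introns of CD4+ cells had medians of 90.5% and 83.2%, with 97.5% of regions lower, and intergenic regions 89.1% and 81.8%, with 97.8% lower. Promoters had the largest median loss per region, 8.71 percentage points in CD11b+ cells and 9.46 in CD4+ cells, against 6.13 and 6.11 in exons, which had the smallest. The direction of the medians was therefore the same in the 4 classes and in both cell types, although no class was lower in every region. The loss also differed with the mean methylation of a region. The mean over both genotypes limits the loss that is possible at either end of the scale. Part of the peak at intermediate methylation is therefore set by the binning. On autosomes, regions whose mean over both genotypes was 40% to 50% had a median loss of 17.7 percentage points in CD11b+ cells and 17.2 in CD4+ cells. At regions with a mean of 90% to 100%, the median loss was 3.88 and 4.09 percentage points, and at regions with a mean under 10% it was 1.4 and 1.98 percentage points. No p-value was computed for these comparisons, because regions are not replicates.

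**Figure D1:**
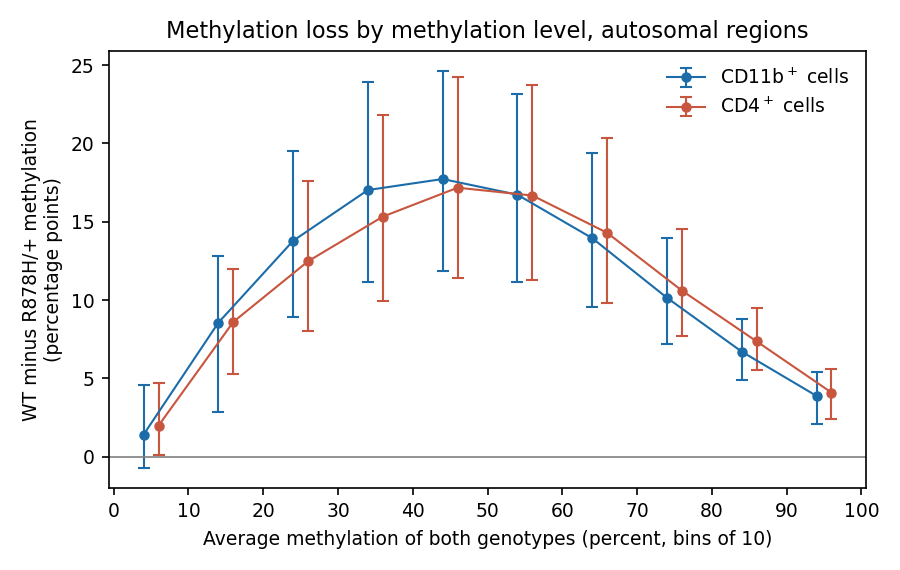
Methylation loss (WT minus *Dnmt3a* R878H/+ mean, in percentage points) of the listed autosomal regions against their average methylation over both genotypes (percent, bins of 10), in CD11b+ and CD4+ cells. Points are medians and bars interquartile ranges over regions, and the medians of both cell types are highest between 40% and 50%. The average over both genotypes limits the loss that is possible at either end of the scale.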

The genome-wide density of DNA hypomethylation in CD11b^+^ and CD4^+^ cells from *Dnmt3a*^R878H/+^ mice was similar (Figure 6C), although DNA hypermethylation levels in CD11b^+^ and CD4^+^ cells were different (Figure 6D). 

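The genome was divided into 2737 bins of 1 Mb, and the DMRs of each cell type were counted in each bin. The number of hypomethylated DMRs per bin in CD11b+ cells was correlated with that in CD4+ cells, with a Pearson's r of 0.815 and a Spearman's rho of 0.760. When the bins of one cell type were rotated along the genome 1000 times, the largest coefficients were 0.133 and 0.160 (one-sided permutation p = 0.001 for each, the smallest that 1000 rotations can give). With the number of all listed regions per bin held constant, which moved these values most, the partial coefficients were 0.667 and 0.510. Neighbouring bins are not independent, which the rotations allow for, and a bin is not a replicate. Chromosome 11 had the highest density of hypomethylated DMRs in both cell types, 1.51 per Mb in CD11b+ cells and 2.29 per Mb in CD4+ cells, and among chromosomes with a hypomethylated DMR the X chromosome had the lowest, 0.134 and 0.129 per Mb. The X chromosome has few listed regions, and as a share of the listed regions with more than 10 CpGs its hypomethylated DMRs were 1.27% in CD11b+ cells, where the chromosomes ranged from 1.11% to 1.73% apart from Y, and 0.975% in CD4+ cells, the lowest apart from Y. By that share, chromosome 6 was highest in CD11b+ cells and chromosome 11, with 1.87%, in CD4+ cells. Hypermethylated DMRs were spread over 18 chromosomes in CD11b+ cells and lay on chromosomes 6, 8 and 17 in CD4+ cells. They occupied 49 bins in CD11b+ cells and 3 bins in CD4+ cells, and their coefficients were 0.0721 for Pearson's r (p = 0.0420) and 0.0787 for Spearman's rho (p = 0.0480), values that rest on the 3 DMRs of CD4+ cells. With 5 Mb bins, the p-values of these coefficients rose to 0.237 and 0.241. In CD11b+ cells, 43 of the 52 hypermethylated DMRs lay in promoters with less than 10% methylation in WT mice. The largest gain in CD11b+ cells in the authors' deposited table was 303 bp from the start of *Vav1* on chromosome 17 from 57279430 to 57279938, where methylation was 1.96% in WT and 55.2% in *Dnmt3a* R878H/+ cells (q = 1.7e-10). It was followed in the authors' deposited table by the promoters of *Cebpb* on chromosome 2 from 167689687 to 167689918 (0.648% and 47.5%, q = 0.034) and *Pcbp1* on chromosome 6 from 86525160 to 86525812 (0.582% and 45.6%, q = 2.5e-06). The 3 hypermethylated DMRs of CD4+ cells in the authors' deposited table were at *Vav1* from 57279385 to 57279973 (4.3% in WT and 42.3% in *Dnmt3a* R878H/+ cells, q = 3.3e-11), in an intron of *Casc1* on chromosome 6 from 145187629 to 145187728 (34.5% and 62.7%, q = 0.0001) and in an intron of *Arhgap10* on chromosome 8 from 77451787 to 77452248 (18.6% and 45.8%, q = 0.017). The *Dnmt3a* R878H/+ mice carry *Vav1-iCre*, a transgene built with *Vav1* sequence, and reads from it cannot be separated from reads of the *Vav1* locus in these tables.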

We used Bedtools to associate differentially methylated regions (DMRs) with genes and performed GO function analysis (top 15). 

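DMRs were assigned here to a protein-coding gene when they overlapped its body by at least 1 bp. Only genes whose body overlaps a listed region with more than 10 CpGs could have received a DMR, which left 15146 genes in CD11b+ cells and 16316 genes in CD4+ cells as the background. Of these, 1274 genes (8.41%) had a hypomethylated DMR in CD11b+ cells and 1718 genes (10.5%) in CD4+ cells. Genes with a hypomethylated DMR had a median of 12 listed regions in CD11b+ cells and 13 in CD4+ cells, against 3 for genes without one in each cell type, so a gene with many regions had more chances to be counted. Promoters made up 14.7% of the hypomethylated DMRs of CD11b+ cells and 6.68% of the listed regions with more than 10 CpGs, and 14.6% and 5.69% in CD4+ cells. Intergenic space held 30.6% of the hypomethylated DMRs and 43.3% of the listed regions in CD11b+ cells, and 33.6% and 45.2% in CD4+ cells. With a promoter of 2 kb around the start, the share of promoters among hypomethylated DMRs rose to 22.2% in CD11b+ cells and 20.9% in CD4+ cells. The gene with the most hypomethylated DMRs in both cell types was *Gm20388* (ENSMUSG00000092329.1, chromosome 8 from 119910841 to 124345722), with 15 DMRs in CD11b+ cells and 27 in CD4+ cells, a gene model that spans many other genes. *Gm28308* (ENSMUSG00000101298.1, chromosome 6 from 52163359 to 52213339) had 12 DMRs in each cell type, and *Hoxa3* (ENSMUSG00000079560.13, chromosome 6 from 52169062 to 52213336), whose model overlaps it, had 11 and 10.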

The most hypomethylated DMRs in the CD11b^+^ and CD4^+^ cells from *Dnmt3a*^R878H/+^ mice were enriched in similar GO terms (Figure S5C). 

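GO was not used here, and the Reactome pathways shipped with the fgsea package stood in for it. Of the pathways with 10 to 500 genes in the background, 884 were tested in CD11b+ cells and 900 in CD4+ cells by a one-sided Fisher's exact test for genes with a hypomethylated DMR. With Benjamini-Hochberg adjustment over the pathways, 0 pathways in CD11b+ cells and 63 in CD4+ cells had an adjusted p-value below 0.05, against 91 and 119 at an unadjusted p-value below 0.05. The adjusted test therefore called no pathway in both cell types. Across the 872 pathways that reached the size limits in both cell types, the log odds ratios of the pair were correlated with a Pearson's r of 0.687, although pathways share genes and are not independent. Pathways whose genes have many listed regions can have a high odds ratio in both cell types for that reason alone, and the correlation was not set against a null. The Ca2+ pathway, one of the pathways with the lowest adjusted p-values in both cell types, had a hypomethylated DMR in 10 of 31 genes in CD11b+ cells (odds ratio 5.22, adjusted exact p = 0.0611) and in 11 of 32 genes in CD4+ cells (odds ratio 4.47, adjusted exact p = 0.0106). This pathway was picked after its values were seen. In an exact test of each pathway against all lists matched on the number of listed regions per gene, an alternative chosen after seeing the data, no pathway had an adjusted p-value below 0.05 in either cell type, and 36 and 70 pathways had an unadjusted one below 0.05. At the level of genes, 839 genes had a hypomethylated DMR in both cell types, out of 1271 in CD11b+ cells and 1691 in CD4+ cells among 13919 genes in both backgrounds, an odds ratio of 26.9. Genes with many listed regions can raise this odds ratio too, and it was not set against a null matched on them.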

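The 52 hypermethylated DMRs of CD11b+ cells overlapped 55 protein-coding genes, and those of CD4+ cells overlapped 3 genes, *Vav1*, *Casc1* and *Arhgap10*. None of the 891 Reactome pathways tested in CD11b+ cells and of the 908 tested in CD4+ cells had an adjusted p-value below 0.05 for these genes, and 58 in each cell type had an unadjusted one below 0.05. The Reactome pathways closest to RNA metabolism were looked at on their own. In CD11b+ cells, mRNA Splicing had 1 of 91 genes with a hypermethylated DMR (odds ratio 3.18, adjusted exact p = 0.275 over the pair) and Gene Expression had 4 of 620 genes (odds ratio 1.90, adjusted exact p = 0.275). In CD4+ cells, 0 of 101 and 0 of 671 genes of these pathways had one. Few genes carried a hypermethylated DMR, so a pathway could pass the adjustment only with a large excess.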

Hypermethylated DMRs in CD11b^+^ cells from *Dnmt3a*^R878H/+^ mice were only enriched in RNA metabolic process, whereas there were no enriched GO terms in CD4^+^ cells (Figure S5C). 

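KEGG was not used here. Lists of genes for mTOR signaling, osteoclast differentiation and inflammatory signaling, written by hand from general knowledge, were tested together with 5 Reactome pathways on mTOR, mTORC1, interleukin-1, TNF and TRAF6. The test was a one-sided Fisher's exact test for genes with a hypomethylated DMR against the background genes, and p-values were adjusted over the 8 lists. In CD11b+ cells, 6 of the 27 osteoclast genes in the background (22.2%) had a hypomethylated DMR, with an odds ratio of 3.12 (exact p = 0.0223, adjusted p = 0.106). The inflammatory list had 6 of 28 genes (21.4%), with an odds ratio of 2.98 (exact p = 0.0264, adjusted p = 0.106). The mTOR list had 4 of 43 genes (9.30%), an odds ratio of 1.12 (exact p = 0.494, adjusted p = 0.659). In CD4+ cells, the odds ratio was 2.38 for the osteoclast list, with 7 of 32 genes (exact p = 0.0454, adjusted p = 0.356), and 2.13 for the inflammatory list, with 6 of 30 genes (exact p = 0.0890, adjusted p = 0.356). For the mTOR list of CD4+ cells, with 6 of 45 genes, it was 1.31 (exact p = 0.335, adjusted p = 0.383). No list passed an adjusted p-value of 0.05 in either cell type. Against random lists matched on the number of listed regions per gene, the number of genes with a hypomethylated DMR was 2.31 times the mean of the random lists for osteoclast genes in CD11b+ cells (one-sided permutation p = 0.0299, adjusted p = 0.114) and 1.96 times in CD4+ cells (p = 0.0452, adjusted p = 0.329). For inflammatory genes it was 2.25 times in CD11b+ cells (permutation p = 0.0333, adjusted p = 0.114) and 1.61 times in CD4+ cells (p = 0.146, adjusted p = 0.390). For mTOR genes it was 0.935 times in CD11b+ cells (permutation p = 0.648, adjusted p = 0.733) and 1.04 times in CD4+ cells (p = 0.531, adjusted p = 0.607), so the direction in CD11b+ cells reversed. For the Reactome pathways on mTOR, mTORC1, interleukin-1, TNF and TRAF6, it was 0.907, 2.13, 1.88, 5.75 and 0.827 times in CD11b+ cells. In CD4+ cells, the values in that order were 1.23, 1.45, 0.663, 3.99 and 1.89 times. TNF, with 2 of 8 genes, had the largest ratio of the 8 lists in each cell type (adjusted permutation p = 0.114 and 0.329). Among 13 genes chosen from those the paper names for inflammation, osteoclasts and Treg function (*Il1b*, *Il6*, *Il17a*, *Il23a*, *Tnf*, *Tnfsf11*, *Tnfrsf11a*, *Acp5*, *Ctsk*, *Tgfb1*, *Ctla4*, *Icos* and *Dusp4*), 1 had a hypomethylated DMR in CD11b+ cells and 3 in CD4+ cells. In CD11b+ cells this was *Acp5*, at 331 bp from its start on chromosome 9 from 22132162 to 22132467, with 76.1% methylation in WT and 32.8% in *Dnmt3a* R878H/+ cells in the authors' deposited table (q = 0.00068). *Tnf*, *Ctla4* and *Il17a* had 0 listed regions with more than 10 CpGs in CD11b+ cells, so they could not have a DMR there. In CD4+ cells, the authors' deposited table has *Tnf* on chromosome 17 from 35199258 to 35199899, in an exon, with 87.5% and 56.6% (q = 0.00047), and *Ctla4* on chromosome 1 from 60902572 to 60903855, in an intron, with 80.6% and 52.4% (q = 9.5e-11). The third in the authors' deposited table is an intron of *Dusp4* on chromosome 8 from 34809820 to 34810575, with 50.3% in WT and 11.2% in *Dnmt3a* R878H/+ cells (q = 4.6e-07).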

Significantly enriched KEGG pathway terms of hypomethylated genes (*Dnmt3a*^R878H/+^ vs. *Dnmt3a*^*+/+*^) in CD11b^+^ (Figure S5D) and CD4^+^ cells (Figure S5E) were similar and collectively indicated enhanced activation of inflammatory pathways, osteoclastogenesis, and mechanistic target of rapamycin (mTOR) signaling in *Dnmt3a*^R878H/+^ cells. 

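Of the 2370 hypomethylated DMRs of CD11b+ cells, 1289 (54.4%) overlapped a hypomethylated DMR of CD4+ cells by at least 1 bp. As many regions drawn at random from the listed regions of CD11b+ cells, matched on the number of CpGs, overlapped one in 183 cases on average (7.71%). The observed overlap was 7.06 times that of the draws. In the other direction, 1299 of the 3683 hypomethylated DMRs of CD4+ cells (35.3%) overlapped one of CD11b+ cells, 6.94 times the average of the draws. None of 1000 draws reached the observed overlap in either direction (one-sided permutation p = 0.001, the smallest that 1000 draws can give). Draws matched on the WT methylation as well gave ratios of 4.59 and 5.15, and over the alternatives run for the overlap the ratios lay between 4.31 and 10.5. The hypomethylated DMRs of each cell type, shared ones included, were then followed in the other cell type. A region of CD4+ cells was listed at 2338 of the hypomethylated DMRs of CD11b+ cells, and its *Dnmt3a* R878H/+ mean was lower at all 2338, with a median loss of 29.0 percentage points against 34.8 in CD11b+ cells. At the 3424 hypomethylated DMRs of CD4+ cells with a listed region of CD11b+ cells, 3415 (99.7%) were lower in *Dnmt3a* R878H/+ CD11b+ cells, with a median loss of 27.3 percentage points against 32.8 in CD4+ cells. Among those that did not overlap a hypomethylated DMR of the other cell type, all 1049 DMRs of CD11b+ cells with a listed region were lower in *Dnmt3a* R878H/+ CD4+ cells, with a median loss of 23.4 percentage points, and 2116 of 2125 DMRs of CD4+ cells were lower in *Dnmt3a* R878H/+ CD11b+ cells, with a median loss of 22.6 percentage points. Across all followed hypomethylated DMRs the losses in the pair of cell types were correlated with a Pearson's r of 0.493 and 0.504, respectively, although DMRs are not replicates. Fewer hypermethylated DMRs could be followed. In CD11b+ cells, 13 of the 52 had a listed region in CD4+ cells, 9 of which were higher in *Dnmt3a* R878H/+ CD4+ cells. Of the 3 in CD4+ cells, 2 had a listed region in CD11b+ cells, and these 2 were higher in *Dnmt3a* R878H/+ CD11b+ cells. A DMR without a listed region in the other cell type has no value here. Whether it was covered there, with or without a difference, is unknown, so the counts hold for followed DMRs alone. The DMRs at the *Hoxa* genes of chromosome 6 show the shared loss at a single locus, which was picked by its number of DMRs. In the authors' deposited table of CD11b+ cells, methylation at 52177033 to 52177560 was 84.3% in WT and 22.4% in *Dnmt3a* R878H/+ mice, and the CD4+ DMRs that overlap it, in the authors' deposited table of CD4+ cells, went from 88.5% to 41.9% at 52176291 to 52177534 and from 89.0% to 67.3% at 52177549 to 52177783.

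**Figure D2:**
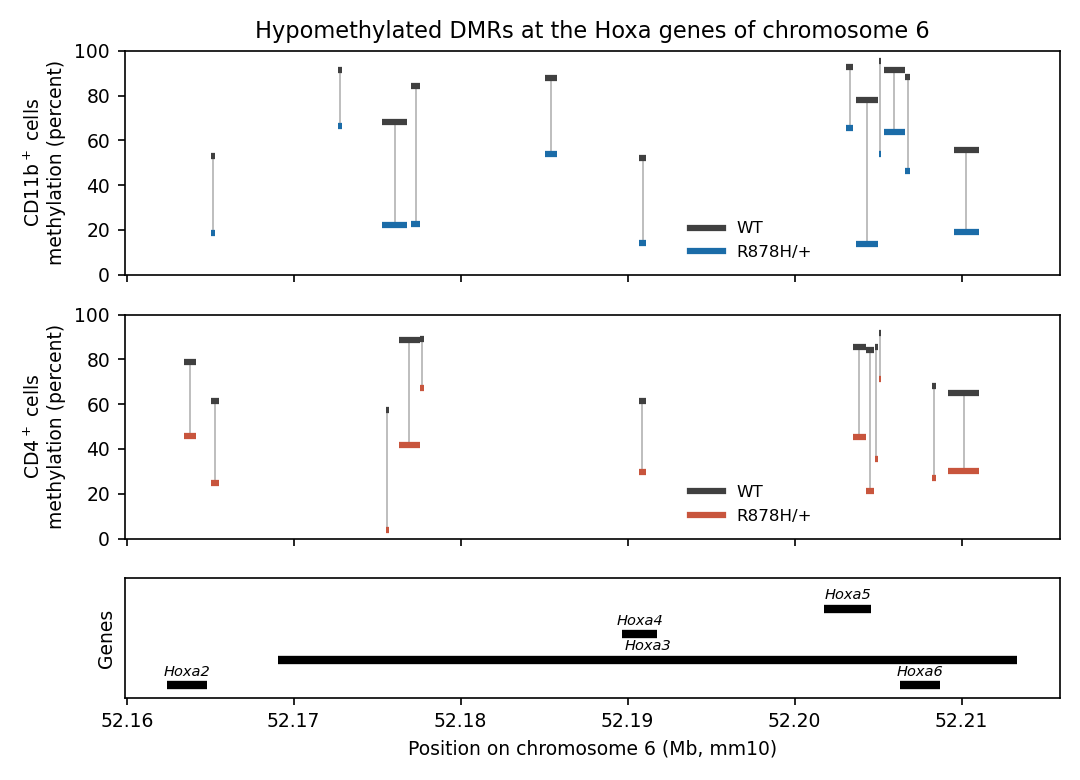
Hypomethylated DMRs at the *Hoxa* genes, by position on chromosome 6 (Mb, mm10) and methylation (percent), in CD11b+ cells (top panel) and CD4+ cells (middle panel), with gene bodies in the bottom panel. Each DMR is a pair of horizontal bars, the authors' mean in WT (gray) and in *Dnmt3a* R878H/+ mice (colored), joined by a thin line, and the 12 DMRs of each cell type have the lower mean in *Dnmt3a* R878H/+ mice.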

Overall, WGBS analysis revealed common hypomethylation phenotypes in CD11b^+^ and CD4^+^ cells from *Dnmt3a*^R878H/+^ mice.

The results from our WGBS analysis revealing activation of mTOR signaling are consistent with a previous report that DNA hypomethylation associated with the R878H mutation in LSK cells leads to upregulation of mTOR, which in turn promotes overexpression of the cell-cycle regulator cyclin-dependent kinase-1.^75^ 

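*Mtor* (ENSMUSG00000028991.15) lies on chromosome 4 from 148448611 to 148557683 of mm10. It overlapped 32 listed regions in CD11b+ cells, of which 84.4% were lower in *Dnmt3a* R878H/+ mice with a median loss of 4.04 percentage points, and 46 listed regions in CD4+ cells, of which 89.1% were lower with a median loss of 4.13 percentage points. None of these regions was a DMR, and the smallest q-value among them was 1 in each cell type. Of 7 mTOR genes named by the paper (*Mtor*, *Pcna*, *Eif4ebp1*, *Eif4ebp2*, *Eif4ebp3*, *Hif1a* and *Ccnd1*), 0 had a hypomethylated DMR in CD11b+ cells and 1 had one in CD4+ cells. It was *Eif4ebp1*, with a DMR in an intron on chromosome 8 from 27264037 to 27264764 and, in the authors' deposited table, 78.7% methylation in WT and 48.6% in *Dnmt3a* R878H/+ cells (q = 0.003). *Ccnd1* in CD11b+ cells and *Eif4ebp3* in CD4+ cells had 0 listed regions with more than 10 CpGs, so their bodies could not have a DMR there. Extending the genes by 5 kb on each side added no DMR to these 7 genes. *Dnmt3a* itself (ENSMUSG00000020661.15, chromosome 12 from 3806007 to 3914443) had 0 DMRs, and 97.8% of its 46 listed regions were lower in *Dnmt3a* R878H/+ mice in each cell type, with median losses of 10.3 percentage points in CD11b+ cells and 9.96 in CD4+ cells. From the enriched pathway terms of the hypomethylated genes, the paper reasons that mTOR signaling is activated in *Dnmt3a* R878H/+ cells. It connects this with the earlier report of raised mTOR in hypomethylated LSK cells, which are hematopoietic stem and progenitor cells. Besides these, the paper measured expression, and reports raised mTOR in sorted *Dnmt3a* R878H/+ cells, splenic CD11b+ and CD4+ cells among them.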

Consistently, scRNA-seq analysis of gingival cells (from LIP-subjected mice; Figure 4A) revealed elevated expression of *Mtor* and several mTOR-regulated genes in different cell types (especially osteoclasts) in the mutant setting, compared with the corresponding cell types in the WT setting (Figure 6E). Furthermore, BM cells from 10%*Dnmt3a*^R878H/+^BMT mice at steady state have significantly increased expression of *Mtor* compared with 10%*Dnmt3a*^+/+^BMT controls (Figure 6F). Also in line were our observations for upregulated mTOR expression in FACS-sorted *Dnmt3a*^R878H/+^ cells—namely, BM LSK cells, splenic CD11b^+^ myeloid cells, and splenic CD4^+^ T cells—as compared with their *Dnmt3a*^*+/+*^ counterparts (Figure 6G). The *Dnmt3a*^R878H/+^ cells, especially LSK cells, also exhibited increased expression of mTOR-regulated genes (*Pcna*, *Eif4ebp1*, *Eif4ebp2*, *Eif4ebp3*, H*if1a*, and *Ccnd1*^75–78^) (Figure 6G).

Based on the premise that elevated mTOR activation may drive aberrant expansion of *Dnmt3a*^R878H/+^ clones in our model, we hypothesized that the mTOR inhibitor rapamycin could reverse the increased bone loss associated with DNMT3A-driven CHIP. Starting from 2 weeks post-BMT, we treated 10% *Dnmt3a*^+/+^BMT and 10%*Dnmt3a*^R878H/+^BMT mice with PBS control or rapamycin twice per week for 4 weeks, followed by treatments once a week until sacrifice. CD45.2^+^ (*Dnmt3a*^R878H/+^) hematopoietic cells in PBS-treated 10%*Dnmt3a*^R878H/+^BMT mice expanded over time, whereas CD45.2^+^ hematopoietic cells in PBS-treated 10%*Dnmt3a*^+/+^BMT mice did not (Figure 6H left). Importantly, the expansion of CD45.2^+^ blood cells was suppressed by rapamycin in 10%*Dnmt3a*^R878H/+^BMT (vs. corresponding PBS-treated control) with differences reaching statistical significance at 10 and 12 weeks post-BMT (Figure 6H left). By contrast, rapamycin did not affect the frequency of CD45.2^+^ (*Dnmt3a*^*+*/+^) cells, within the total CD45^+^ leukocytes, in the peripheral blood of 10%*Dnmt3a*^+/+^BMT mice (Figure 6H left). The frequencies of CD45.2^+^ cells within the myeloid (CD11b^+^) and T cell (CD3^+^) lineages in 10%*Dnmt3a*^R878H/+^BMT mice were also decreased by rapamycin (Figure 6H, middle and right). All recipient groups were subjected to LIP at 12 weeks BMT. We observed significantly decreased bone loss in rapamycin-treated relative to PBS-treated 10%*Dnmt3a*^R878H/+^BMT mice (Figure 6I). By contrast, rapamycin had no effect on the bone loss developed by 10%*Dnmt3a*^+/+^BMT mice relative to their PBS-treated controls (Figure 6I). Consistently, rapamycin-treated 10%*Dnmt3a*^R878H/+^BMT mice also displayed significantly decreased gingival mRNA expression of several periodontitis-associated pro-inflammatory cytokines compared with PBS-treated 10%*Dnmt3a*^R878H/+^BMT controls (Figure S5F). To detect potential effects of rapamycin on naturally occurring periodontal bone loss, we also measured the bone heights (CEJ-ABC distance) in the unligated sites of PBS- or rapamycin-treated 10%*Dnmt3a*^+/+^BMT and 10%*Dnmt3a*^R878H/+^BMT mice. Consistent with the data in Figure 1D, PBS-treated 10% *Dnmt3a*^R878H/+^BMT mice experienced significantly higher CEJ-ABC distance values than PBS-treated 10%*Dnmt3a*^*+*/+^BMT mice, indicating bone loss, which, importantly, was fully reversed by rapamycin (Figure 6J).

## DISCUSSION

Our study has shown that DNMT3A-driven CHIP in mice causes naturally occurring periodontal inflammation and bone loss, as well as exacerbates experimentally induced periodontitis and arthritis. These findings suggest that causality may underlie the hereby established association between *DNMT3A-*CHIP mutations and periodontitis and perhaps also the previously proposed association of CHIP and inflammatory arthritides.^79–82^ CHIP is driven mostly by *DNMT3A* mutations and represents a significant public health risk with progressively increased prevalence in adults over 60,^7,83^ when the severity and prevalence of chronic inflammatory diseases increase significantly.^84,85^

Through depletion/intervention experiments, we causally implicated Tregs, IL-17, and neutrophils, a downstream cellular effector of IL-17,^86^ in DNMT3A-driven inflammatory bone loss. IL-17 neutralization or neutrophil depletion diminished periodontal inflammation and bone loss in 10%*Dnmt3a*^R878H/+^BMT mice to levels comparable to those seen in mice that received exclusively WT BM cells. Moreover, given that 10%*Dnmt3a*^R878H/+^BMT mice contain dysfunctional Tregs that fail to restrain Th17 expansion, Treg depletion affected inflammatory bone loss selectively in the WT setting. The elevated Th17/Treg ratio in the periodontal tissue of 10%*Dnmt3a*^R878H/+^BMT mice is in line with clinical observations that human carriers of *DNMT3A* CHIP-driver mutations exhibit significantly elevated Th17/Treg ratio in peripheral blood.^16^ Our study overall shows that different hematopoietic cell types, which are produced downstream of *DNMT3A*-mutant hematopoietic progenitors, are affected in ways that aggravate bone loss.

DNMT3A-driven CHIP exacerbated periodontitis not only by enhancing inflammatory osteoclastogenesis but also by negatively impacting the host’s capacity to resolve the periodontal lesion. Indeed, the R878H mutation compromised the ability of efferocytic macrophages to express key pro-resolving mediators, including *Tgfb1*. The diminished capacity of *Dnmt3a*^*R878H/+*^ macrophages to release TGF-β1 protein upon efferocytosis can be attributed directly to the defective enzymatic activity of mutant DNMT3A. In efferocytic macrophages, DNMT3A normally methylates and epigenetically represses the phosphatase DUSP4, thereby leading to prolonged extracellular signal-regulated kinase (ERK)1/2 activation and induction of *Tgfb1* expression.^87^ Therefore, dysregulated efferocytosis signaling associated with the presence of mutant DNMT3A leads to reduced release of TGF-β1, which would otherwise contribute to inflammation resolution and bone regeneration.^88^

Our WGBS analysis revealed common hypomethylation phenotypes in CD11b^+^ and CD4^+^ cells from *Dnmt3a*^R878H/+^ mice, consistent with a human WGBS study that examined DNA methylation in peripheral blood cells of patients with germline *DNMT3A* mutations.^89^ Their analysis revealed a focal canonical hypomethylation phenotype, which was most severe with the dominant negative *DNMT3A*^R882H^ mutation. The authors concluded that the affected genes were dysregulated by mechanisms that were not specific to lineage or cell type.^89^ Collectively, these previous findings and our present data suggest that the origin of these changes in mature leukocytes lies in their common hematopoietic progenitors.

Our findings that DNMT3A-driven CHIP increases the severity of experimental periodontitis and arthritis and earlier mouse studies linking CHIP and cardiometabolic disorders^9,39,90^ suggest that CHIP may be a common mechanistic basis for inflammatory comorbidities in old age. Aging is considered a non-modifiable risk factor for periodontitis and comorbid chronic diseases.^91^ Our data, however, suggest that the effects of aging on periodontitis (and comorbidities) could be mitigated by targeting CHIP. Screening for CHIP may identify individuals with increased risk for severe periodontitis and comorbidities, including arthritis and cardiovascular disease. These individuals may benefit from therapeutic interventions aiming to block the aberrant expansion of CHIP clones. Specific inflammatory cytokines and mTOR signaling have been implicated in the selective expansion of hematopoietic stem cell (HSC) clones with CHIP-driver mutations^75,92–94^ (and this study). Enhanced mTOR expression and signaling is evidently a consequence of DNA hypomethylation in DNMT3A-driven CHIP^75^ (and this study). Therefore, CHIP may be a reversible process if treated with inhibitors capable of interfering with the fitness advantage of CHIP-mutant clones. As a proof of concept, we have shown here that systemic treatment of 10%*Dnmt3a*^R878H/+^BMT mice with an mTOR inhibitor (rapamycin) inhibits the clonal expansion of *Dnmt3a*^R878H/+^ hematopoietic cells and the development of periodontal inflammation and bone loss.

Rapamycin, an FDA-approved drug for transplantation indications, has been shown in experimental models to protect against aging-related pathologies.^95^ When administered orally to 20-month-old mice via the diet, rapamycin conferred protection against naturally occurring periodontal inflammation and bone loss.^96^ Here, systemic rapamycin did not have a significant effect on the bone levels of normal (10%*Dnmt3a*^+/+^BMT) mice. However, there are important differences in the experimental designs of the two studies, including the age (20- to 22-week-old vs. 20-month-old mice) and route of rapamycin administration (systemic vs. oral). In old mice studied by An et al.,^96^ rapamycin could in principle inhibit inflammatory bone loss by suppressing the senescence-associated secretory phenotype that fuels aging-associated inflammation and/or by promoting clearance of senescent cells.^97^ The protective effect of rapamycin on naturally occurring and experimentally induced bone loss in this study could likely be attributed to the drug’s ability to restrain DNMT3A-driven CHIP and thereby limit the infiltration of hyper-inflammatory *Dnmt3a*-mutant leukocytes into the periodontium.

The epigenetic, transcriptomic, and phenotypic alterations in HSPCs and their mature progeny resulting from loss-of-function CHIP mutations affecting epigenetic modifiers^9,39,98–100^ have mechanistic parallels with trained immunity.^3,101^ In trained immunity, exposure to infectious or inflammatory stimuli induces epigenetic rewiring in hematopoietic progenitors that is propagated to differentiated myeloid cells, which acquire the capacity to respond more robustly to future challenges, leading to protection against infections and tumors.^102–105^ However, trained immunity may be maladaptive when triggered by a chronic inflammatory condition and may lead to the exacerbation of another, comorbid inflammatory disease.^106–108^ This maladaptive epigenetic rewiring associated with trained immunity can be long-lasting (for months) but is, in principle, reversible. On the other hand, an epigenetic state shaped by CHIP mutations on HSPCs and their leukocyte progeny drives a permanent state of maladaptive inflammation and hence mimics a “fixed” type of maladaptive trained immunity.

In conclusion, DNMT3A-driven CHIP integrates aging-related alterations in HSPCs and mature progeny with distinct inflammatory comorbidities. Our study further suggests that rapamycin may represent an effective intervention to mitigate the fitness advantage of DNMT3A-CHIP-mutant clones and suppress their impact on chronic inflammatory disease.

### Limitations of the study

Our findings that CHIP due to *DNMT3A* mutations is associated with a higher prevalence and severity of clinically ascertained periodontal disease lack causality and directionality. However, a causal relationship is plausible given that the expansion of *Dnmt3a*^R878H/+^ hematopoietic cells in mice caused naturally occurring periodontitis and exacerbated experimentally induced periodontitis. Yet, we cannot exclude a bidirectional association between CHIP and periodontitis. This is because periodontitis-associated systemic inflammation could, at least in principle, exacerbate CHIP (by fueling the expansion of mutant clones or even influencing the acquisition of somatic mutations in HSPCs^93,109^), thereby creating a vicious cycle linking CHIP and the disease. In our study, we modeled DNMT3A-driven CHIP using mice harboring a heterozygous mutation (R878H) in hematopoietic cells that is equivalent to the “hotspot” heterozygous mutation R882H in humans.^19^ Future studies in mice could investigate additional *Dnmt3a* mutations and whether their effects differ from those of the R878H mutation. Although through depletion/intervention experiments we confirmed the causal involvement in inflammatory bone loss of neutrophils, Tregs, and the IL-17 pathway, our bioinformatics analyses suggest that multiple cell types are probably affected by the R878H mutation. Thus, it is uncertain which population contributes the most to the observed disease phenotype. Although treatment of mice with rapamycin blocked the aberrant expansion of *Dnmt3a*-mutant clones and their adverse impact on inflammatory bone loss, we cannot safely extrapolate these preclinical findings to human *DNMT3A*-CHIP carriers. This possibility can be tested in clinical trials. Potential success is supported by findings that rapamycin suppresses the proliferation of mTOR-over-expressing human leukemic cell lines harboring *DNMT3A* mutations, including at the R882 hotspot,^75^ based on which our preclinical model was developed.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, George Hajishengallis ().

#### Materials availability

This study did not generate any unique reagents.

#### Data and code availability

- As of the date of publication, all raw read data (FASTQ files) are available in the NCBI Short-Read Archive (SRA) database (https://www.ncbi.nlm.nih.gov/sra) under the Bio-Project ID PRJNA1002611, and WGBS data are available at the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE255947. Any other data reported in this paper will be shared by the lead contact upon request.
- No original code was generated in this study.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND STUDY PARTIPANT DETAILS

#### The Dental ARIC study cohort

The Atherosclerosis Risk in Communities (ARIC) study is a prospective cohort of cardiovascular disease risk factors and endpoints that enrolled approximately 16,000 community-dwelling adults in 4 US communities between 1987 and 1989.^115^ During the 4^th^ study visit between 1996 and 1998, an ancillary dental study (Dental ARIC) was carried out among a subset of approximately 6,000 52–74-year-old dentate participants.^116^ Dental ARIC received approval by the UNC-Chapel Hill IRB under #94-0790. The analysis of existing, deidentified genotype and human periodontal data, which have been deposited on the database of Genotypes and Phenotypes (dbGaP): https://www.ncbi.nlm.nih.gov/projects/gap/cgi-bin/study.cgi?study_id=phs000280.v6.p1, was approved as nonhuman subjects research (NHSR) by the UNC-Chapel Hill (IRB, #11-1035 and #20-1553) and CHIP-related work was reviewed and approved by the ARIC study publications committee (#3131).

#### Human clinical data

As part of Dental ARIC, five trained clinical examiners conducted comprehensive oral examinations that recorded missing teeth and clinical measures of periodontal health in the entire dentition. For the present study, we used quantitative measures of periodontal health including the number of remaining teeth, interproximal clinical attachment loss (CAL), probing depth (PD), and gingival index (GI),^117^ as well as person-level periodontitis diagnoses (Stage I/II, III, and IV) according to the recent World Workshop 2017 (WW17) classification.^35^ Additional sociodemographic, medical, and lifestyle data for Dental ARIC participants were available including age (measured in years), sex (male/female), race (European American or African American), current smoking status (yes/no), diabetes diagnosis or treatment (yes/no), body mass index (BMI) category (normal/underweight, overweight, obese).

#### Ascertainment of CHIP carriage status in ARIC

CHIP was previously determined using whole exome sequencing data using GATK Mutect2^118^ and ANNOVAR^119^ as reported by Bick et al.^6^ and Uddin et al.^120^ Consistent with previous investigations, CHIP was defined as the presence of pathogenic somatic mutations with variant allele frequency (VAF) >2% in specific hematologic cancer-driver genes (e.g., *DNMT3A*, *TET2*, *ASXL1*, *JAK2*) among participants without hematologic malignancy or clonal disease. CHIP data were generated using DNA that was collected in ARIC visits 1–4, prior to the conduct of the dental ancillary study.

#### Mice

WT C57BL/6 and congenic C57BL/6.SJL CD45.1^+^ mice (B6.SJL-*Ptprc*^*a*^*Pepc*^*b*^/BoyJ), as well as B6(Cg)-*Dnmt3a*^tm1Trow^/J (referred to as *Dnmt3a*^fl*-*R878H/+^ mice) and B6.Cg-*Commd10*^Tg(Vav1-icre)A2Kio^/J (*Vav1-iCre* mice) were purchased from the Jackson Laboratory. Loberg et al. modelled DNMT3A-driven clonal hematopoiesis in mice engineered to express the heterozygous R878H mutation, which resulted in pronounced expansion of mutant HSPC.^18^ The mice in this previous work were generated by crossing *Dnmt3a*^fl-R878H/+^ mice to *Mx1-Cre* mice and expression of the *Dnmt3a*^R878H^ mutant allele was induced with polyinosinic-polycytidylic acid (pIpC).^18^ Systemic administration of pIpC induces type I interferons,^121,122^ which in turn can induce activation and/or innate immune training in hematopoietic progenitors,^104^ thereby potentially confounding CHIP-driven effects in our inflammatory disease models. To prevent this potential issue, we crossed *Dnmt3a*^fl-R878H/+^ mice to *Vav1-iCre mice* and generated Cre^+^*Dnmt3a*^R878H/+^ mice with constitutive expression of the iCre recombinase (an optimized variant of Cre) and hematopoietic-specific expression of the heterozygous *Dnmt3a*^R878H^ mutation (referred to as *Dnmt3a*^R878H/+^ mice). Cre^+^*Dnmt3a*^+/+^ or Cre^−^*Dnmt3a*^fl-R878H/+^ (collectively referred to as Dnmt3a^+/+^) mice were used as controls for BMT. In addition, we generated *Dnmt3a*^R878H/+^GFP^+^ mice (as well as *Dnmt3a*^+/+^GFP^+^ controls) by using the UBC-GFP transgenic mice^71,72^(Jackson Labs) as well. Mice were maintained in individually ventilated cages under specific pathogen-free conditions on a standard 12-h light/dark cycle. Food and water were provided ad libitum. Sex- and age-matched mice were used for experiments at 8–10 weeks of age. Because there were no significant differences in the results obtained with male and female mice, the respective data were pooled per treatment group. Animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Pennsylvania and were performed in compliance with institutional, state, and federal policies.

#### Ligature-induced periodontitis and bone measurements

Ligature-induced periodontitis (LIP) in mice simulates severe human periodontitis by generating a local biofilm-retentive milieu leading to dysbiotic inflammation and pronounced bone loss via mechanisms that were validated in humans.^43,49,123–128^ LIP induces bone loss in conventional (but not germ-free) mice.^126,129^ To induce LIP, a 5–0 silk ligature was tied around the left maxillary second molar tooth for 5 days while keeping the contralateral tooth (right maxillary second molar) unligated to serve as baseline control.^130^

Defleshed maxillae were used to measure bone heights, that is, the distances from the cementoenamel junction (CEJ) to the alveolar bone crest (ABC). Measurements were at 6 predetermined points involving the ligated molar and affected adjacent regions as well as the corresponding points of the unligated contralateral molar, by means of a SMZ800 stereoscope with digital imaging measurement system (Nikon). To calculate bone loss in LIP experiments, the six-site total CEJ–ABC distance for the ligated site of each mouse was subtracted from the six-site total CEJ–ABC distance of the contralateral unligated site. The results were presented in millimeters, and negative values indicate bone loss relative to the baseline (unligated control). For naturally occurring bone loss (in experimental and control groups that were not ligated), the distance between the CEJ and the ABC was measured at 6 predetermined points in both sides of the maxilla. The results were presented as total CEJ–ABC distance in experimental mice as compared to that of the controls. In ‘10% *Dnmt3a*^R878H/+^ BMT’ mice, which develop natural bone loss (Figure 1D), the ligature-induced bone loss was calculated against the unligated site that only had natural bone loss (0 baseline; Figure 2A). This normalization allows a meaningful and fair comparison with ligature-induced bone loss in ‘10% Dnmt3a^+/+^ BMT’ controls (in other words, the natural bone loss in ‘10% *Dnmt3a*^R878H/+^ BMT’ mice does not confound the comparison). To enable resolution of periodontitis, which leads to bone regeneration,^47^ in some experiments the ligatures were removed after 10 days and the mice were sacrificed 5 days later (day 15). Periodontal bone measurements were performed as described above and the CEJ–ABC distance data were further transformed to indicate bone gain (or loss, if negative value) relative to the bone levels of control mice that were sacrificed at day 10, as we previously described.^47^

#### Collagen antibody-induced arthritis

Collagen antibody-induced arthritis (CAIA) was induced in mice by i.v. (retro-orbital) injection of 1.5 mg arthritogenic monoclonal antibodies (5-clone collagen antibody cocktail; Chondrex).^131,132^ Three days later, mice were injected i.p. with 50 μg of LPS. Clinical symptoms of arthritis were daily evaluated visually for each paw using a semiquantitative scoring system graded on a scale of 0–4 per paw by a blinded procedure: 0 for normal; 1 for mild redness, slight swelling of ankle or wrist; 2 for moderate swelling of ankle or wrist; 3 for severe swelling, including some digits, ankle and foot; 4 for maximally inflamed joint. The clinical score for each mouse was the sum of the 4 paw scores for a maximum score of 16. Hind ankle joint thickness was measured by using a Käfer pocket dial thickness gauge J 15.

#### Tissue processing and cell preparations

For BM single-cell suspension preparation, mouse femoral bones were flushed with ice-cold PBS (Gibco) supplemented with 5% FBS (Gibco). Cells were forced through 70-μm nylon cell strainer to get single-cell suspension for further flow cytometric analysis. To collect BM extracellular fluid, mice femurs were flushed with 500 μl ice-cold PBS (Gibco) and the supernatant was harvested after centrifugation at 300 x g for 5 min at 4°C. To prepare mouse BM-derived macrophages (BMDM), upon lysis of erythrocytes with RBC lysis buffer (eBioscience), BM cells were plated and cultured in the presence of recombinant murine granulocyte macrophage colony-stimulating factor (GM-CSF; 20 ng/ml, R&D Systems). Culture medium was replaced every two days, and after seven days, differentiated BMDM were used in efferocytosis experiments.^49^ To isolate myeloid cells from the spleen, splenocytes were incubated with biotinylated anti-mouse CD11b antibody (clone M1/70; Biolegend) followed by anti-biotin microbeads from Miltenyi Biotec. Myeloid cells were positively selected using LS columns on the magnetic field of QuadroMACS separator according to the manufacturer’s instructions (Miltenyi Biotec). For isolating splenic T cells, myeloid cells were first removed by negative selection for CD11b^+^ cells and then T cells were obtained by positive selection for CD4^+^ (clone GK1.5; Biolegend) cells. To isolate splenic neutrophils, splenocytes were incubated with biotinylated anti-mouse Ly6G antibody (clone 1A8; Biolegend) followed by anti-biotin microbeads from Miltenyi Biotec. Neutrophils were positively selected using LS columns on the magnetic field of QuadroMACS Separator according to the manufacturer’s instructions (Miltenyi Biotec). For isolating splenic monocytes, neutrophils were first removed by negative selection for Ly6G^+^ cells and then monocytes were obtained by positive selection for Ly6C^+^ (clone HK1.4; Biolegend) cells as we previously described.^104^ Neutrophils were also isolated from the peripheral blood by using EasySep^™^ Mouse Neutrophil Enrichment Kit according to the manufacturer’s directions (STEMCELL). Gingival tissues around the area of ligature placement (and the contralateral control area) were harvested on day 5 for analysis. On day 5, gingiva was dissected around the area of ligature placement and digested for 1h at 37°C with RPMI 1640 medium (Gibco) supplemented with collagenase IV (3.2 mg/ml, Worthington) and DNase (0.15 μg/ml, Roche).^133^ Single-cell suspensions were obtained by mashing the tissue against a strainer using plungers and filtered for staining and flow cytometry. Synovial tissues from joints were digested with 2 mg/mL collagenase type IV (Worthington) and 0.1 mg/mL DNase I (Roche) in DMEM containing 10% fetal bovine serum and penicillin/streptomycin for 30 min at 37 °C. Single-cell suspensions were obtained by mashing the tissue against a strainer using plungers and filtered for staining and flow cytometry.

#### Bone marrow transplantation

BM cells were isolated from C57BL/6 (CD45.2) *Dnmt3a*^R878H/+^ mice and Dnmt3a^+/+^ littermates, as well as from congenic C57BL/6.SJL (CD45.1) mice. As indicated in Figure 1A, in the experimental group, lethally irradiated (9.5 Gy) CD45.1 mice received 10% *Dnmt3a*^R878H/+^ CD45.2 BM cells and 90% WT CD45.1 BM cells (2×10^5^ *Dnmt3a*^R878H/+^ CD45.2 BM cells and 18×10^5^ WT CD45.1 BM cells; total of 2×10^6^ BM cells/recipient mouse). The experimental group was designated ‘10%*Dnmt3a*^R878H/+^BMT’. In the control group , lethally irradiated (9.5 Gy) CD45.1 mice received 10% Dnmt3a^+/+^ CD45.2 BM cells and 90% WT CD45.1 cells (2×10^5^ Dnmt3a^+/+^ CD45.2 BM cells & 18×10^5^ WT CD45.1 BM cells, thus exclusively DNMT3A-sufficient cells; total of 2×10^6^ BM cells/recipient mouse). The control group was designated ‘10%*Dnmt3a*^+/+^BMT’. At 12 weeks post-BMT, ‘10%*Dnmt3a*^R878H/+^BMT’ and ‘10% *Dnmt3a*^+/+^BMT’ recipient mice were subjected, or not, to LIP for 5 days^43,130^ or to CAIA for 14 days.^131,132^

#### Cell depletion and intervention experiments

To deplete neutrophils *in vivo* (in certain LIP experiments), mice were i.p. injected with 0.4 mg of anti-Ly6G (Clone 1A8; Cat# BE0075-1, BioXCell) or rat IgG2a isotype control (Clone 2A3; Cat# BE0089, BioXCell).^43,134^ To deplete Tregs, mice were i.p. injected with 0.5 mg of anti-GITR (Clone DTA-1; Cat# BE0063, BioXCell) or rat IgG2b isotype control (Clone LTF-2; Cat# BE0090, BioXCell). In both cases, treatment was administered 1 day before and 2 days after placing the ligatures (2 total i.p. injections).^135,136^ Depletion efficiency was determined in peripheral blood 5 days post-LIP. Anti-Ly6G effectively eliminated (by 99±0.7 %, *n*=10 mice) neutrophils (CD11b^+^Ly6G^+^), whereas anti-GITR reduced Tregs (CD4^+^CD25^+^FOXP3^+^) by 42% (±13.8; *n*=10 mice), consistent with earlier observations.^134,136^ To neutralize endogenous IL-17, mice were locally microinjected with anti-IL-17A (Clone 17F3; BioXCell) or mouse IgG1 isotype control (Clone MOPC-21; BioXCell) at 10 μg /dose, 1 day before and on days 1 and 3 after ligature placement, for a total of three doses.^41^

#### Treatment of transplanted mice with rapamycin

Two weeks post-BMT, groups of ‘10%*Dnmt3a*^R878H/+^BMT’ and ‘10%*Dnmt3a*^+/+^BMT’ mice were administered by i.p. injection of either PBS (vehicle control; containing 0.69% DMSO to match the concentration of this solvent in the rapamycin preparation) or rapamycin (LC laboratories) at 4 mg/kg mouse^75^ twice per week for 4 weeks, followed by the same dose once a week until sacrifice (*i.e.*, for another 6 weeks).

### METHOD DETAILS

#### Quantitative real-time PCR (qPCR)

Total cellular RNA was isolated from mouse gingiva using the GeneJET RNA Purification Kit (Thermo Fisher Scientific). For real-time PCR, total RNA was reverse-transcribed using High-Capacity RNA-to-cDNA Kit (Applied Biosystems) and real-time PCR with cDNA was performed using the Applied Biosystems 7500 Fast Real-Time PCR System, according to the manufacturer’s protocol (Applied Biosystems). TaqMan probes and gene-specific primers for detection and quantification of murine genes investigated in this study were purchased from Thermo Fisher Scientific: *Gapdh*, Mm99999915_g1; *Il6*, Mm00446190_m1; *Il17a*, Mm00439618_m1; *Il1b*, Mm00434228_m1; *Il23a*, Mm00518984_m1; *Tnf*, Mm00443258_m1; *Tnfsf11*, Mm00441906_m1; *Tnfrsf11a*, Mm00437132_m1; *Tnfrsf11b*, Mm00435454_m1; *Tgfb1*, Mm01178820_m1; *Mtor*, Mm00444968_m1; *Pcna*, Mm05873628_g1; *Eif4ebp1*, Mm04207378_g1; *Eif4ebp2*, Mm00515675_m1; *Eif4ebp3*, Mm01406408_m1; *Hif1a*, Mm00468869_m1; *Ccnd1*, Mm00432359_m1; *Nr1h2* (*Lxrb*), Mm00437265_g1; *Nr1h3* (*Lxra*), Mm00443451_m1; *Rxra*, Mm00441185_m1; *Abca1*, Mm00442646_m1; *Tgm2*, Mm00436979_m1; *Cd36*, Mm00432403_m1; *Ucp2*, Mm00627599_m1; *Axl*, Mm00437221_m1. Data were analyzed using the comparative (DDCt) method and were normalized to *Gapdh* mRNA and are presented in figures as fold change relative to control, which was assigned an average value of 1.

#### Flow cytometry and sorting

Flow cytometric analysis was performed on a NovoCyte flow cytometer (ACEA Biosciences). For cell surface phenotypic analysis, a lineage (Lin) cocktail, including monoclonal antibodies against the following molecules (antibody clone) was used: CD3e (145-2C11), CD11b (M1/70), Gr1 (RB6-8C5), B220 (RA3-6B2) and TER119 (TER-119). Other antibody reagents used in experiments included monoclonal antibodies against Sca1 (E13-161.7), cKit (2B8), CD45.1 (A20), CD45.2 (104), CD3 (17A2), CD19 (6D5), CD11b (M1/70), Ly6C (HK1.4), Ly6G (1A8), I-A/I-E (M5/114.15.2), CX3CR1 (SA011F11), CD45 (30-F11), F4/80 (BM8), FOXP3 (FJK-16s), IL-17A (TC11-18H10.1), CTLA4 (UC10-4B9), ICOS (7E.17G9), neuropilin-1 (3E12), GITR (DTA-1), CD25 (3C7), IL-17F (9D3.1C8), RORγt (Q31-378) and IL-23R (12B2B64). Data were analyzed with NovoExpress software (ACEA Biosciences). For FACS analysis or sorting, different cell types investigated were defined as follows: LSK, Lin^−^Sca-1^+^cKit^+^; neutrophils, live CD45^+^CD11b^+^Ly6G^+^; monocytes, live CD45^+^CD11b^+^Ly6G^−^Ly6C^+^; Treg, live CD45^+^CD3^+^CD4^+^FOXP3^+^; Th17, live CD45^+^CD3^+^CD4^+^IL-17A^+^; osteoclastogenic macrophages, live CD45^+^Ly6C^int^I-A^+^/I-E^+^CX3CR1^hi^F4/80^+^; BM osteoclast precursors, live CD11b^−/low^ Ly6C^hi^. The percentage of specific CD45.2^+^ cell types was calculated with regard to the total CD45^+^ (CD45.1^+^ plus CD45.2^+^) population of that cell type. Cell sorting was performed on a FACSARIA^™^ instrument (Becton, Dickinson Immunocytometry Systems, USA).

#### ROS induction and measurement

Peripheral blood neutrophils were stimulated with 10^−7^ M PMA for 10 min at 37°C and stained using the CellROX Green flow cytometry assay kit according to manufacturer’s instructions (Thermo Fisher). The cells were then washed and ROS production was analyzed by flow cytometry. Mean fluorescence intensity (MFI) was calculated.

#### Chemotaxis assay

The chemotaxis of neutrophils towards 10 ng/ml of CXCL1 or CXCL2, as well as the chemotaxis of monocytes to 20 ng/ml MCP-1, were tested using a Transwell system with 5-μm pores (Corning) according to a previously described protocol.^137^ The number of migrated cells in the absence of chemokine was assigned an average value of 1 and the experimental results were expressed as a ratio (chemotactic index) relative to this value.

#### Cytokine measurements

For *ex vivo* stimulation of splenic monocytes and neutrophils with LPS, isolated cells were seeded into 96-wells plates and stimulated with 10 ng/ml of *E. coli* O111:B4 LPS (InVivogen) for 24h. The culture supernatants were collected for measuring IL-1β, IL-6, and TNF concentrations using mouse ELISA kits, according to the manufacturer’s instructions (Invitrogen). ELISA was also used to measure cytokine concentrations in the BM extracellular fluid and the serum.

#### *Ex vivo* mouse T cell differentiation, restimulation and suppressive assay

All cytokines and antibodies used in these experiments were from BioLegend. Naive splenic CD4^+^ T cells were isolated using EasySep Mouse Naı¨ve CD4^+^ T Cell isolation kit (STEMCELL). The purity of the isolated CD4^+^ T cells was ~95%. The cells were activated by plate-bound anti-CD3 (clone 145-2C11; 2 μg/ml) and anti-CD28 (clone 37.51; 1 μg/ml) in the presence of different sets of cytokines in complete RPMI 1640 (Gibco), supplemented with 10% FBS (Atlanta Biologicals), 1% penicillin/streptomycin (Thermo-Fisher), and 50 μM 2-mercaptoethanol (Thermo-Fisher). For induction of Treg differentiation (iTregs), CD4^+^ T cells were incubated with TGFb1 (5 ng/ml) and IL-2 (40 ng/ml) for three days. For Th17 polarization under ‘non-pathogenic’ conditions,^70^ CD4^+^ T cells were incubated with IL-6 (50 ng/ml) and TGFb1 (1 ng/ml) for three days. For Th17 polarization under ‘pathogenic conditions’^70^, CD4^+^ T cells were incubated with IL-6 (50 ng/ml), TGFb1 (1 ng/ml), IL-1β (10 ng/ml) and IL-23 (10 ng/ml) for three days. Using EasySep Mouse CD4^+^CD25^+^ Regulatory T Cell Isolation Kit II (STEMCELL), CD4^+^CD25^+^ cells were sorted to high purity (>95%) from Treg induction cultures. For Treg suppression assay, CD4^+^CD25^−^ T cells were isolated using CD4 positive selection and CD25 negative selection (EasySep^™^ Mouse CD4^+^CD25^+^ Regulatory T Cell Isolation Kit II). The cells (90–95% pure) were labeled with CFSE (5 μM; Invitrogen) and plated at 2.5×10^4^ cells/well. Flow cytometry analyzing CFSE dilution was performed by gating on CD4^+^CFSE^+^ cells, stimulated for 72 hrs with anti-CD3 (2 μg/ml) and anti-CD28 (1 μg/ml), which were cultured alone or with purified Dnmt3a^+/+^ iTregs or *Dnmt3a*^R878H/+^ iTregs.

#### Histology

Knee joints were collected and fixed in 4% paraformaldehyde for 3 days, followed by decalcification in formic acid for 2 to 3 weeks. The tissues were immersed stepwise in 10%, 20% and 30% sucrose in PBS. The tissues were embedded in Optimal Cutting Temperature (OCT) media and 10-mm-thick sections were prepared, which were mounted on SuperFrost Plus slides. Pathology of joints was evaluated by hematoxylin and eosin (H&E) staining and observation by bright-field microscopy. Cartilage erosion was evaluated by Safranin-O and Fast Green staining according to the manufacturer’s protocol (ScienCell). Mouse maxillae with intact surrounding tissue were fixed in 4% paraformaldehyde for 24h at 4°C, decalcified in formic acid for 2 weeks, followed by immersing overnight in 30% sucrose in PBS and then embedded in optimal cutting temperature compound. TRAP staining of coronal tissue sections (8-μm thick) was performed using the TRAP staining kit, as instructed by the manufacturer (Cosmo Bio USA). Images were captured using a Nikon Eclipse Ni-E microscope. TRAP-positive multinucleated cells (more than three nuclei) were considered to be osteoclasts.

#### Osteoclastogenesis

RANKL-induced osteoclastogenesis was performed according to a standard protocol^138^ using mouse BM osteoclast precursor cells. BM cells were flushed from femurs and tibias of mice. After lysis of erythrocytes using RBC lysis buffer (eBioscience), CD11b^−/lo^Ly6C^hi^ OCPs were sorted using a FACSARIA^™^ instrument (Becton Dickinson Immunocytometry Systems, USA). The sorted cells (25 × 10^3^/well in a 96-well plate) were cultured in DMEM media/10% FBS with 100 ng/ml M-CSF and 100 ng/ml soluble recombinant RANKL (R&D Systems) for 5 days to generate osteoclasts. The cells were fixed and stained for TRAP using an TRAP staining kit (Cosmo Bio USA) and TRAP-positive multinucleated (≥ 3 nuclei) cells were counted.^138^

#### Efferocytosis

BMDM from *Dnmt3a*^*+/+*^ or *Dnmt3a*^*R878H/+*^ mice were co-cultured for 3h with apoptotic neutrophils (at a 5:1 ratio of apoptotic neutrophils to BMDM) in the presence of the efferocytosis opsonin DEL-1-Fc (500 ng/ml).^49^ The neutrophils were rendered apoptotic upon overnight culture in HBSS with 1% FBS. TGFb1 protein levels in culture supernatants were measured by ELISA. For gene expression analysis, BMDM were washed three times with PBS prior to RNA isolation.^49^

#### Microcomputed tomography (microCT)

After fixation in 10% formalin, the femur bone and 2^nd^ lumbar vertebra were scanned at the Penn Center for Musculoskeletal Disorders (PCMD) using a mCT 45 (Scanco Medical AG, Brüttisellen, Switzerland) with an isotropic voxel size of 7.4 μm, x-ray energy of 55 kVp and 400 ms integration time. For femur bone and vertebra, a 50-slice-thick region of interest was analyzed with Gaussian noise filter (sigma=1.2, support=2.0) and global threshold (364 mg HA/cm^3^). A 3D standard microstructural analysis of trabecular bone was performed to quantify bone volume fraction (BV/TV), trabecular number (Tb.N), thickness (Tb.Th), and separation (Tb.Sp). For cortical bone analysis, cortical bone area (Ct.Ar), total cross-sectional area (Tt.Ar), cortical area fraction (Ct.Ar/Tt.Ar), cortical thickness (Ct.Th) were quantified. 3D reconstruction and structural parameters quantification were performed using Scanco Medical software.^139^

#### Single-cell RNA sequencing

At 12 weeks post-BMT, ‘10%*Dnmt3a*^R878H/+^BMT’ and ‘10%*Dnmt3a*^+/+^BMT’ mice were subjected to LIP for 5 days or CAIA for 7 days. Dissected gingival and synovial tissues were pooled from 5 and 3 mice, respectively, and processed for sorting (by means of FACSAria cell sorter) of CD11b^+^ and CD3^+^ cells, which were further sorted into CD45.1^+^ and CD45.2^+^ cells. 60,000 CD45.2^+^CD11b^+^ or CD45.1^+^ CD11b^+^ cells and 8,000 CD45.2^+^CD3^+^ or CD45.1^+^CD3^+^ cells from each gingiva or synovium were mixed respectively. The cells were resuspended in 1X PBS containing 0.04% BSA (400 μg/ml) and processed with Chromium Next GEM Single Cell 3^0^ Kit v3.1, 16 rxns (10x Genomics) at the CAG Sequencing Core of Children’s Hospital of Philadelphia, PA, USA. Cell suspensions contained more than 99% viable cells, as determined by microscopy. The cell numbers were adjusted to 700–1200 cells per μl and added to 10x Chromium RT mix to achieve loading target numbers of around 20,000 cells. cDNA synthesis was performed per the manufacturer’s instructions, and library preparation and sequencing (Novaseq SP reagent kit; 100 cycles) were performed using the Novaseq 6000 platform (Illumina) per the manufacturer’s instructions.

#### Whole-genome bisulfite sequencing

Splenic CD11b^+^ and CD4^+^ cells were isolated from Dnmt3a^+/+^ or *Dnmt3a*^R878/+^ mice using LS columns on the magnetic field of QuadroMACS Separator according to the manufacturer’s instructions (Miltenyi Biotec). High-molecular-weight DNA was isolated using MagAttract HMW DNA Kit according to the manufacturer’s instructions (Qiagen). Whole-genome bisulfite sequencing was performed using the Zymo-Seq WGBS Library Kit (Zymo research, D5465) according to the manufacturer’s recommendations at the High Throughput Sequencing Core of Children’s Hospital of Philadelphia, PA, USA. The sequence was generated on Illumina NovaSeq 6000 using NovaSeq 6000 S4 Reagent Kit v1.5 (200 cycles) at 40X coverage.

### QUANTIFICATION AND STATISTICAL ANALYSIS

#### Single-cell RNA sequencing analysis

Cell Ranger 6.1.2 (https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/6.1) was used to process raw sequencing results.^110^ Briefly, Cell Ranger mkfastq pipeline was used to demultiplex sample index reads to generate FASTQ files for each sequencing library, and then raw reads were aligned to the mm10 (GENCODE vM23/Ensembl 98) using STAR aligner with default parameters. Subsequently, data filtering, integration, normalization and scaling were performed using the R package Seurat version 4.3.0^111,140^ and dimensionality reduction and clustering were further done by Uniform Manifold Approximation and Projection (UMAP) analysis. Low-quality cells were filtered out using the following criteria: (i) number of detected genes of each cell was required to be larger than 500, and (ii) percentage of UMIs derived from mitochondrial genes below 10%. The UMI counts were normalized by library size factors. As a result, Cell Ranger recovered total of 69,509 cells: Gingiva: ‘10%*Dnmt3a*^R878H/+^BMT’-CD45.1, 6,745 cells; ‘10%*Dnmt3a*^R878H/+^BMT’-CD45.2, 5,303 cells; ‘10% *Dnmt3a*^+/+^BMT’-CD45.1, 9,613 cells; ‘10%*Dnmt3a*^+/+^BMT’-CD45.2, 12,674 cells; Synovium: ‘10%*Dnmt3a*^R878H/+^BMT’-CD45.1, 8,663 cells; ‘10%*Dnmt3a*^R878H/+^BMT’-CD45.2, 9,801 cells; ‘10%*Dnmt3a*^+/+^BMT’-CD45.1, 9,242 cells; and ‘10%*Dnmt3a*^+/+^ BMT’-CD45.2: 7,468 cells. Cluster analysis based on cell types was performed using Heatmapper^141^ (Distance measurement method= “Kendall’s Tau”, clustering method = “Average Linkage”). Differential expression analysis of genes was done by FindAllMarkers function from Seurat package with Wilcoxon test (min.pct = 0.1, logfc.threshold = 0.25), and indicated genes were presented by Seurat package’s DotPlot function. Gene Ontology (GO) enrichment analysis of each cluster and major cell types were performed through rbioapi^112^ by calling PANTHER (Protein ANalysis THrough Evolutionary Relationships; http://www.pantherdb.org) enrichment with Fisher test with FDR-correction, *p*<0.05. Major plots were generated by default function of Seurat (v4.3.0) and customized R scripts. Total differentially expressed genes (‘10%*Dnmt3a*^R878H/+^BMT’-CD45.2 vs. ‘10%*Dnmt3a*^+/+^BMT’-CD45.2) in the various cell types were analyzed using STRING analysis function, and KEGG pathway terms (p-values corrected for multiple testing within each category using the Benjamini–Hochberg procedure; *p*<0.05) related to periodontitis and arthritis were displayed. For insights into the differentially upregulated genes, we used the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING), a database of known and predicted protein-protein interactions with functional analysis^113^(https://string-db.org). CellChat analysis was performed to infer intercellular communication (CD45.2^+^ [mutant] and CD45.1^+^ [WT] cells from ‘10%*Dnmt3a*^R878H/+^BMT’ mice) by integrating the data from scRNA-seq analysis with the ligand-receptor database CellChatDB (v2).^51,114^ Briefly, we followed the official workflow and converted our Seurat project into CellChat project and applied the preprocessing functions ‘identifyOverExpressedGenes’ and ‘identifyOverExpressedInteractions’ with default setting. We calculated the communication probability/strength with ‘thresholdedMean’ and filtered out communications for cell groups with cells less than six. We searched all four interaction databases- ‘Secreted Signaling’, ‘Cell-Cell Contact’, ‘ECM-Receptor’ and ‘Non-protein Signaling’ from CellChatDB. For the main analyses, the core functions ‘computeCommunProb’, ‘computeCommunProbPathway’ and ‘aggregateNet’ were applied using standard parameters. Finally, all related figures were drawn by available tool functions including ‘netVisual_heatmap’, ‘netVisual_diffInteraction’, ‘rankNet’ and ‘netVisual_aggregate’.

#### Whole-genome bisulfite sequencing analysis

The reads were mapped to mouse genome “mm10” using BISulfite-seq CUI Toolkit (BISCUIT), as described in https://github.com/huishenlab/Biscuit_Snakemake_Workflow. 

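How the tables were made was read from their values. The q-value of a region was its 2-dimensional Kolmogorov-Smirnov p-value multiplied by a number that was nearly constant within a table, which is the form of a Bonferroni correction, and it was capped at 1. A Mann-Whitney p-value is listed beside it, and its smallest value was 3.4e-14 in the table of CD11b+ cells and 3.1e-14 in that of CD4+ cells. An exact test of 4 mice against 4, which has 70 possible splits, cannot give a two-sided p-value below 0.0286. The listed p-values therefore treat the values of single CpGs in single mice as units, and do not measure the variation between mice. At regions with 10 CpGs, every group mean was one that 4 samples with whole percentages at each CpG can give, and 25.1% of the *Dnmt3a* R878H/+ means in CD11b+ cells were ones that 3 or 5 samples can give. Each group therefore entered the comparison with 4 values per CpG, so the 6 entries of *Dnmt3a* R878H/+ CD11b+ cells had been merged by mouse or left out in part.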

The methylation ratios at all CpGs were analyzed using the “metilene” tool to identify differentially methylated regions (DMRs).^142^ The criteria for each DMR included: spanning >10 CpGs; mean methylation difference between groups >0.2; false discovery rate (FDR) <0.05. 

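The number of CpGs in the tables counts cytosines of both strands one by one. Regions started at the C of a CpG in 57.8% of cases in CD11b+ cells and 59.3% in CD4+ cells, and otherwise at its G, and the listed number exceeded the number of CpG dinucleotides in 86.3% and 92.4% of the regions. With more than 10 dinucleotides required in place of more than 10 listed CpGs, a setting chosen after seeing the data, 1859 hypomethylated DMRs were left in CD11b+ cells and 2629 in CD4+ cells. Exactly 10 CpGs were listed for 239593 regions of CD11b+ cells and 306245 regions of CD4+ cells, and none of these could be a DMR. The share of regions with a q-value below 0.05 rose with the number of CpGs, from 0.171% at 10 CpGs to 31.6% at 31 CpGs or more in CD11b+ cells, and from 0.191% to 29.0% in CD4+ cells. The number of DMRs thus depends on how many CpGs a region holds as well as on its loss. Hypomethylated DMRs had a median length of 545.5 bp and a median of 19 CpGs in CD11b+ cells, and of 552 bp and 20 CpGs in CD4+ cells.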

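Genes were taken here from GENCODE mouse release 21, which corresponds to Ensembl release 96 on mm10 and has 21951 protein-coding genes on the chromosomes used. The regulatory build was not used here. Transcription starts, exons and introns came from the protein-coding genes alone, so regions at other genes were counted as intergenic.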

The gene annotations were based on protein-coding genes from Ensembl release 95 and its accompanying regulatory build.

#### Statistical analysis

##### Analytical approach in human studies

We used descriptive methods to examine the distribution of any CHIP and specifically *DNMT3A* mutation carriage in the study sample, overall and across strata of social, clinical, and lifestyle characteristics. We tested bivariate associations of *DNMT3A* CHIP status with WW17 periodontitis diagnosis using chi-squared and non-parametric trend tests^143^ and with quantitative measures of periodontal health using Student’s *t*-tests, employing a conventional *p*<0.05 statistical significance criterion. To quantify crude, as well as age- and sex-adjusted differences in periodontitis (*i.e.*, Stage IV [severe] periodontitis versus Stages I/II [initial/moderate] disease) and relevant quantitative measures attributable to *DNMT3A* CHIP, we used logistic and linear regression models and marginal effects estimation^144^ and reported average marginal effects (A.M.E.) expressed in absolute changes in percentage points (p.p.) and 95% confidence intervals (CI). Analyses were done using Stata/MP version 18.0 (StataCorp LLC, Texas, US).

##### Mouse studies statistics

After testing for normality, data were analyzed by parametric or non-parametric tests. Parametric tests included two-tailed unpaired Student’s *t* test (when comparing two groups) and one-way ANOVA followed by a Tukey’s multiple comparison test (when comparing more than two groups). In a few instances where data did not follow normal distribution, the non-parametric two-tailed Mann-Whitney U-test was used for comparison of two groups, and the Kruskal-Wallis test followed by Dunn’s multiple comparisons test was used for comparison of more than two groups. Two-way repeated measures ANOVA and Sidak’s or Tukey’s multiple comparisons test were used to analyze data with multiple comparisons in repeated measures designs. All statistical analyses were performed using GraphPad Prism software (version 9; GraphPad Inc). *P* values < 0.05 were considered to be statistically significant.

## Supplementary Material

MMC1

2

## Figures and Tables

**Figure 1.**
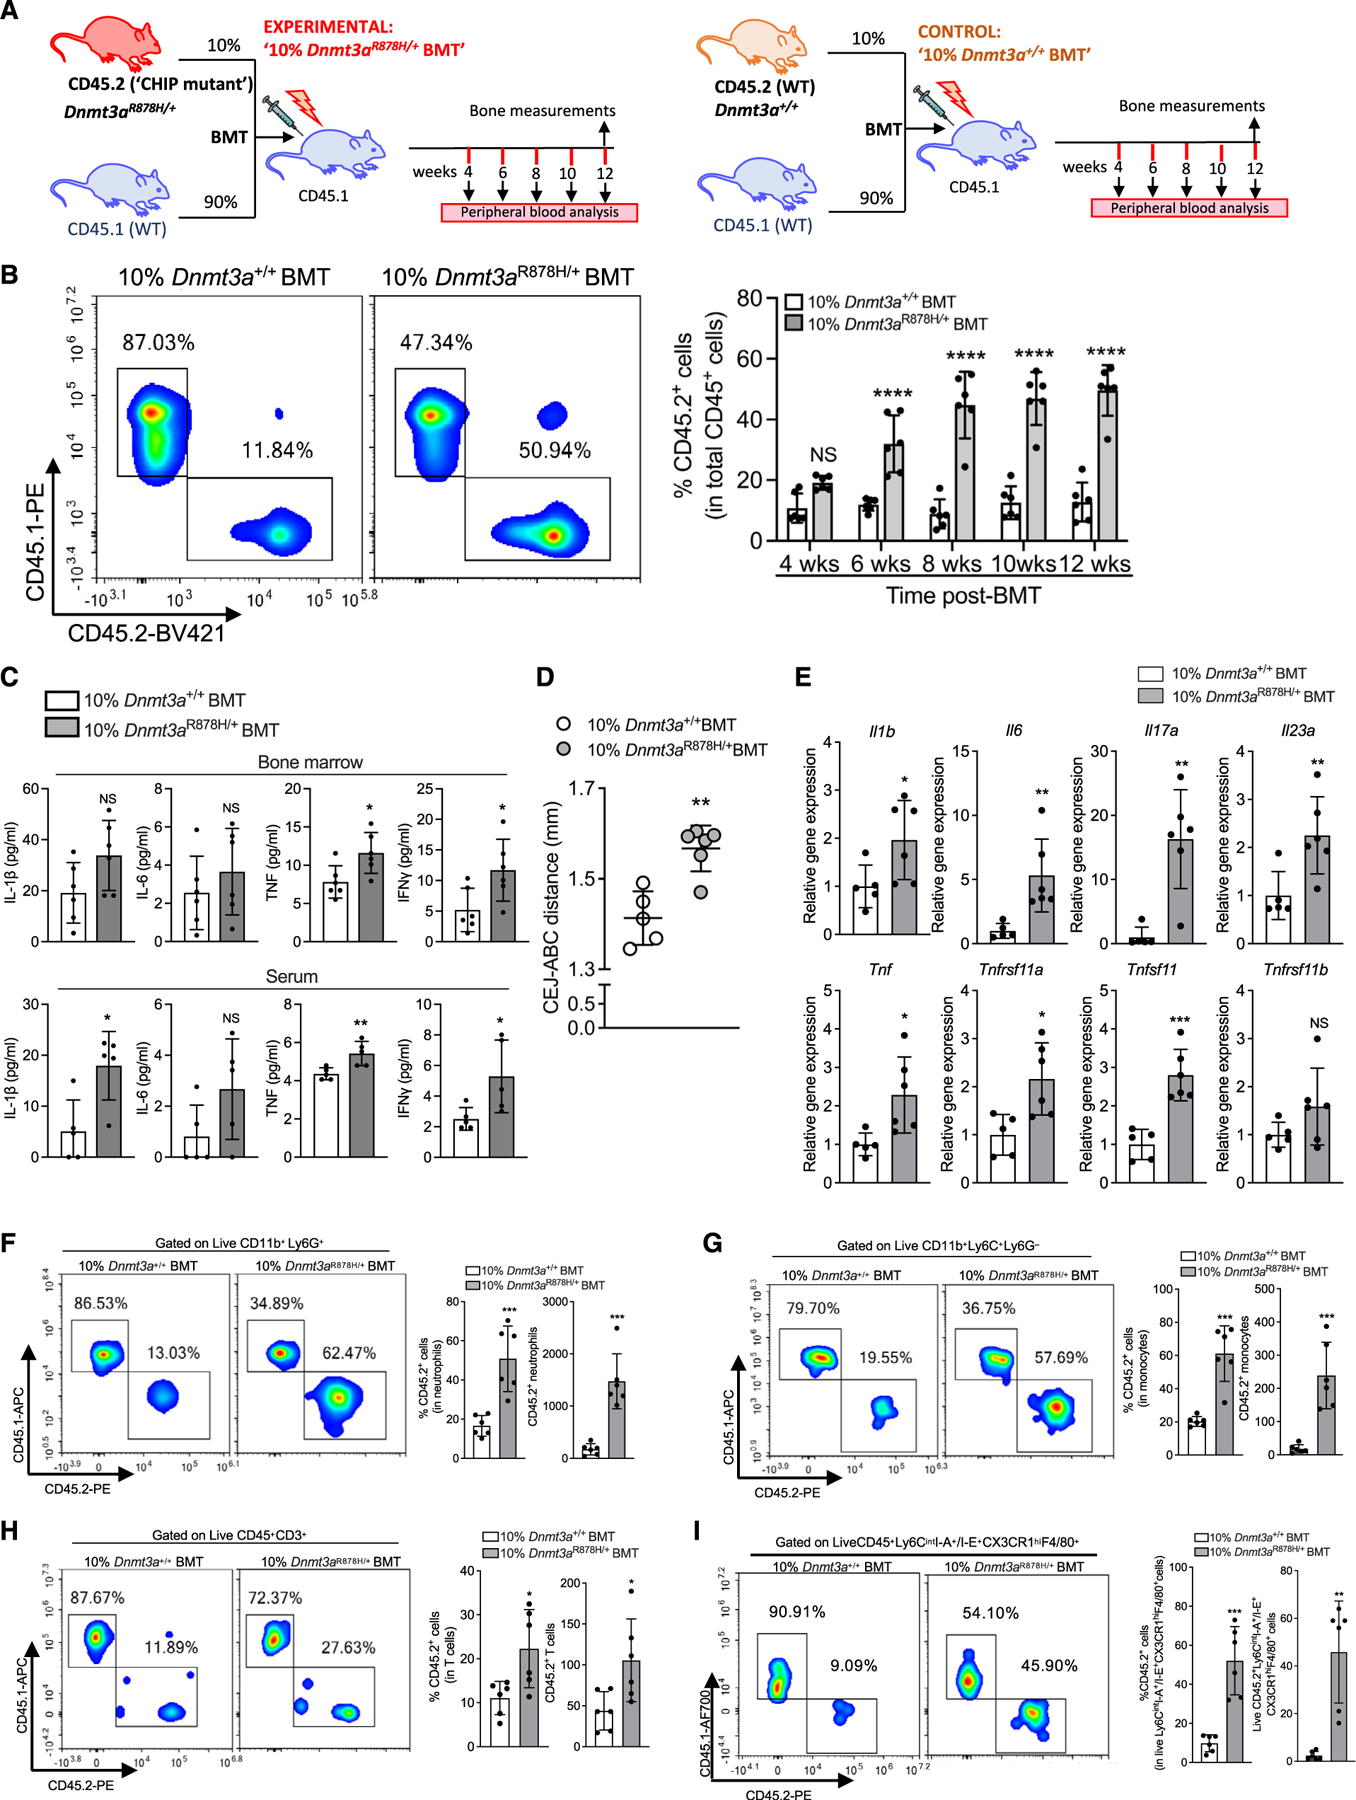
Clonal expansion of *Dnmt3a*^R878H/+^ cells after BMT promotes systemic inflammation and naturally occurring periodontitis (A) Lethally irradiated CD45.1 mice were transplanted with 10% *Dnmt3a*^R878H/+^ CD45.2^+^ BM cells and 90% WT CD45.1^+^ BM cells (10%*Dnmt3a*^R878H/+^BMT group) or 10%*Dnmt3a*^*+/+*^ CD45.2^+^ BM cells and 90% WT CD45.1^+^ cells (10%*Dnmt3a*^+/+^BMT group). (B) Representative FACS plots (12 weeks post-BMT) and percentage of CD45.2^+^ white blood cells in peripheral blood at indicated time intervals. (C–H) All analyses were performed 12 weeks post-BMT. (C) Cytokine levels in the BM extracellular fluid (top) and serum (bottom) 12 weeks post-BMT. (D) Periodontal bone heights (CEJ-ABC distance) 12 weeks post-BMT. (E) Relative gingival mRNA expression of indicated molecules. (F–H) Representative FACS plots (left), percentage (middle), and absolute numbers (right) of CD45.2^+^ neutrophils (live CD11b^+^Ly6G^+^) (F), CD45.2^+^ monocytes (live CD11b^+^Ly6C^+^Ly6G^−^) (G), and CD45.2^+^ T cells (live CD3^+^) (H). (I) Representative FACS plots (left), percentage (middle), and absolute numbers (right) of CD45.2^+^ osteoclastogenic macrophages (Ly6C^int^I-A^+^/I-E^+^CX3CR1^hi^ F4/80^+^). Data are means ± SD (*n* = 5–6 mice/group). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. NS, not significant. Two-way ANOVA with repeated measures and Sidak’s post-test (B); Student’s unpaired t test (C–I) except for (C bottom; IL-1β and IL-6), (E; *Il17a* and *Il23a*), and (I right) (Mann-Whitney U test). See also Figure S1.

**Figure 2.**
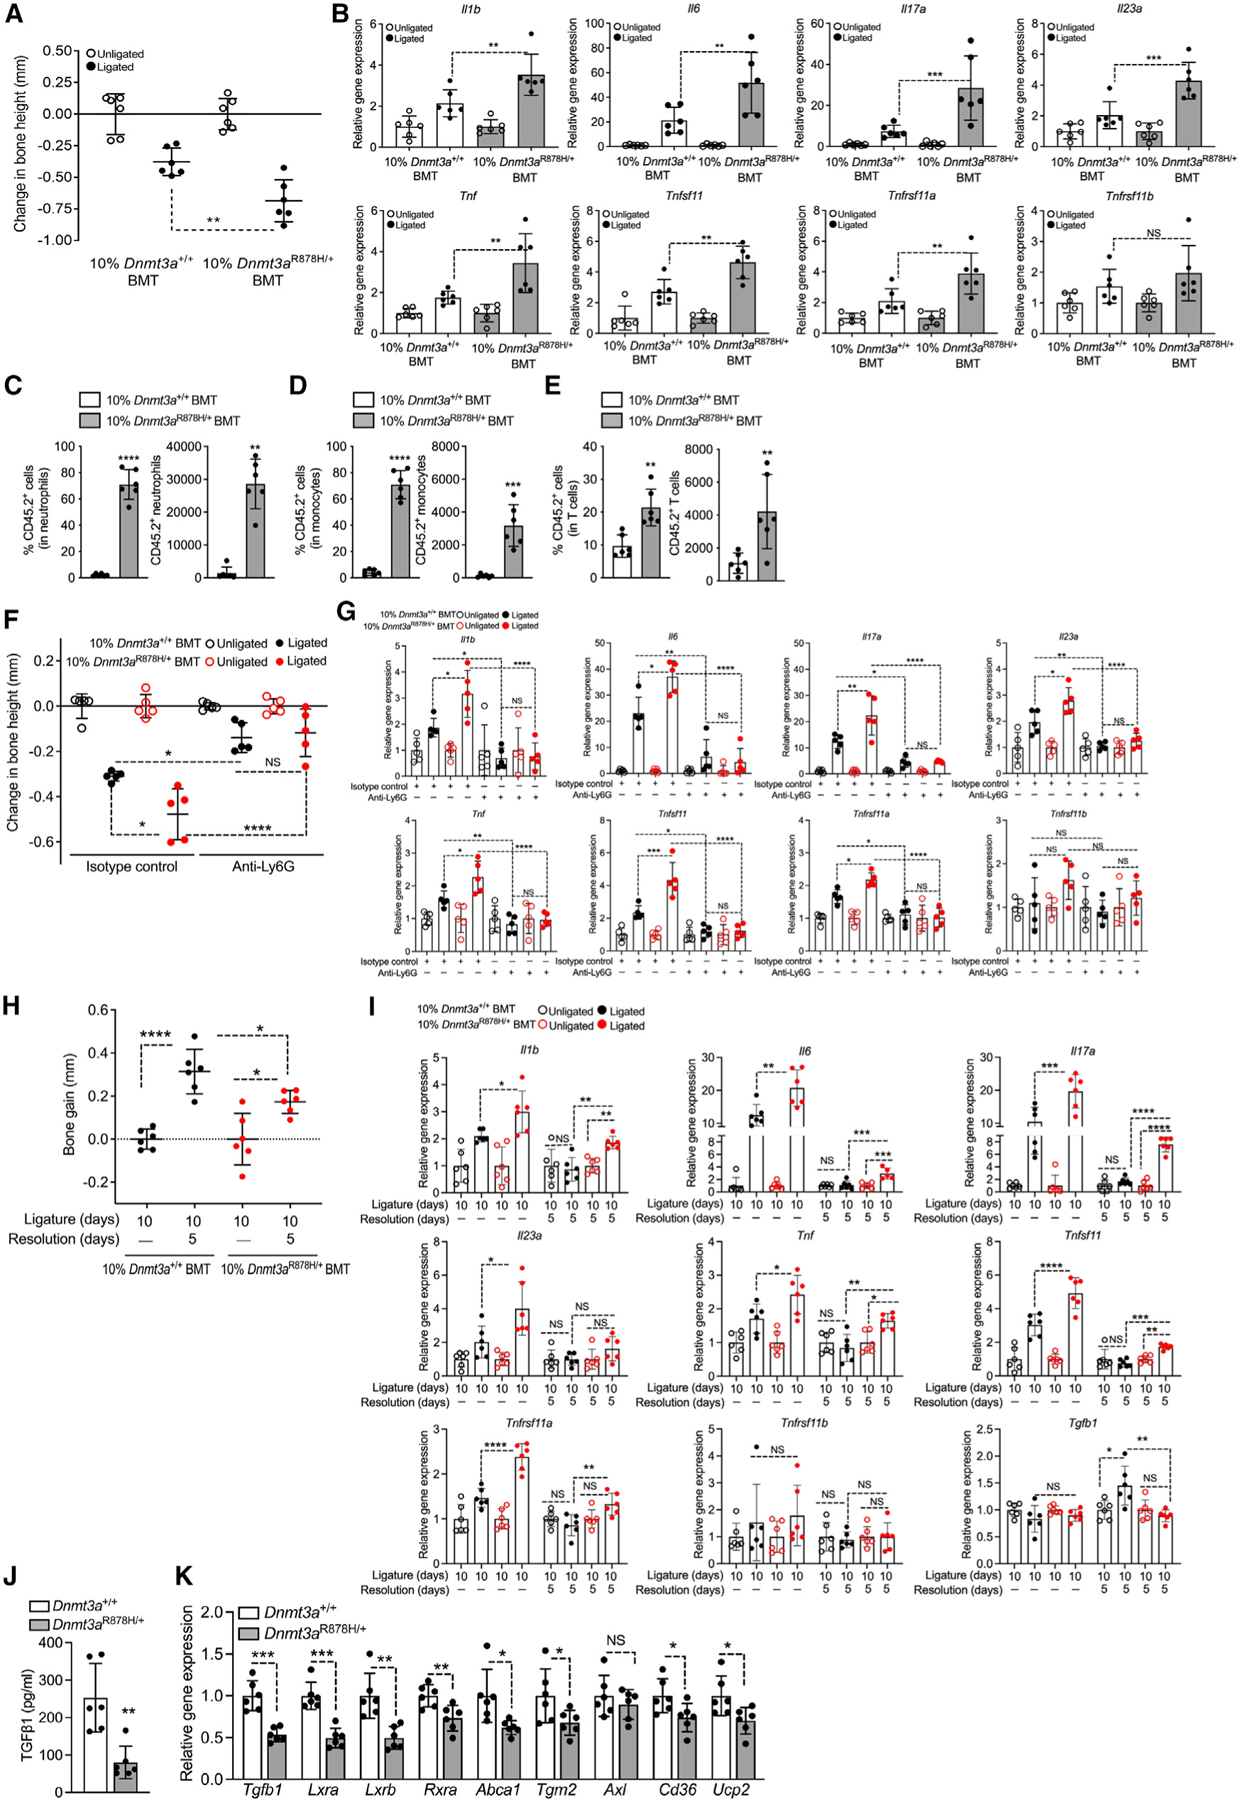
Clonal expansion of *Dnmt3a*^R878H/+^ cells increases the severity of experimental periodontitis and impairs inflammation resolution (A–E) BMT was performed as in Figure 1A, and after 12 weeks, recipient mice were subjected to ligature-induced periodontitis (LIP). (A) Bone loss in LIP-subjected mice. (B) Relative gingival mRNA expression of indicated molecules. (C–E) Percentage (right) and absolute numbers (left) of CD45.2^+^ neutrophils (CD11b^+^Ly6G^+^) (C), CD45.2^+^ monocytes (CD11b^+^Ly6C^+^Ly6G^−^) (D), and CD45.2^+^ T cells (CD3^+^) (E) in the gingival tissue. (F and G) Similar experiment as in (A) and (B) except that, at 12 weeks post-BMT, recipient mice were i.p. administered anti-Ly6G (or isotype control). (F) Bone loss in LIP-subjected mice. (G) Relative gingival mRNA expression of indicated molecules. (H and I) 12 weeks post-BMT 10%*Dnmt3a*^+/+^BMT and 10%*Dnmt3a*^R878H/+^BMT mice were subjected to LIP for 10 days followed, or not, by 5 days without ligatures to enable resolution. (H) Bone gain relative to the bone heights at day 10. (I) Relative gingival mRNA expression of indicated molecules. (J and K) BMDM from *Dnmt3a*^*+/+*^ or *Dnmt3a*^*R878H/+*^ mice were allowed to efferocytose apoptotic neutrophils for 3 h. TGF-β1 protein levels in the supernatants (J) and relative mRNA expression of indicated molecules (K). Data are means ± SD (*n* = 5–6 mice/group). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; NS, not significant. Student’s unpaired t test (A, C–E, J, and K) except for (C right) (Mann-Whitney U test); one-way ANOVA with Tukey’s multiple comparison test (B and F–I).

**Figure 3.**
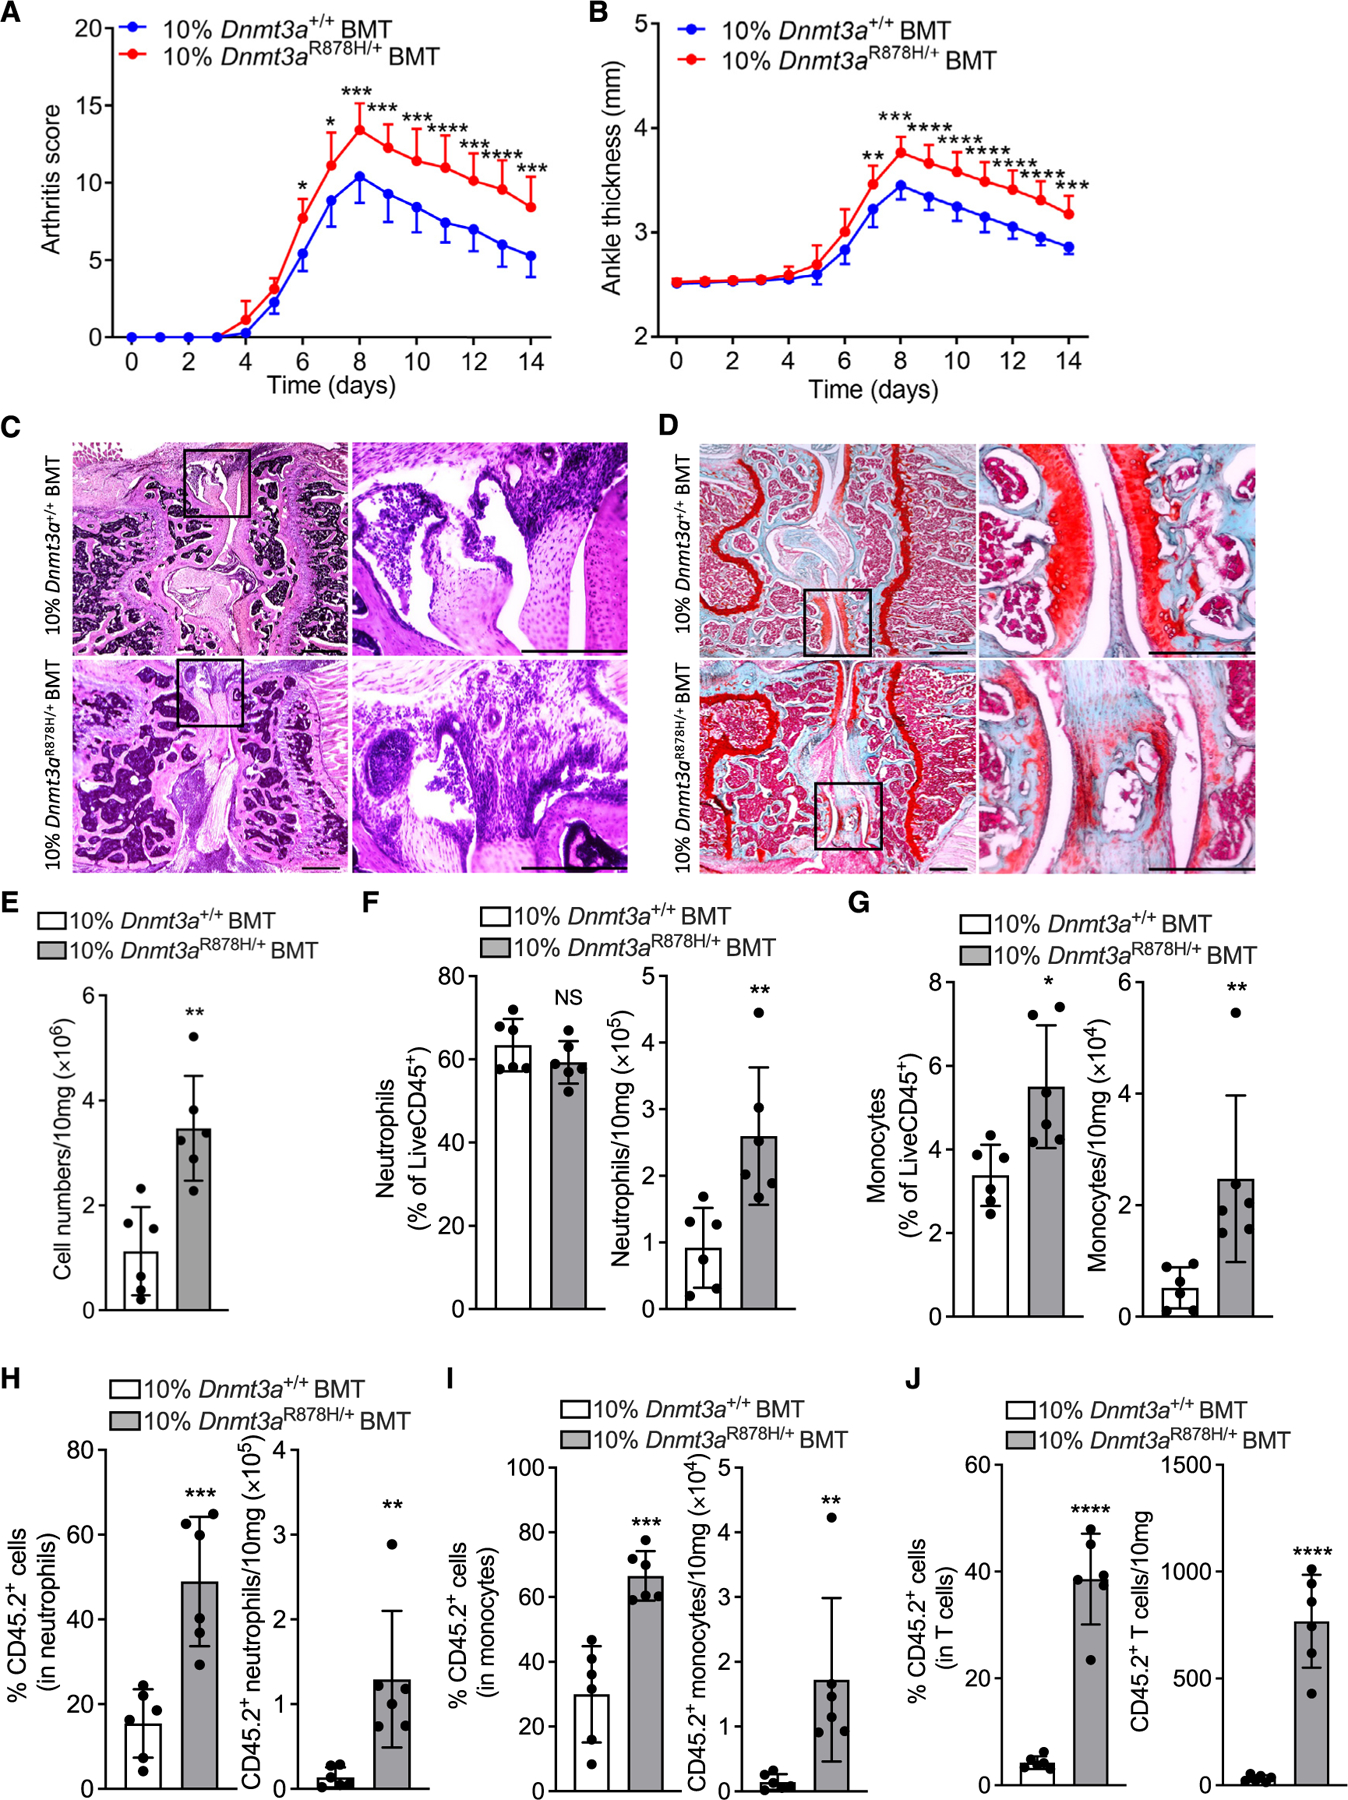
Clonal expansion of *Dnmt3a*^R878H/+^ cells increases the severity of inflammatory arthritis BMT was performed as in Figure 1A, and after 12 weeks, recipient mice were subjected to CAIA. (A and B) (A) Clinical arthritis scores and (B) joint thickness at indicated time points. (C and D) (C) Representative images of H&E and (D) of safranin-O staining of tissue sections from knee joints harvested on day 7. Scale bars, 500 μm. (E–G) (E) Total cell numbers and (F) percentage (left) and numbers (right) of neutrophils (CD45^+^CD11b^+^Ly6G^+^) and (G) of monocytes (CD45^+^CD11b^+^Ly6C^+^Ly6G^−^) in the synovium of knee joints on day 7. (H–J) (H) Percentage (left) and total counts (right) of CD45.2^+^ neutrophils (CD11b^+^Ly6G^+^), (I) CD45.2^+^ monocytes (CD11b^+^Ly6C^+^Ly6G^−^), and (J) CD45.2^+^ T cells (CD3^+^) in the synovium. Data are means ± SD (*n* = 6–7 mice/group). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; NS, not significant. Two-way ANOVA with repeated measures and Sidak’s post-test for comparison with 10%*Dnmt3a*^*+/+*^ BMT mice (A and B); Student’s unpaired t test (E, F, J, and G–I left); Mann-Whitney U test (G–I right).

**Figure 4.**
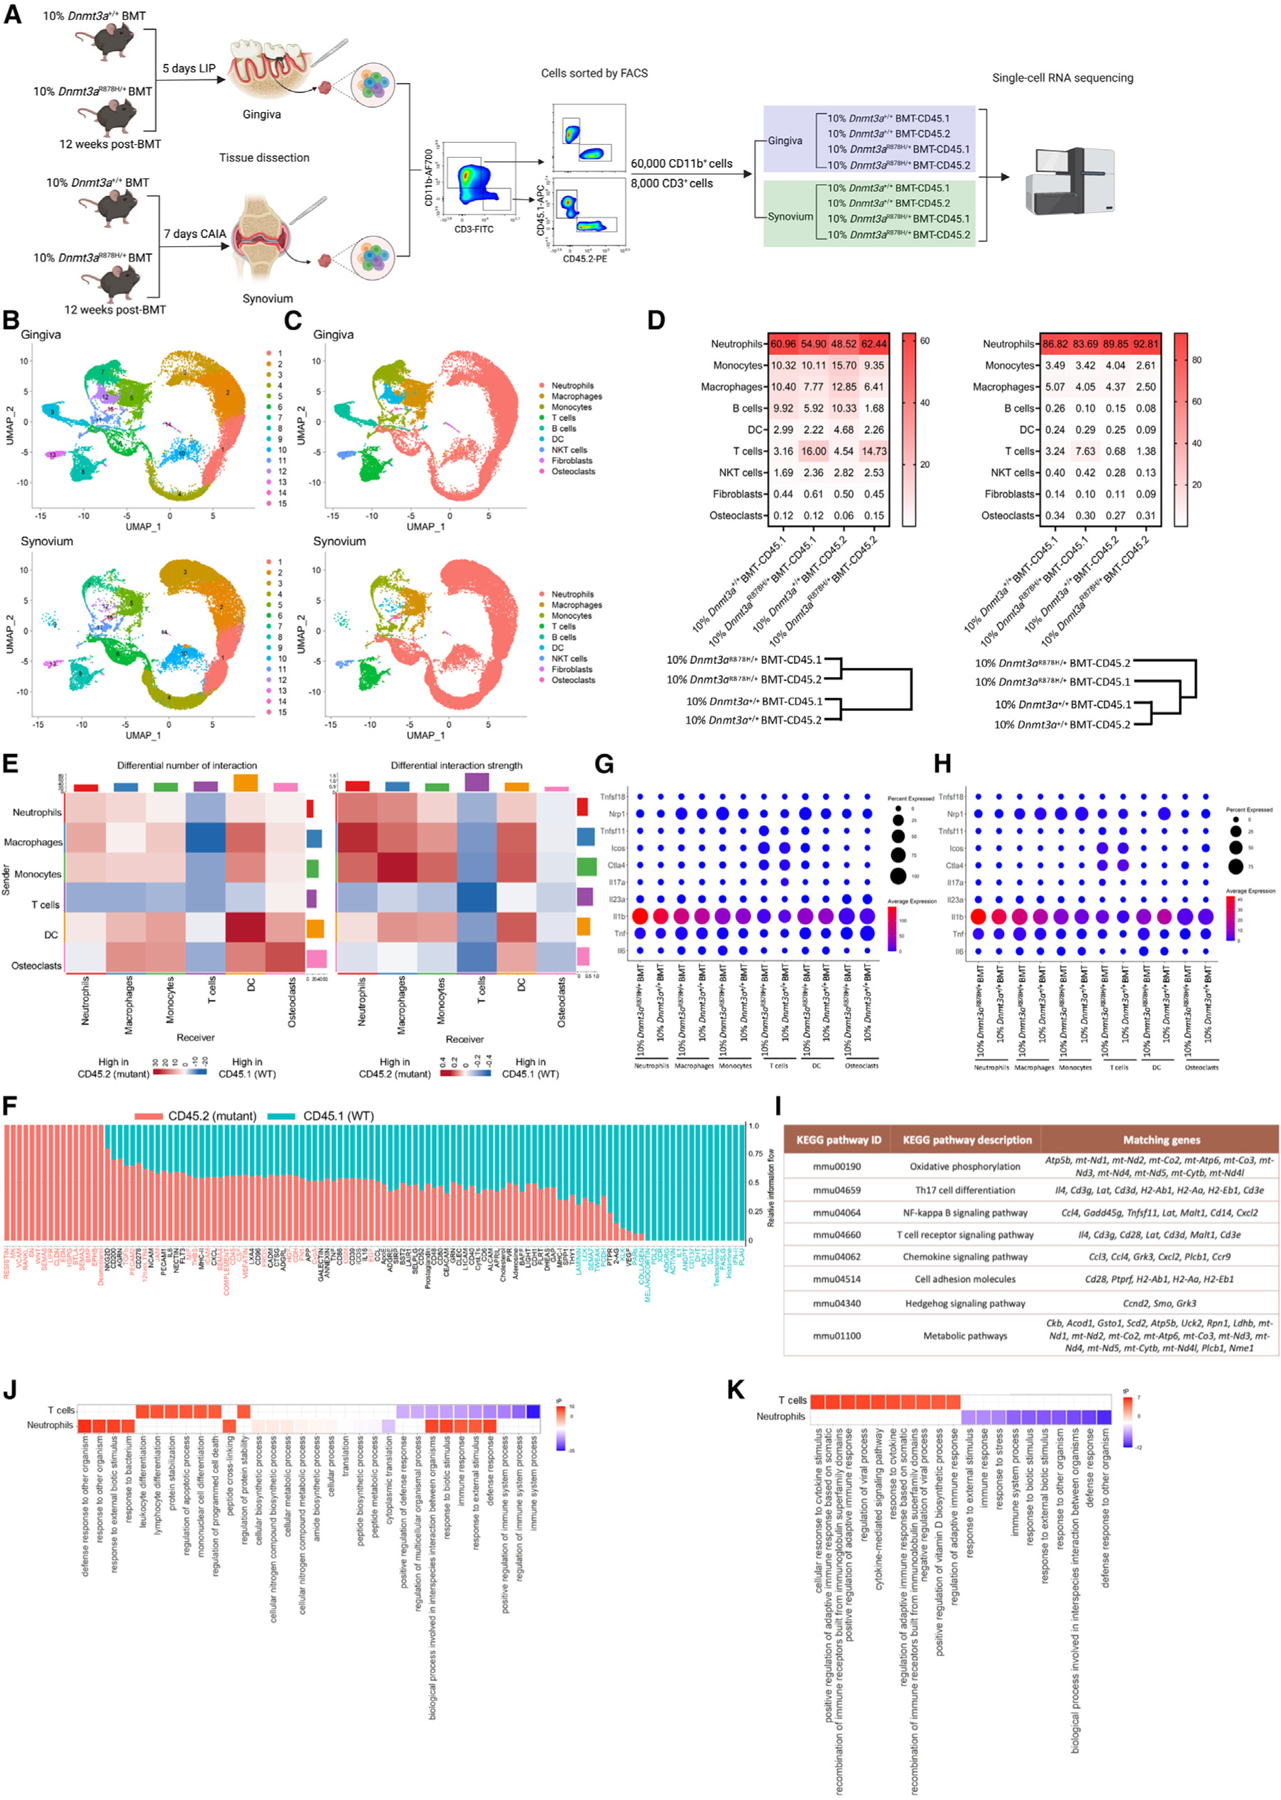
Single-cell RNA sequencing analysis of gingival and synovial cells (A) Experimental design. (B and C) Two-dimensional UMAP representation of 69,509 cells, according to (B) sample origin and results of clustering and (C) results of annotation. (D) Heatmap visualization of the distribution of sequenced cells in gingiva (top left) and synovium (top right) and cluster analysis of cell types in gingiva (bottom left) and synovium (bottom right), normalized for the number of cells per sample in the dataset. (E and F) CellChat analysis of intercellular communication networks in CD45.2^+^ (mutant) and CD45.1^+^ (WT) cells from 10%*Dnmt3a*^R878H/+^BMT mice. (E) Heatmap of differential number and strength of possible interactions between any two of the indicated analyzed cell populations in gingiva (red, increased interaction in mutant cells; blue, increased interaction in WT cells). (F) Visualization of the overall information flow of each indicated signaling pathway by calculating the sum of communication probability among all pairs of synovial cell groups in the inferred network. The red and green colors indicate increased enrichment in mutant or WT cells, respectively. (G and H) Gene expression levels in distinctly defined CD45.2^+^ cell types from gingiva (G) or synovium (H). (I) List of gingival upregulated enriched genes in CD45.2^+^ (*Dnmt3a*^R878H/+^) cells in the indicated KEGG pathway terms analyzed by STRING. (J and K) Top 10 significantly enriched GO terms sorted by PANTHER based on significantly upregulated or downregulated genes (in 10%*Dnmt3a*^R878H/+^BMT-CD45.2 vs. 10%*Dnmt3a*^+/+^BMT-CD45.2) in neutrophils and T cells from gingiva (J) and synovium (K) (Fisher test with FDR-correction, *p* < 0.05). See also Figures S2 and S3.

**Figure 5.**
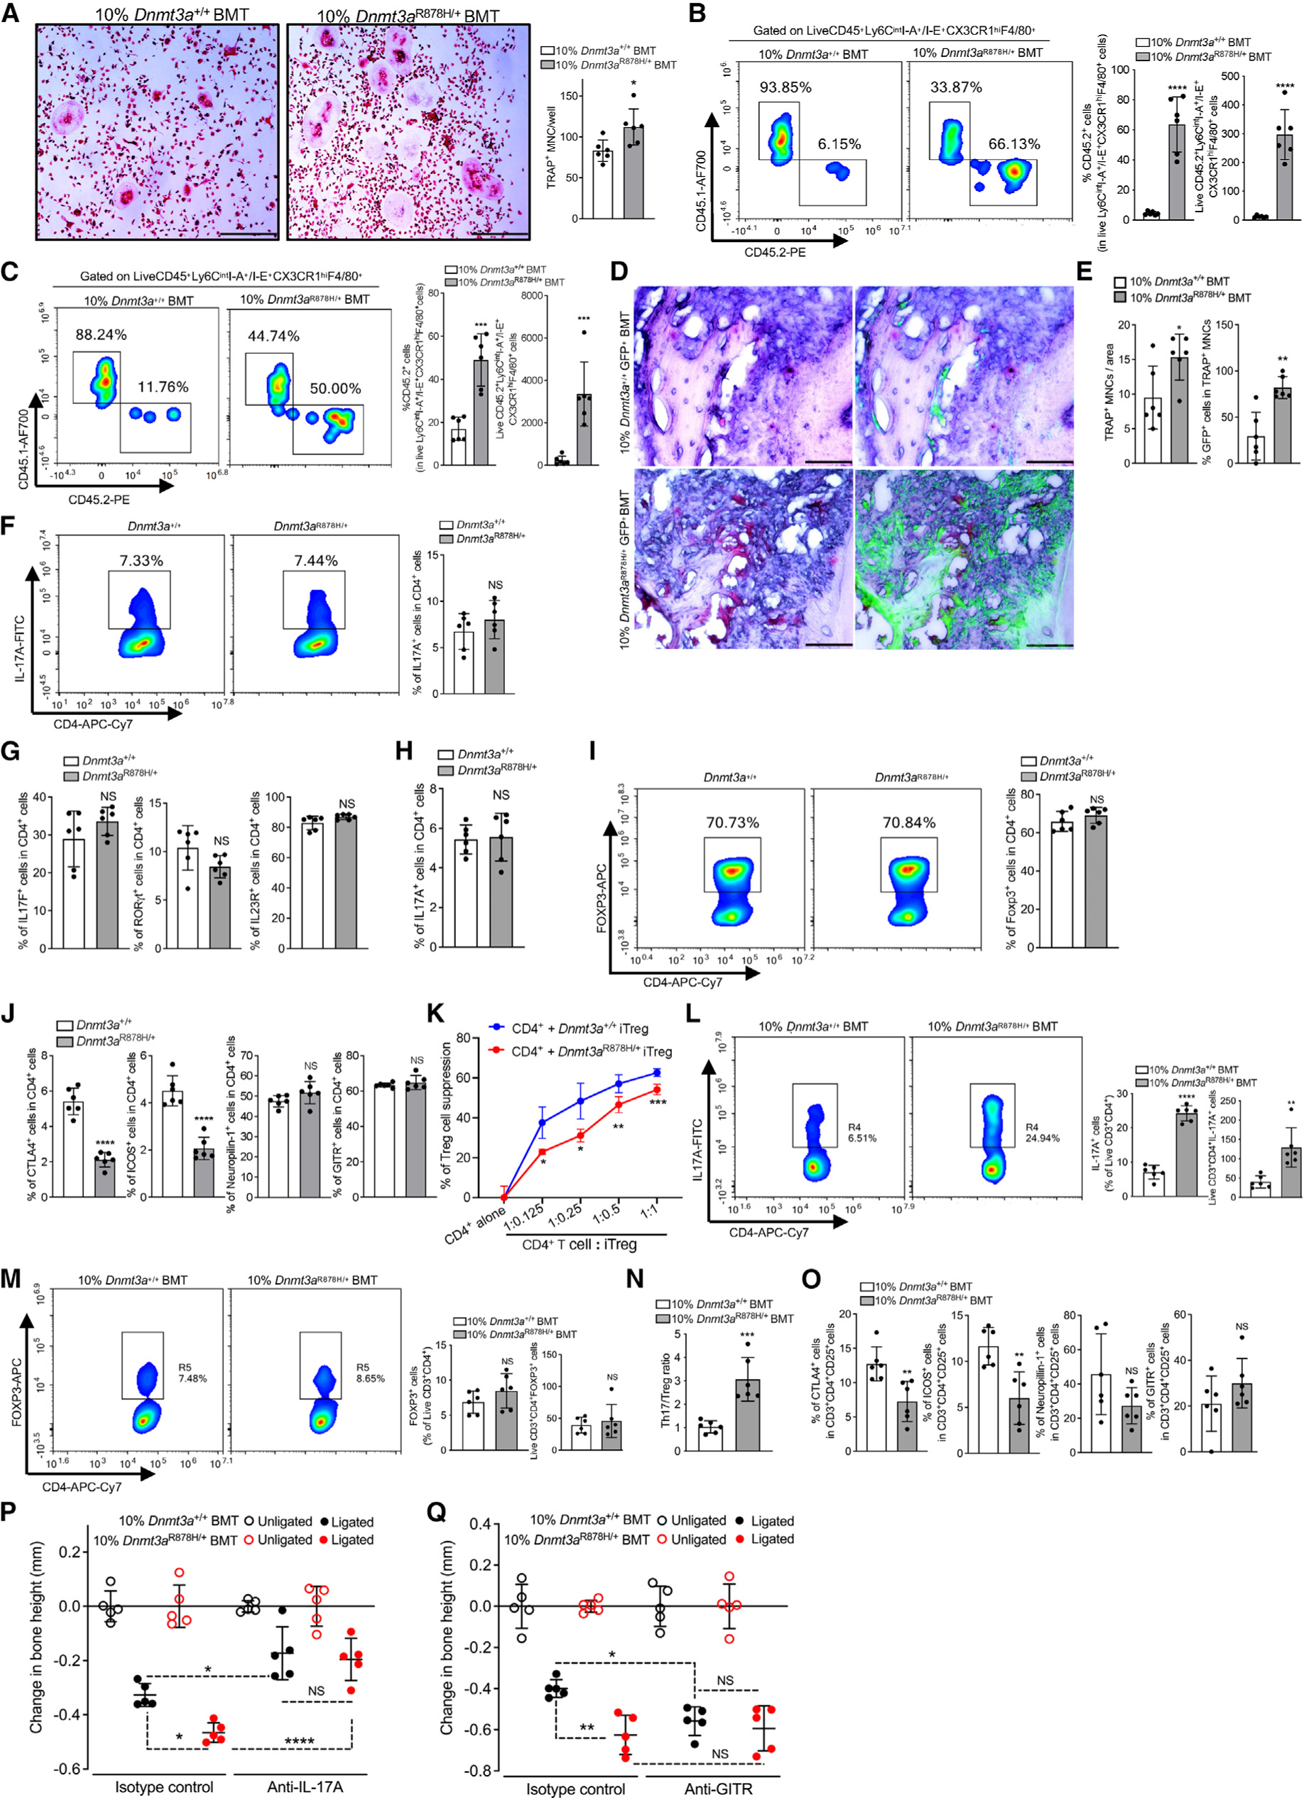
The R878H mutation is associated with enhanced osteoclastogenesis and impaired Treg immunosuppressive activity (A) RANKL-induced osteoclastogenesis using BM-derived OCP (CD11b^−/lo^Ly6C^hi^ cells) from 10%*Dnmt3a*^R878H/+^BMT and 10%*Dnmt3a*^+/+^BMT mice. Representative TRAP-stained images (left) and numbers of TRAP-positive multinucleated cells (MNCs) (right). Scale bars, 500 μm. (B and C) BMT was performed as in Figure 1A, and after 12 weeks post-BMT, recipient mice were subjected to LIP (B) or CAIA (C). Representative FACS plots (left), percentage (middle), and numbers (right) of CD45.2^+^ Ly6C^int^I-A^+^/I-E^+^CX3CR1^hi^F4/80^+^ osteoclastogenic macrophages in gingival tissue (B) or synovium (C). (D and E) Similar BMT as above using GFP-labeled donor cells. 10%*Dnmt3a*^R878H/+^GFP^+^BMT and 10%*Dnmt3a*^*+*/+^GFP^+^BMT mice were subjected to LIP 12 weeks post-BMT. (D) Representative TRAP-stained images without (left) and with GFP signal (right). (E) Numbers of TRAP^+^ MNCs per area (left) and percentages of GFP^+^ cells in TRAP^+^ MNCs (right). Scale bars, 100 μm. (F–H) Naive splenic CD4^+^ T cells from *Dnmt3a*^*+*/+^ or *Dnmt3a*^R878H/+^ mice were subjected to Th17-differentiation assay for 3 days under pathogenic (F and G) or non-pathogenic (H) conditions^70^ (see STAR Methods). (F) Representative FACS plots (left) and percentage (right) of CD4^+^IL-17A^+^ (Th17) cells. (G) Percentages of cells expressing the indicated Th17-associated markers. (H) Percentage of CD4^+^IL-17A^+^ (Th17) cells (non-pathogenic conditions). (I and J) Naive splenic CD4^+^ T cells from *Dnmt3a*^*+*/+^ or *Dnmt3a*^R878H/+^ mice were subjected to Treg-differentiation assay for 3 days. (I) Representative FACS plots (left) and percentage (right) of induced CD4^+^FOXP3^+^ (iTreg) cells. (J) Percentages of cells expressing indicated markers associated with Treg cell function. (K) Suppression of carboxyfluorescein succinimidyl ester (CFSE)-labeled CD4^+^CD25^−^ T cell division by *Dnmt3a*^*+/+*^ iTregs or *Dnmt3a*^R878H/+^ iTregs. (L–O) BMT was performed as in Figure 1A, and after 12 weeks, gingival tissue was processed for FACS. Representative FACS plots (left), percentage (middle), and absolute numbers (right) of Th17 (live CD3^+^CD4^+^IL-17A^+^) cells (L) and of Treg (live CD3^+^CD4^+^FOXP3^+^) cells (M). Corresponding Th17/Treg ratio in the gingival tissue (N). Percentage of CD3^+^CD4^+^CD25^+^ T cells expressing indicated Treg-associated functional markers (O). (P and Q) BMT was performed as in Figure 1A, and after 12 weeks, recipient mice were subjected to LIP after local treatment with anti-IL-17A (or isotype control) (P) or after systemic treatment with anti-GITR (or isotype control) to deplete Tregs (Q). Bone loss was determined 5 days post-LIP. Data are means ± SD (*n* = 5–6 replicates (mice or cultures)/group). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; NS, not significant. Student’s unpaired t test (A–C, E–J, and L–O) except for (G; IL-23R) (Mann-Whitney U test); two-way ANOVA with repeated measures and Sidak’s multiple comparisons test (K); one-way ANOVA with Tukey’s multiple comparisons test (P and Q). See also Figure S4.

**Figure 6.**
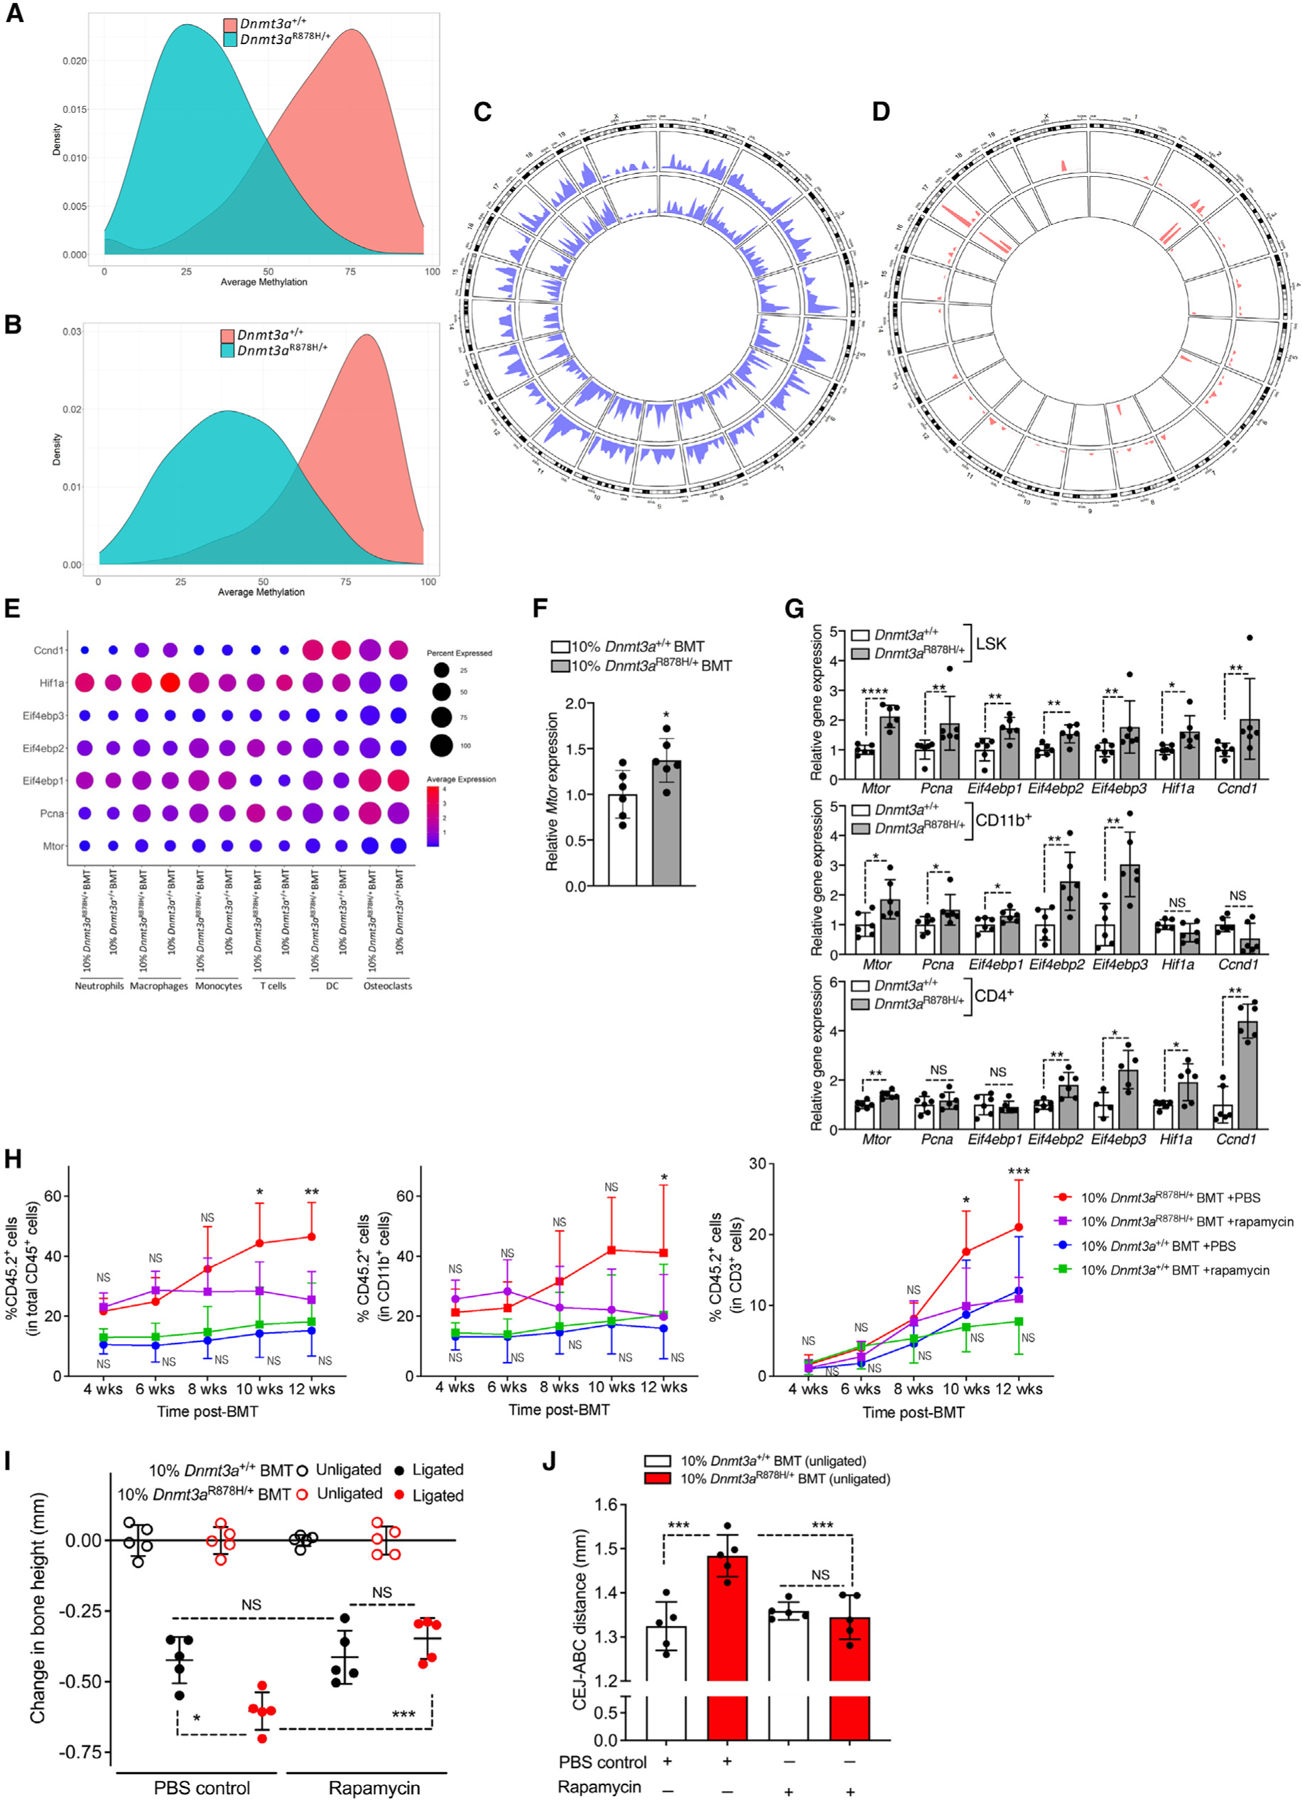
Rapamycin inhibits clonal expansion of *Dnmt3a*^R878H/+^ cells and inflammatory bone loss (A–D) Splenic CD11b^+^ and CD4^+^ cells from *Dnmt3a*^*+/+*^ and *Dnmt3a*^R878H/+^ mice (*n* = 4 mice/group) were processed for whole-genome bisulfite sequencing (WGBS). Density plot of average methylation values from WGBS of CD11b^+^ (A) and CD4^+^ (B) cells. Circos plot representation of genome-wide density of DNA hypomethylation (C) and hypermethylation (D) levels in CD11b^+^ and CD4^+^ cells. The inner track indicates the density of hypo/hyper-methylation in CD4^+^ cells, and the outer track indicates the density of hypo/hyper-methylation in CD11b^+^ cells. (E) Relative mRNA expression of *Mtor* and mTOR-regulated genes in the indicated CD45.2^+^ cell types from gingiva (data from scRNA-seq; see Figure 4). (F and G) BMT was performed as in Figure 1A, and cells were analyzed 12 weeks post-BMT. (F) Relative *Mtor* expression in BM cells and (G) relative mRNA expression of indicated molecules in BM LSK cells (Lin^−^cKit^+^Sca1^+^), splenic CD11b^+^ myeloid cells, and splenic CD4^+^ T cells from Dnmt3a^+/+^ or *Dnmt3a*^R878H/+^ mice. (H–J) BMT was performed as in Figure 1A, and recipient mice were treated with rapamycin or PBS control (see STAR Methods). 12 weeks post-BMT, all groups were subjected to LIP. (H) Percentage of CD45.2^+^ white blood cells within total CD45^+^ cells (left), CD11b^+^ myeloid cells (middle), and CD3^+^ T cells (right) in the peripheral blood. (I) Bone loss in LIP-subjected mice (relative to their unligated contralateral sites). (J) Measurement of CEJ-ABC distance in unligated sites of the same mice. Data are mean ± SD (F and G: *n* = 6 mice/group except *Eif4ebp3* in G bottom; *n* = 4–5 mice/group; H–J: *n* = 5 mice/group). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. NS, not significant. Student’s unpaired t test (F and G) except in (G) for *Pcna* in LSK and CD11b^+^, *Eif4ebp1* in CD4^+^, *Eif4ebp3* in LSK and *Ccnd1* in LSK, CD11b^+^, and CD4^+^ (Mann-Whitney U test); two-way ANOVA with repeated measures and Tukey’s multiple comparisons test (H); one-way ANOVA with Tukey’s multiple comparison test (I and J). See also Figure S5.

**Table 1.** Periodontal disease diagnoses, clinical measures of periodontal health, and inflammatory markers’ associations with *DNMT3A*-CHIP mutation carrier status among the dental ARIC participants

	Entire sample	*DNMT3A* mutation carriers	*DNMT3A* mutation non-carriers	*p* ^b^
	*n* (column %)	*n* (row %)	*n* (row %)	
Periodontitis diagnosis^a^	–	–	–	0.048, 0.017^c^
Stages I and II	1,912 (38.7)	36 (1.9)	1,876 (98.1)	–
Stage III	1,475 (29.8)	33 (2.2)	1,442 (97.8)	–
Stage IV	1,559 (31.5)	49 (3.1)	1,510 (96.9)	–
Interproximal CAL ≥ 3 mm				
% of sites (SD)	24.1 (24.1)	29.3 (26.4)	23.9 (24.0)	0.017
Gingival index ≥ 1				
% of sites (SD)	34.9 (41.1)	43.4 (43.2)	34.7 (41.1)	0.027
Probing depth ≥ 4 mm				
% of sites (SD)	7.4 (11.4)	8.0 (12.6)	7.4 (11.4)	0.544
Number of teeth				
Mean (SD)	21.7 (7.2)	20.6 (7.4)	21.8 (7.2)	0.085

a World Workshop 2017 classification.^35^

b Obtained from chi-squared tests.

c Non-parametric test for trend (Cuzick). CAL, clinical attachment loss; SD, standard deviation.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
FITC anti-mouse Lineage Cocktail	Biolegend	Cat#133301
Rat anti-mouse CD16/32	Biolegend	Cat# 101302; RRID: AB_312801
Rat anti-mouse cKit (CD117)	Biolegend	Cat#105808; RRID: AB_313217
Rat anti-mouse Sca1 (Ly6-A/E)	Biolegend	Cat#122514; RRID: AB_756199
Rat anti-mouse IL-17A	Biolegend	Cat#506908; RRID: AB_536010
Mouse anti-mouse IL-17A	BioXCell	Cat# BE0173; RRID: AB_10950102
Mouse IgG1 isotype control	BioXCell	Cat# BE0083; RRID: AB_1107784
Rat anti-mouse Ly6G	BioXCell	Cat# BE0075-1; RRID: AB_1107721
Rat IgG2a isotype control	BioXCell	Cat# BE0089; RRID: AB_1107769
Rat anti-mouse GITR	BioXCell	Cat# BE0063; RRID: AB_1107688
Rat IgG2b isotype control	BioXCell	Cat# BE0090; RRID: AB_1107780
Rat anti-mouse CD45	Biolegend	Cat#103128; RRID: AB_493715
Rat anti-mouse CD19	Biolegend	Cat# 115510; RRID: AB_313645
Rat anti-mouse CD3	Biolegend	Cat#100204, 100206; RRID: AB_312661, RRID: AB_312663
Armenian Hamster anti-mouse CD3ε	Biolegend	Cat# 100340; RRID: AB_11149115
Syrian Hamster anti-mouse CD28	Biolegend	Cat# 102116; RRID: AB_11147170
Rat anti-mouse CD4	Biolegend	Cat# 100414, 100404; RRID: AB_312699, AB_312689
Mouse anti-mouse CD45.1	Biolegend	Cat# 110708, 110714; RRID: AB_313497, RRID: AB_313503
Mouse anti-mouse CD45.2	Biolegend	Cat# 109832, 109808; RRID: AB_2565511, RRID: AB_313445
Rat anti-mouse CD11b	Biolegend	Cat# 101222, 101212, 101204; RRID: AB_493705, RRID: AB_312795, AB_312787
Rat anti-mouse Ly6G	Biolegend	Cat# 127618; RRID: AB_1877261
Rat anti-mouse Ly6C	Biolegend	Cat# 128006, 128018; RRID: AB_1186135, RRID: AB_1732082
Armenian Hamster anti-mouse CTLA4	Biolegend	Cat#106310; RRID: AB_2087653
Rat anti-mouse CD278 (ICOS)	Biolegend	Cat# 117424, 117406; RRID: AB_2832419, RRID: AB_2122712
Rat anti-mouse GITR	Biolegend	Cat# 126308; RRID: AB_1089125
Rat anti-mouse CD304 (Neuropilin-1)	Biolegend	Cat# 145206; RRID: AB_2562032
Rat anti-mouse IL-23R	Biolegend	Cat#150906; RRID: AB_2687346
Mouse anti-mouse IL-17F	Biolegend	Cat# 517006; RRID: AB_10661903
Rat anti-mouse CD25	Biolegend	Cat#101908; RRID: AB_961212
Rat anti-mouse I-A/I-E	Biolegend	Cat#107614; RRID: AB_313329
Mouse anti-mouse CX3CR1	Biolegend	Cat#149020; RRID: AB_2565703
Rat anti-mouse F4/80	Biolegend	Cat#123112; RRID: AB_893482
Mouse Anti-Mouse RORγt	BD Pharmingen	Cat# 562683; RRID: AB_2737720
Rat anti-mouse FOXP3	eBioscience	Cat# 17-5773-82, 11-5773-82; RRID: AB_469457, RRID: AB_465243
Arthritogenic monoclonal antibodies (5-clone collagen antibody cocktail)	Chondrex	Cat#53100
Chemicals, peptides, and recombinant proteins		
Collagenase, Type 4	Worthington	Cat# LS004186
ACK Lysing Buffer	Gibco	Cat# A1049201
DNase I	Roche	Cat# 04536282001
LIVE/DEAD^™^ Fixable Violet Dead Cell Stain Kit	Invitrogen	Cat# L34964
Streptavidin microBeads	Miltenyi Biotec	Cat# 130-048-101
LPS-EB (LPS from *E. coliO111:B4*)	Invivogen	Cat# tlrl-eblps
DAPI (4’,6-Diamidino-2-Phenylindole,Dihydrochloride)	Thermo Fisher Scientific	Cat# D1306
Rapamycin	LC Laboratories	Cat# R-5000_1g
GeneJET RNA Purification Kit	Thermo Fisher Scientific	Cat# K0731
CellTrace^™^ CFSE Cell Proliferation Kit	Invitrogen	Cat# C34554
Recombinant Mouse TGF-β1	Biolegend	Cat# 763102
Recombinant Mouse IL-6	Biolegend	Cat# 575702
Recombinant Mouse IL-2	Biolegend	Cat# 575402
Recombinant Mouse IL-1β	Biolegend	Cat# 575102
Recombinant Mouse IL-23	Biolegend	Cat# 589002
Recombinant Mouse M-CSF	R&D Systems	Cat# 416-ML-010/CF
Recombinant Mouse GM-CSF	R&D Systems	Cat# 415-ML-010/CF
Recombinant Mouse TRANCE/RANK L/TNFSF11	R&D Systems	Cat# 462-TR-010/CF
Recombinant Mouse CXCL1/KC	R&D Systems	Cat# 453-KC-010/CF
Recombinant Mouse CXCL2/MIP-2	R&D Systems	Cat# 452-M2-010/CF
Recombinant Mouse CCL2/JE/MCP-1	R&D Systems	Cat# 479-JE-010/CF
Critical commercial assays		
IL-1β mouse ELISA kit	Invitrogen	Cat# 88-7013-88
IL-6 mouse ELISA kit	Invitrogen	Cat# 88-7064-88
IFNg mouse ELISA kit	Invitrogen	Cat#88-7314-88
TNF mouse ELISA kit	Invitrogen	Cat# 88-7324-88
TGFb1 Human/Mouse ELISA Kit	Invitrogen	Cat#88-8350-88
CellROX Green Flow Cytometry Assay Kit	Invitrogen	Cat# C10492
TRAP Staining Kit	Cosmo Bio USA	Cat# PMC-AK04F
Safranin O Staining Kit	ScienCell	Cat# 8348
High-Capacity RNA-to-cDNA Kit	Applied Biosystems	Cat# 4387406
NovaSeq 6000 SP Reagent Kit v1.5 (100 cycles)	Illumina	Cat#20028401
Chromium Next GEM Single Cell 3ʹ Kit v3.1, 16 rxns	10x Genomics	Cat# PN-1000268
Deposited data		
Single-cell RNA sequencing data	This paper	PRJNA1002611
Whole genome bisulfite sequencing data	This paper	GSE255947
Experimental models: Organisms/strains		
Mouse: C57BL/6	The Jackson Laboratory	Stock#000664
Mouse: C57BL/6-CD45.1 B6.SJL-Ptprca Pepcb/BoyJ	The Jackson Laboratory	Stock#002014
Mouse: B6(Cg)-Dnmt3atm1Trow/J	The Jackson Laboratory	Stock#032289
Mouse: B6.Cg-Commd10Tg(Vav1-icre) A2Kio/J	The Jackson Laboratory	Stock#008610
Software and algorithms		
GraphPad Prism 9	Graphpad Software	https://www.graphpad.com/
NovoExpress software	ACEA Biosciences	https://www.aceabio.com
Cell Ranger 6.1.2	Zheng et al.^110^	https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/6.1
R package Seurat	Stuart et al.^111^	https://github.com/satijalab/seurat/releases/tag/v3.0.0
R package rbioapi	Rezwani et al.^112^	https://github.com/moosa-r/rbioapi/
STRING	Szklarczyk et al.^113^	https://string-db.org
CellChatDB (V2)	Jin et al.^51^ and Jin et al.^114^	https://github.com/sqjin/CellChat
BISCUIT	See link in the next cell in lieu of reference to the Snakemake workflow which processes paired-end WGBS data using BISCUIT	https://github.com/huishenlab/Biscuit_Snakemake_Workflow

## References

[1] JaiswalS, and EbertBL (2019). Clonal hematopoiesis in human aging and disease. Science 366, eaan4673. 10.1126/science.aan4673.31672865 PMC8050831

[2] YuraY, SanoS, and WalshK (2020). Clonal hematopoiesis: A new step linking inflammation to heart failure. JACC Basic Transl. Sci. 5, 196–207. 10.1016/j.jacbts.2019.08.006.32140625 PMC7046537

[3] ChavakisT, WielockxB, and HajishengallisG (2022). Inflammatory modulation of hematopoiesis: linking trained immunity and clonal hematopoiesis with chronic disorders. Annu. Rev. Physiol. 84, 183–207. 10.1146/annurev-physiol-052521-013627.34614373

[4] JaiswalS, FontanillasP, FlannickJ, ManningA, GraumanPV, MarBG, LindsleyRC, MermelCH, BurttN, ChavezA, (2014). Age-related clonal hematopoiesis associated with adverse outcomes. N. Engl. J. Med. 371, 2488–2498. 10.1056/NEJMoa1408617.25426837 PMC4306669

[5] GenoveseG, KählerAK, HandsakerRE, LindbergJ, RoseSA, BakhoumSF, ChambertK, MickE, NealeBM, FromerM, (2014). Clonal hematopoiesis and blood-cancer risk inferred from blood DNA sequence. N. Engl. J. Med. 371, 2477–2487. 10.1056/NEJMoa1409405.25426838 PMC4290021

[6] BickAG, WeinstockJS, NandakumarSK, FulcoCP, BaoEL, ZekavatSM, SzetoMD, LiaoX, LeventhalMJ, NasserJ, (2020). Inherited causes of clonal haematopoiesis in 97,691 whole genomes. Nature 586, 763–768. 10.1038/s41586-020-2819-2.33057201 PMC7944936

[7] SteensmaDP (2018). Clinical implications of clonal hematopoiesis. Mayo Clin. Proc. 93, 1122–1130. 10.1016/j.mayocp.2018.04.002.30078412

[8] CoombsCC, ZehirA, DevlinSM, KishtagariA, SyedA, JonssonP, HymanDM, SolitDB, RobsonME, BaselgaJ, (2017). Therapy-related clonal hematopoiesis in patients with non-hematologic cancers is common and associated with adverse clinical outcomes. Cell Stem Cell 21, 374–382.e4. 10.1016/j.stem.2017.07.010.28803919 PMC5591073

[9] FusterJJ, MacLauchlanS, ZuriagaMA, PolackalMN, OstrikerAC, ChakrabortyR, WuCL, SanoS, MuralidharanS, RiusC, (2017). Clonal hematopoiesis associated with TET2 deficiency accelerates atherosclerosis development in mice. Science 355, 842–847. 10.1126/science.aag1381.28104796 PMC5542057

[10] DorsheimerL, AssmusB, RasperT, OrtmannCA, EckeA, Abou-El-ArdatK, SchmidT, BrüneB, WagnerS, ServeH, (2019). Association of mutations contributing to clonal hematopoiesis with prognosis in chronic ischemic heart failure. JAMA Cardiol. 4, 25–33. 10.1001/jamacardio.2018.3965.30566180 PMC6439691

[11] JaiswalS, and LibbyP (2020). Clonal haematopoiesis: connecting ageing and inflammation in cardiovascular disease. Nat. Rev. Cardiol. 17, 137–144. 10.1038/s41569-019-0247-5.31406340 PMC9448847

[12] DawoudAAZ, GilbertRD, TapperWJ, and CrossNCP (2022). Clonal myelopoiesis promotes adverse outcomes in chronic kidney disease. Leukemia 36, 507–515. 10.1038/s41375-021-01382-3.34413458 PMC8807385

[13] YuB, RobertsMB, RaffieldLM, ZekavatSM, NguyenNQH, BiggsML, BrownMR, GriffinG, DesaiP, CorreaA, (2021). Supplemental association of clonal hematopoiesis with incident heart failure. J. Am. Coll. Cardiol. 78, 42–52. 10.1016/j.jacc.2021.04.085.34210413 PMC8313294

[14] WongWJ, EmdinC, BickAG, ZekavatSM, NiroulaA, PirruccelloJP, DichtelL, GriffinG, UddinMM, GibsonCJ, (2023). Clonal haematopoiesis and risk of chronic liver disease. Nature 616, 747–754. 10.1038/s41586-023-05857-4.37046084 PMC10405350

[15] Moran-CrusioK, ReavieL, ShihA, Abdel-WahabO, Ndiaye-LobryD, LobryC, FigueroaME, VasanthakumarA, PatelJ, ZhaoX, (2011). Tet2 loss leads to increased hematopoietic stem cell self-renewal and myeloid transformation. Cancer Cell 20, 11–24. 10.1016/j.ccr.2011.06.001.21723200 PMC3194039

[16] Mas-PeiroS, HoffmannJ, FichtlschererS, DorsheimerL, RiegerMA, DimmelerS, Vasa-NicoteraM, and ZeiherAM (2020). Clonal haematopoiesis in patients with degenerative aortic valve stenosis undergoing transcatheter aortic valve implantation. Eur. Heart J. 41, 933–939. 10.1093/eurheartj/ehz591.31504400 PMC7033916

[17] BuscarletM, ProvostS, ZadaYF, BourgoinV, MollicaL, DubéM-P, and BusqueL (2018). Lineage restriction analyses in CHIP indicate myeloid bias for TET2 and multipotent stem cell origin for DNMT3A. Blood 132, 277–280. 10.1182/blood-2018-01-829937.29764839

[18] LobergMA, BellRK, GoodwinLO, EudyE, MilesLA, SanMiguelJM, YoungK, BergstromDE, LevineRL, SchneiderRK, and TrowbridgeJJ (2019). Sequentially inducible mouse models reveal that Npm1 mutation causes malignant transformation of Dnmt3a-mutant clonal hematopoiesis. Leukemia 33, 1635–1649. 10.1038/s41375-018-0368-6.30692594 PMC6609470

[19] Russler-GermainDA, SpencerDH, YoungMA, LamprechtTL, MillerCA, FultonR, MeyerMR, Erdmann-GilmoreP, TownsendRR, WilsonRK, and LeyTJ (2014). The R882H DNMT3A mutation associated with AML dominantly inhibits wild-type DNMT3A by blocking its ability to form active tetramers. Cancer Cell 25, 442–454. 10.1016/j.ccr.2014.02.010.24656771 PMC4018976

[20] KassebaumNJ, BernabéE, DahiyaM, BhandariB, MurrayCJ, and MarcenesW (2014). Global burden of severe periodontitis in 1990–2010: a systematic review and meta-regression. J. Dent. Res. 93, 1045–1053. 10.1177/0022034514552491.25261053 PMC4293771

[21] PeresMA, MacphersonLMD, WeyantRJ, DalyB, VenturelliR, MathurMR, ListlS, CelesteRK, Guarnizo-HerreñoCC, KearnsC, (2019). Oral diseases: a global public health challenge. Lancet 394, 249–260. 10.1016/S0140-6736(19)31146-8.31327369

[22] HajishengallisG (2015). Periodontitis: from microbial immune subversion to systemic inflammation. Nat. Rev. Immunol. 15, 30–44. 10.1038/nri3785.25534621 PMC4276050

[23] RigholtAJ, JevdjevicM, MarcenesW, and ListlS (2018). Global-, regional-, and country-level economic impacts of dental diseases in 2015. J. Dent. Res. 97, 501–507. 10.1177/0022034517750572.29342371

[24] GencoRJ, and SanzM (2020). Clinical and public health implications of periodontal and systemic diseases: an overview. Periodontol. 2000 83, 7–13. 10.1111/prd.12344.32385880

[25] PotempaJ, MydelP, and KozielJ (2017). The case for periodontitis in the pathogenesis of rheumatoid arthritis. Nat. Rev. Rheumatol. 13, 606–620. 10.1038/nrrheum.2017.132.28835673

[26] HajishengallisG, and ChavakisT (2021). Local and systemic mechanisms linking periodontal disease and inflammatory comorbidities. Nat. Rev. Immunol. 21, 426–440. 10.1038/s41577-020-00488-6.33510490 PMC7841384

[27] SmolenJS, AletahaD, BartonA, BurmesterGR, EmeryP, FiresteinGS, KavanaughA, McInnesIB, SolomonDH, StrandV, (2018). Rheumatoid arthritis. Nat. Rev. Dis. Primers 4, 18001. 10.1038/nrdp.2018.1.29417936

[28] HajishengallisG (2014). Aging and its impact on innate immunity and inflammation: implications for periodontitis. J. Oral Biosci. 56, 30–37. 10.1016/j.job.2013.09.001.24707191 PMC3974203

[29] EbersoleJL, GravesCL, GonzalezOA, DawsonD3rd, MorfordLA, HujaPE, HartsfieldJKJr., HujaSS, PandruvadaS, and WalletSM (2016). Aging, inflammation, immunity and periodontal disease. Periodontol. 2000 72, 54–75. 10.1111/prd.12135.27501491

[30] DorshkindK, Montecino-RodriguezE, and SignerRAJ (2009). The ageing immune system: is it ever too old to become young again? Nat. Rev. Immunol. 9, 57–62. 10.1038/nri2471.19104499

[31] WeyandCM, and GoronzyJJ (2016). Aging of the immune system. Mechanisms and therapeutic targets. Ann. Am. Thorac. Soc. 13, S422–S428. 10.1513/AnnalsATS.201602-095AW.28005419 PMC5291468

[32] ChalanP, van den BergA, KroesenB-J, BrouwerL, and BootsA (2015). Rheumatoid arthritis, immunosenescence and the hallmarks of aging. Curr. Aging Sci. 8, 131–146. 10.2174/1874609808666150727110744.26212057 PMC5388800

[33] DivarisK, MondaKL, NorthKE, OlshanAF, ReynoldsLM, HsuehWC, LangeEM, MossK, BarrosSP, WeyantRJ, (2013). Exploring the genetic basis of chronic periodontitis: a genome-wide association study. Hum. Mol. Genet. 22, 2312–2324. 10.1093/hmg/ddt065.23459936 PMC3652417

[34] NaorungrojS, SladeGD, DivarisK, HeissG, OffenbacherS, and BeckJD (2017). Racial differences in periodontal disease and 10-year self-reported tooth loss among late middle-aged and older adults: the dental ARIC study. J. Public Health Dent. 77, 372–382. 10.1111/jphd.12226.28585323 PMC5718983

[35] PapapanouPN, SanzM, BuduneliN, DietrichT, FeresM, FineDH, FlemmigTF, GarciaR, GiannobileWV, GrazianiF, (2018). Periodontitis: consensus report of workgroup 2 of the 2017 World Workshop on the Classification of Periodontal and Peri-Implant Diseases and Conditions. J. Clin. Periodontol. 45, S162–S170. 10.1111/jcpe.12946.29926490

[36] KimPG, NiroulaA, ShkolnikV, McConkeyM, LinAE, S1abickiM, KempJP, BickA, GibsonCJ, GriffinG, (2021). Dnmt3a-mutated clonal hematopoiesis promotes osteoporosis. J. Exp. Med. 218, e20211872. 10.1084/jem.20211872.34698806 PMC8552148

[37] AbplanalpWT, CremerS, JohnD, HoffmannJ, SchuhmacherB, MertenM, RiegerMA, Vasa-NicoteraM, ZeiherAM, and DimmelerS (2021). Clonal hematopoiesis-driver DNMT3A mutations alter immune cells in heart failure. Circ. Res. 128, 216–228. 10.1161/CIRCRESAHA.120.317104.33155517

[38] BusqueL, PatelJP, FigueroaME, VasanthakumarA, ProvostS, HamilouZ, MollicaL, LiJ, VialeA, HeguyA, (2012). Recurrent somatic TET2 mutations in normal elderly individuals with clonal hematopoiesis. Nat. Genet. 44, 1179–1181. 10.1038/ng.2413.23001125 PMC3483435

[39] JaiswalS, NatarajanP, SilverAJ, GibsonCJ, BickAG, ShvartzE, McConkeyM, GuptaN, GabrielS, ArdissinoD, (2017). Clonal hematopoiesis and risk of atherosclerotic cardiovascular disease. N. Engl. J. Med. 377, 111–121. 10.1056/NEJMoa1701719.28636844 PMC6717509

[40] FlorezMA, TranBT, WathanTK, DeGregoriJ, PietrasEM, and KingKY (2022). Clonal hematopoiesis: mutation-specific adaptation to environmental change. Cell Stem Cell 29, 882–904. 10.1016/j.stem.2022.05.006.35659875 PMC9202417

[41] EskanMA, JotwaniR, AbeT, ChmelarJ, LimJH, LiangS, CieroPA, KraussJL, LiF, RaunerM, (2012). The leukocyte integrin antagonist Del-1 inhibits IL-17-mediated inflammatory bone loss. Nat. Immunol. 13, 465–473. 10.1038/ni.2260.22447028 PMC3330141

[42] MoutsopoulosNM, and KonkelJE (2018). Tissue-specific immunity at the oral mucosal barrier. Trends Immunol. 39, 276–287. 10.1016/j.it.2017.08.005.28923364 PMC5843496

[43] DutzanN, KajikawaT, AbuslemeL, Greenwell-WildT, ZuazoCE, IkeuchiT, BrenchleyL, AbeT, HurabielleC, MartinD, (2018). A dysbiotic microbiome triggers TH17 cells to mediate oral mucosal immunopathology in mice and humans. Sci. Transl. Med. 10, eaat0797. 10.1126/scitranslmed.aat0797.30333238 PMC6330016

[44] HajishengallisG, and KorostoffJM (2017). Revisiting the Page & Schroeder model: the good, the bad and the unknowns in the periodontal host response 40 years later. Periodontol. 2000 75, 116–151. 10.1111/prd.12181.PMC553991128758305

[45] HasegawaT, KikutaJ, SudoT, MatsuuraY, MatsuiT, SimmonsS, EbinaK, HiraoM, OkuzakiD, YoshidaY, (2019). Identification of a novel arthritis-associated osteoclast precursor macrophage regulated by FoxM1. Nat. Immunol. 20, 1631–1643. 10.1038/s41590-019-0526-7.31740799

[46] HajishengallisG, and ChavakisT (2022). Mechanisms and therapeutic modulation of neutrophil-mediated inflammation. J. Dent. Res. 101, 1563–1571. 10.1177/00220345221107602.35786033 PMC9703529

[47] YuhDY, MaekawaT, LiX, KajikawaT, BdeirK, ChavakisT, and HajishengallisG (2020). The secreted protein DEL-1 activates a b3 integrin-FAK-ERK1/2-RUNX2 pathway and promotes osteogenic differentiation and bone regeneration. J. Biol. Chem. 295, 7261–7273. 10.1074/jbc.RA120.013024.32280065 PMC7247308

[48] NagaiK, IdeguchiH, KajikawaT, LiX, ChavakisT, ChengJ, MessersmithPB, Heber-KatzE, and HajishengallisG (2020). An injectable hydrogel-formulated inhibitor of prolyl-4-hydroxylase promotes T regulatory cell recruitment and enhances alveolar bone regeneration during resolution of experimental periodontitis. FASEB J. 34, 13726–13740. 10.1096/fj.202001248R.32812255 PMC7722135

[49] KourtzelisI, LiX, MitroulisI, GrosserD, KajikawaT, WangB, GrzybekM, von RenesseJ, CzogallaA, TroullinakiM, (2019). DEL-1 promotes macrophage efferocytosis and clearance of inflammation. Nat. Immunol. 20, 40–49. 10.1038/s41590-018-0249-1.30455459 PMC6291356

[50] HuynhM-LN, FadokVA, and HensonPM (2002). Phosphatidylserine-dependent ingestion of apoptotic cells promotes TGF-β1 secretion and the resolution of inflammation. J. Clin. Invest. 109, 41–50. 10.1172/JCI11638.11781349 PMC150814

[51] JinS, Guerrero-JuarezCF, ZhangL, ChangI, RamosR, KuanCH, MyungP, PlikusMV, and NieQ (2021). Inference and analysis of cell-cell communication using CellChat. Nat. Commun. 12, 1088. 10.1038/s41467-021-21246-9.33597522 PMC7889871

[52] PatelSP, and RajuPA (2013). Resistin in serum and gingival crevicular fluid as a marker of periodontal inflammation and its correlation with single-nucleotide polymorphism in human resistin gene at −420. Contemp. Clin. Dent. 4, 192–197. 10.4103/0976-237X.114878.24015008 PMC3757881

[53] GokhaleNH, AcharyaAB, PatilVS, TrivediDJ, SettyS, and ThakurSL (2014). Resistin levels in gingival crevicular fluid of patients with chronic periodontitis and type 2 diabetes mellitus. J. Periodontol. 85, 610–617. 10.1902/jop.2013.130092.23805816

[54] ReddyDSP, VineethaV, AlekyaD, SameevullaMD, ReddyNR, and BabuDSM (2019). “Estimation of Midkine Levels in Gingival Crevicular Fluid and Serum in Periodontal Health, Disease and After Treatment” — A clinico biochemical study. J. Orofac. Sci. 11, 110–115. 10.4103/jofs.jofs_149_19.

[55] SunQ, ZhangZ, and OuY (2019). A allele of ICAM-1 Rs5498 and VCAM-1 Rs3181092 is correlated with increased risk for periodontal disease. Open Life Sci. 14, 638–646. 10.1515/biol-2019-0072.33817202 PMC7874761

[56] TakegaharaN, KimH, and ChoiY (2022). RANKL biology. Bone 159, 116353. 10.1016/j.bone.2022.116353.35181574 PMC9035122

[57] BuhrmannC, ShayanP, AggarwalBB, and ShakibaeiM (2013). Evidence that TNF-beta (lymphotoxin alpha) can activate the inflammatory environment in human chondrocytes. Arthritis Res. Ther. 15, R202. 10.1186/ar4393.24283517 PMC3979010

[58] OteroM, LagoR, GomezR, LagoF, DieguezC, Gómez-ReinoJJ, and GualilloO (2006). Changes in plasma levels of fat-derived hormones adiponectin, leptin, resistin and visfatin in patients with rheumatoid arthritis. Ann. Rheum. Dis. 65, 1198–1201. 10.1136/ard.2005.046540.16414972 PMC1798289

[59] SzumilasK, SzumilasP, Słuczanowska-GłąbowskaS, ZgutkaK, and PawlikA (2020). Role of adiponectin in the pathogenesis of rheumatoid arthritis. Int. J. Mol. Sci. 21, 8265. 10.3390/ijms21218265.33158216 PMC7662687

[60] NarazakiM, TanakaT, and KishimotoT (2017). The role and therapeutic targeting of IL-6 in rheumatoid arthritis. Expert Rev. Clin. Immunol. 13, 535–551. 10.1080/1744666X.2017.1295850.28494214

[61] AbplanalpWT, SchuhmacherB, CremerS, MertenM, ShumliakivskaM, MacinkovicI, ZeiherAM, JohnD, and DimmelerS (2023). Cell-intrinsic effects of clonal hematopoiesis in heart failure. Nat. Cardiovasc. Res. 2, 819–834. 10.1038/s44161-023-00322-x.PMC1135799639196061

[62] UriarteSM, and HajishengallisG (2023). Neutrophils in the periodontium: interactions with pathogens and roles in tissue homeostasis and inflammation. Immunol. Rev. 314, 93–110. 10.1111/imr.13152.36271881 PMC10049968

[63] McInnesIB, and SchettG (2011). The pathogenesis of rheumatoid arthritis. N. Engl. J. Med. 365, 2205–2219. 10.1056/NEJMra1004965.22150039

[64] ShinJ, MaekawaT, AbeT, HajishengallisE, HosurK, PyaramK, MitroulisI, ChavakisT, and HajishengallisG (2015). DEL-1 restrains osteoclastogenesis and inhibits inflammatory bone loss in nonhuman primates. Sci. Transl. Med. 7, 307ra155. 10.1126/sci-translmed.aac5380.PMC459306626424570

[65] TsukasakiM, and TakayanagiH (2019). Osteoimmunology: evolving concepts in bone-immune interactions in health and disease. Nat. Rev. Immunol. 19, 626–642. 10.1038/s41577-019-0178-8.31186549

[66] ChenY, WangH, YangQ, ZhaoW, ChenY, NiQ, LiW, ShiJ, ZhangW, LiL, (2022). Single-cell RNA landscape of the osteoimmunology microenvironment in periodontitis. Theranostics 12, 1074–1096. 10.7150/thno.65694.35154475 PMC8771561

[67] ZhouY, YangD, YangQ, LvX, HuangW, ZhouZ, WangY, ZhangZ, YuanT, DingX, (2020). Single-cell RNA landscape of intratumoral heterogeneity and immunosuppressive microenvironment in advanced osteosarcoma. Nat. Commun. 11, 6322. 10.1038/s41467-020-20059-6.33303760 PMC7730477

[68] SchettG (2007). Cells of the synovium in rheumatoid arthritis. Osteoclasts. Arthritis Res. Ther. 9, 203. 10.1186/ar2110.17316459 PMC1860063

[69] CharlesJF, HsuL-Y, NiemiEC, WeissA, AliprantisAO, and NakamuraMC (2012). Inflammatory arthritis increases mouse osteoclast precursors with myeloid suppressor function. J. Clin. Invest. 122, 4592–4605. 10.1172/JCI60920.23114597 PMC3533532

[70] LeeY, AwasthiA, YosefN, QuintanaFJ, XiaoS, PetersA, WuC, KleinewietfeldM, KunderS, HaflerDA, (2012). Induction and molecular signature of pathogenic TH17 cells. Nat. Immunol. 13, 991–999. 10.1038/ni.2416.22961052 PMC3459594

[71] SchaeferBC, SchaeferML, KapplerJW, MarrackP, and KedlRM (2001). Observation of antigen-dependent CD8+ T-cell/dendritic cell interactions in vivo. Cell. Immunol. 214, 110–122. 10.1006/cimm.2001.1895.12088410

[72] LiuS, LockhartJR, FontenardS, BerlettM, and RyanTM (2020). Mapping the chromosomal insertion site of the GFP transgene of UBC-GFP mice to the MHC locus. J. Immunol. 204, 1982–1987. 10.4049/jimmunol.1901338.32122998

[73] HajishengallisG (2014). Immunomicrobial pathogenesis of periodontitis: keystones, pathobionts, and host response. Trends Immunol. 35, 3–11. 10.1016/j.it.2013.09.001.24269668 PMC3947349

[74] LiX, ColamatteoA, KalafatiL, KajikawaT, WangH, LimJ-H, BdeirK, ChungK-J, YuX, FuscoC, (2020). The DEL-1/b3 integrin axis promotes regulatory T cell responses during inflammation resolution. J. Clin. Invest. 130, 6261–6277. 10.1172/JCI137530.32817592 PMC7685741

[75] DaiYJ, WangYY, HuangJY, XiaL, ShiXD, XuJ, LuJ, SuXB, YangY, ZhangWN, (2017). Conditional knockin of Dnmt3a R878H initiates acute myeloid leukemia with mTOR pathway involvement. Proc. Natl. Acad. Sci. USA 114, 5237–5242. 10.1073/pnas.1703476114.28461508 PMC5441829

[76] JiangSJ, and WangS (2015). Dual targeting of mTORC1 and mTORC2 by INK-128 potently inhibits human prostate cancer cell growth in vitro and in vivo. Tumour Biol. 36, 8177–8184. 10.1007/s13277-015-3536-6.25990456

[77] XuH, PanY, and ZhangN (2021). A breakthrough in liver regeneration for treatment of liver cancer. Cancer Biol. Med. 18, 631–634. 10.20892/j.issn.2095-3941.2021.0293.35979856 PMC8330539

[78] LammN, RogersS, and CesareAJ (2019). The mTOR pathway: implications for DNA replication. Prog. Biophys. Mol. Biol. 147, 17–25. 10.1016/j.pbiomolbio.2019.04.002.30991055

[79] HeckerJS, HartmannL, RivièreJ, BuckMC, van der GardeM, Rothenberg-ThurleyM, FischerL, WinterS, KsienzykB, ZiemannF, (2021). CHIP and hips: clonal hematopoiesis is common in patients undergoing hip arthroplasty and is associated with autoimmune disease. Blood 138, 1727–1732. 10.1182/blood.2020010163.34139005

[80] AgrawalM, NiroulaA, CuninP, McConkeyM, ShkolnikV, KimPG, WongWJ, WeeksLD, LinAE, MillerPG, (2022). TET2-mutant clonal hematopoiesis and risk of gout. Blood 140, 1094–1103. 10.1182/blood.2022015384.35714308 PMC9461470

[81] TariqF, AlobaidiB, XavierM, MccorkindaleM, VeltmanJ, IsaacsJ, PrattA, AndersonA, and CollinM (2020). Clonal haematopoiesis-associated somatic mutations in rheumatoid arthritis. Ann. Rheum. Dis. 79, 226.2–22226. 10.1136/annrheumdis-2020-eular.5568.

[82] SavolaP, LundgrenS, KeränenMAI, AlmusaH, EllonenP, Leirisalo-RepoM, KelkkaT, and MustjokiS (2018). Clonal hematopoiesis in patients with rheumatoid arthritis. Blood Cancer J. 8, 69. 10.1038/s41408-018-0107-2.30061683 PMC6066480

[83] ShlushLI (2018). Age-related clonal hematopoiesis. Blood 131, 496–504. 10.1182/blood-2017-07-746453.29141946

[84] BillingsM, HoltfreterB, PapapanouPN, MitnikGL, KocherT, and DyeBA (2018). Age-dependent distribution of periodontitis in two countries: findings from NHANES 2009 to 2014 and SHIP-TREND 2008 to 2012. J. Clin. Periodontol. 45, S130–S148. 10.1111/jcpe.12944.29926501

[85] MacNeeW, RabinovichRA, and ChoudhuryG (2014). Ageing and the border between health and disease. Eur. Respir. J. 44, 1332–1352. 10.1183/09031936.00134014.25323246

[86] ZenobiaC, and HajishengallisG (2015). Basic biology and role of interleukin-17 in immunity and inflammation. Periodontol. 2000 69, 142–159. 10.1111/prd.12083.26252407 PMC4530463

[87] AmpomahPB, CaiB, SukkaSR, GerlachBD, YurdagulAJr., WangX, KuriakoseG, DarvilleLNF, SunY, SidoliS, (2022). Macrophages use apoptotic cell-derived methionine and DNMT3A during efferocytosis to promote tissue resolution. Nat. Metab. 4, 444–457. 10.1038/s42255-022-00551-7.35361955 PMC9050866

[88] NewmanH, ShihYV, and VargheseS (2021). Resolution of inflammation in bone regeneration: from understandings to therapeutic applications. Biomaterials 277, 121114. 10.1016/j.biomaterials.2021.121114.34488119 PMC8545578

[89] SmithAM, LaValleTA, ShinawiM, RamakrishnanSM, AbelHJ, HillCA, KirklandNM, RettigMP, HeltonNM, HeathSE, (2021). Functional and epigenetic phenotypes of humans and mice with DNMT3A Overgrowth Syndrome. Nat. Commun. 12, 4549. 10.1038/s41467-021-24800-7.34315901 PMC8316576

[90] FusterJJ, ZuriagaMA, ZoritaV, MacLauchlanS, PolackalMN, Viana-HueteV, Ferrer-PérezA, MatesanzN, Herrero-CerveraA, SanoS, (2020). TET2-loss-of-function-driven clonal hematopoiesis exacerbates experimental insulin resistance in aging and obesity. Cell Rep. 33, 108326. 10.1016/j.celrep.2020.108326.33113366 PMC7856871

[91] Al-ZahraniMS, KayalRA, and BissadaNF (2006). Periodontitis and cardiovascular disease: a review of shared risk factors and new findings supporting a causality hypothesis. Quintessence Int. 37, 11–18.16429698

[92] PietrasE, RabeJ, HigaK, ChavezJ, MillsT, NemkovT, NerlovC, DinarelloC, D’AlessandroA, and DeGregoriJ (2018). IL-1 drives clonal hematopoiesis via selective induction of growth arrest in normal HSC. Exp. Hematol. 64, 8265. 10.1016/j.exphem.2018.06.119.

[93] Hormaechea-AgullaD, MatatallKA, LeDT, KainB, LongX, KusP, JaksikR, ChallenGA, KimmelM, and KingKY (2021). Chronic infection drives Dnmt3a-loss-of-function clonal hematopoiesis via IFN-gamma signaling. Cell Stem Cell 28, 1428–1442.e6. 10.1016/j.stem.2021.03.002.33743191 PMC8349829

[94] CaiadoF, KovtonyukLV, GonulluNG, FullinJ, BoettcherS, and ManzMG (2023). Aging drives Tet2+/− clonal hematopoiesis via IL-1 signaling. Blood 141, 886–903. 10.1182/blood.2022016835.36379023 PMC10651783

[95] SelvaraniR, MohammedS, and RichardsonA (2021). Effect of rapamycin on aging and age-related diseases-past and future. GeroScience 43, 1135–1158. 10.1007/s11357-020-00274-1.33037985 PMC8190242

[96] AnJY, KernsKA, OuelletteA, RobinsonL, MorrisHD, KaczorowskiC, ParkSI, MekvanichT, KangA, McLeanJS, (2020). Rapamycin rejuvenates oral health in aging mice. eLife 9, e54318. 10.7554/eLife.54318.32342860 PMC7220376

[97] NiedernhoferLJ, and RobbinsPD (2018). Senotherapeutics for healthy ageing. Nat. Rev. Drug Discov. 17, 377. 10.1038/nrd.2018.44.29651106

[98] YuraY, Miura-YuraE, KatanasakaY, MinKD, ChavkinN, PolizioAH, OgawaH, HoritaniK, DoviakH, EvansMA, (2021). The cancer therapy-related clonal hematopoiesis driver gene Ppm1d promotes inflammation and non-ischemic heart failure in mice. Circ. Res. 129, 684–698. 10.1161/CIRCRESAHA.121.319314.34315245 PMC8409899

[99] SanoS, WangY, YuraY, SanoM, OshimaK, YangY, KatanasakaY, MinKD, MatsuuraS, RavidK, (2019). JAK2 (V617F)-Mediated clonal hematopoiesis accelerates pathological remodeling in murine heart failure. JACC Basic Transl. Sci. 4, 684–697. 10.1016/j.jacbts.2019.05.013.31709318 PMC6834960

[100] FidlerTP, XueC, YalcinkayaM, HardawayB, AbramowiczS, XiaoT, LiuW, ThomasDG, HajebrahimiMA, PircherJ, (2021). The AIM2 inflammasome exacerbates atherosclerosis in clonal haematopoiesis. Nature 592, 296–301. 10.1038/s41586-021-03341-5.33731931 PMC8038646

[101] NeteaMG, Domínguez-AndrésJ, BarreiroLB, ChavakisT, DivangahiM, FuchsE, JoostenLAB, van der MeerJWM, MhlangaMM, MulderWJM, (2020). Defining trained immunity and its role in health and disease. Nat. Rev. Immunol. 20, 375–388. 10.1038/s41577-020-0285-6.32132681 PMC7186935

[102] KaufmannE, SanzJ, DunnJL, KhanN, MendoncaLE, PacisA, TzelepisF, PernetE, DumaineA, GrenierJC, (2018). BCG educates hematopoietic stem cells to generate protective innate immunity against tuberculosis. Cell 172, 176–190.e19. 10.1016/j.cell.2017.12.031.29328912

[103] MitroulisI, RuppovaK, WangB, ChenLS, GrzybekM, GrinenkoT, EugsterA, TroullinakiM, PalladiniA, KourtzelisI, (2018). Modulation of myelopoiesis progenitors is an integral component of trained immunity. Cell 172, 147–161.e12. 10.1016/j.cell.2017.11.034.29328910 PMC5766828

[104] KalafatiL, KourtzelisI, Schulte-SchreppingJ, LiX, HatzioannouA, GrinenkoT, HagagE, SinhaA, HasC, DietzS, (2020). Innate immune training of granulopoiesis promotes anti-tumor activity. Cell 183, 771–785.e12. 10.1016/j.cell.2020.09.058.33125892 PMC7599076

[105] MoorlagSJCFM, KhanN, NovakovicB, KaufmannE, JansenT, van CrevelR, DivangahiM, and NeteaMG (2020). b-Glucan Induces Protective Trained Immunity against Mycobacterium tuberculosis Infection: A Key Role for IL-1. Cell Rep. 31, 107634. 10.1016/j.celrep.2020.107634.32433977 PMC7242907

[106] LiX, WangH, YuX, SahaG, KalafatiL, IoannidisC, MitroulisI, NeteaMG, ChavakisT, and HajishengallisG (2022). Maladaptive innate immune training of myelopoiesis links inflammatory comorbidities. Cell 185, 1709–1727.e18. 10.1016/j.cell.2022.03.043.35483374 PMC9106933

[107] MitroulisI, HajishengallisG, and ChavakisT (2024). Bone marrow inflammatory memory in cardiometabolic disease and inflammatory comorbidities. Cardiovasc. Res. 119, 2801–2812. 10.1093/cvr/cvad003.36655373 PMC10874275

[108] HataM, AndriessenEMMA, HataM, Diaz-MarinR, FournierF, Crespo-GarciaS, BlotG, JuneauR, PilonF, DejdaA, (2023). Past history of obesity triggers persistent epigenetic changes in innate immunity and exacerbates neuroinflammation. Science 379, 45–62. 10.1126/science.abj8894.36603072

[109] HeydeA, RohdeD, McAlpineCS, ZhangS, HoyerFF, GeroldJM, CheekD, IwamotoY, SchlossMJ, VandoorneK, (2021). Increased stem cell proliferation in atherosclerosis accelerates clonal hematopoiesis. Cell 184, 1348–1361.e22. 10.1016/j.cell.2021.01.049.33636128 PMC8109274

[110] ZhengGXY, TerryJM, BelgraderP, RyvkinP, BentZW, WilsonR, ZiraldoSB, WheelerTD, McDermottGP, ZhuJ, (2017). Massively parallel digital transcriptional profiling of single cells. Nat. Commun. 8, 14049. 10.1038/ncomms14049.28091601 PMC5241818

[111] StuartT, ButlerA, HoffmanP, HafemeisterC, PapalexiE, MauckWM3rd, HaoY, StoeckiusM, SmibertP, and SatijaR (2019). Comprehensive integration of single-cell data. Cell 177, 1888–1902.e21. 10.1016/j.cell.2019.05.031.31178118 PMC6687398

[112] RezwaniM, PourfathollahAA, and NoorbakhshF (2022). rbioapi: user-friendly R interface to biologic web services’ API. Bioinformatics 38, 2952–2953. 10.1093/bioinformatics/btac172.35561170

[113] SzklarczykD, GableAL, LyonD, JungeA, WyderS, Huerta-CepasJ, SimonovicM, DonchevaNT, MorrisJH, BorkP, (2019). STRING v11: protein–protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. Nucleic Acids Res. 47, D607–D613. 10.1093/nar/gky1131.30476243 PMC6323986

[114] JinS, PlikusMV, and NieQ (2023). CellChat for systematic analysis of cell-cell communication from single-cell and spatially resolved transcriptomics. Preprint at bioRxiv. 10.1101/2023.11.05.565674.39289562

[115] Atherosclerosis Risk in Communities Investigators (1989). The Atherosclerosis Risk in Communities (ARIC) Study: design and objectives. Am. J. Epidemiol. 129, 687–702.2646917

[116] BeckJD, ElterJR, HeissG, CouperD, MaurielloSM, and OffenbacherS (2001). Relationship of periodontal disease to carotid artery intima-media wall thickness: the Atherosclerosis Risk in Communities (ARIC) study. Arterioscler. Thromb. Vasc. Biol. 21, 1816–1822. 10.1161/hq1101.097803.11701471

[117] LoeH, and SilnessJ (1963). Periodontal disease in pregnancy. I. Prevalence and severity. Acta Odontol. Scand. 21, 533–551. 10.3109/00016356309011240.14121956

[118] BenjaminD, SatoT, CibulskisK, GetzG, StewartC, and LichtensteinL (2019). Calling somatic SNVs and indels with Mutect2. Preprint at bioRxiv. 10.1101/861054.

[119] WangK, LiM, and HakonarsonH (2010). ANNOVAR: functional annotation of genetic variants from high-throughput sequencing data. Nucleic Acids Res. 38, e164. 10.1093/nar/gkq603.20601685 PMC2938201

[120] UddinMDM, NguyenNQH, YuB, BrodyJA, PampanaA, NakaoT, FornageM, BresslerJ, SotoodehniaN, WeinstockJS, (2022). Clonal hematopoiesis of indeterminate potential, DNA methylation, and risk for coronary artery disease. Nat. Commun. 13, 5350. 10.1038/s41467-022-33093-3.36097025 PMC9468335

[121] KadowakiN, AntonenkoS, and LiuY-J (2001). Distinct CpG DNA and polyinosinic-polycytidylic acid double-stranded RNA, respectively, stimulate CD11c Type 2 dendritic cell precursors and CD11c dendritic cells to produce Type I IFN. J. Immunol. 166, 2291–2295. 10.4049/jimmunol.166.4.2291.11160284

[122] EssersMAG, OffnerS, Blanco-BoseWE, WaiblerZ, KalinkeU, DuchosalMA, and TrumppA (2009). IFNalpha activates dormant haematopoietic stem cells in vivo. Nature 458, 904–908. 10.1038/nature07815.19212321

[123] HajishengallisG (2023). Illuminating the oral microbiome and its host interactions: animal models of disease. FEMS Microbiol. Rev. 47, fuad018. 10.1093/femsre/fuad018.37113021 PMC10198557

[124] MaekawaT, AbeT, HajishengallisE, HosurKB, DeAngelisRA, RicklinD, LambrisJD, and HajishengallisG (2014). Genetic and intervention studies implicating complement C3 as a major target for the treatment of periodontitis. J. Immunol. 192, 6020–6027. 10.4049/jimmunol.1400569.24808362 PMC4078411

[125] TsukasakiM, KomatsuN, NagashimaK, NittaT, PluemsakunthaiW, ShukunamiC, IwakuraY, NakashimaT, OkamotoK, and TakayanagiH (2018). Host defense against oral microbiota by bone-damaging T cells. Nat. Commun. 9, 701. 10.1038/s41467-018-03147-6.29453398 PMC5816021

[126] JiaoY, DarziY, TawaratsumidaK, MarchesanJT, HasegawaM, MoonH, ChenGY, NúñezG, GiannobileWV, RaesJ, (2013). Induction of bone loss by pathobiont-mediated nod1 signaling in the oral cavity. Cell Host Microbe 13, 595–601. 10.1016/j.chom.2013.04.005.23684310 PMC3721316

[127] KitamotoS, Nagao-KitamotoH, JiaoY, GillillandMGIII, HayashiA, ImaiJ, SugiharaK, MiyoshiM, BrazilJC, KuffaP, (2020). The intermucosal connection between the mouth and gut in commensal pathobiont-driven colitis. Cell 182, 447–462.e14. 10.1016/j.cell.2020.05.048.32758418 PMC7414097

[128] HasturkH, HajishengallisG, Forsyth Institute Center for Clinical and Translational Research staff, LambrisJD, MastellosDC, and YancopoulouD (2021). Phase IIa clinical trial of complement C3 inhibitor AMY-101 in adults with periodontal inflammation. J. Clin. Invest. 131, e152973. 10.1172/JCI152973.34618684 PMC8631591

[129] XiaoE, MattosM, VieiraGHA, ChenS, CorrêaJD, WuY, AlbieroML, BittingerK, and GravesDT (2017). Diabetes enhances IL-17 expression and alters the oral microbiome to increase its pathogenicity. Cell Host Microbe 22, 120–128.e4. 10.1016/j.chom.2017.06.014.28704648 PMC5701758

[130] AbeT, and HajishengallisG (2013). Optimization of the ligature-induced periodontitis model in mice. J. Immunol. Meth. 394, 49–54. 10.1016/j.jim.2013.05.002.PMC370798123672778

[131] KhachigianLM (2006). Collagen antibody-induced arthritis. Nat. Protoc. 1, 2512–2516. 10.1038/nprot.2006.393.17406499

[132] WangH, LiX, KajikawaT, ShinJ, LimJH, KourtzelisI, NagaiK, KorostoffJM, GrossklausS, NaumannR, (2021). Stromal cell-derived DEL-1 inhibits Tfh cell activation and inflammatory arthritis. J. Clin. Invest. 131, e150578. 10.1172/JCI150578.34403362 PMC8483759

[133] DutzanN, AbuslemeL, KonkelJE, and MoutsopoulosNM (2016). Isolation, characterization and functional examination of the gingival immune cell network. J. Vis. Exp, 53736. 10.3791/53736.26967370 PMC4828169

[134] BoivinG, FagetJ, AnceyP-B, GkastiA, MussardJ, EngblomC, PfirschkeC, ContatC, PascualJ, VazquezJ, (2020). Durable and controlled depletion of neutrophils in mice. Nat. Commun. 11, 2762. 10.1038/s41467-020-16596-9.32488020 PMC7265525

[135] GarletGP, CardosoCR, MarianoFS, ClaudinoM, de AssisGF, CampanelliAP, Avila-CamposMJ, and SilvaJS (2010). Regulatory T cells attenuate experimental periodontitis progression in mice. J. Clin. Periodontol. 37, 591–600. 10.1111/j.1600-051X.2010.01586.x.20642629

[136] CoeD, BegomS, AddeyC, WhiteM, DysonJ, and ChaiJ-G (2010). Depletion of regulatory T cells by anti-GITR mAb as a novel mechanism for cancer immunotherapy. Cancer Immunol. Immunother. 59, 1367–1377. 10.1007/s00262-010-0866-5.20480365 PMC11030908

[137] WolfR, MasciaF, DharamsiA, HowardOMZ, CataissonC, BliskovskiV, WinstonJ, FeigenbaumL, LichtiU, RuzickaT, (2010). Gene from a psoriasis susceptibility locus primes the skin for inflammation. Sci. Transl. Med. 2, 61ra90. 10.1126/sci-translmed.3001108.PMC633429021148126

[138] TakahashiN, UdagawaN, TanakaS, and SudaT (2003). Generating murine osteoclasts from bone marrow. Methods Mol. Med. 80, 129–144. 10.1385/1-59259-366-6:129.12728715

[139] BouxseinML, BoydSK, ChristiansenBA, GuldbergRE, JepsenKJ, and MüllerR (2010). Guidelines for assessment of bone microstructure in rodents using micro-computed tomography. J. Bone Miner. Res. 25, 1468–1486. 10.1002/jbmr.141.20533309

[140] HaoY, HaoS, Andersen-NissenE, MauckWMIII, ZhengS, ButlerA, LeeMJ, WilkAJ, DarbyC, ZagerM, (2021). Integrated analysis of multimodal single-cell data. Cell 184, 3573–3587.e29. 10.1016/j.cell.2021.04.048.34062119 PMC8238499

[141] BabickiS, ArndtD, MarcuA, LiangY, GrantJR, MaciejewskiA, and WishartDS (2016). Heatmapper: web-enabled heat mapping for all. Nucleic Acids Res. 44, W147–W153. 10.1093/nar/gkw419.27190236 PMC4987948

[142] JühlingF, KretzmerH, BernhartSH, OttoC, StadlerPF, and HoffmannS (2016). metilene: Fast and sensitive calling of differentially methylated regions from bisulfite sequencing data. Genome Res. 26, 256–262. 10.1101/gr.196394.115.26631489 PMC4728377

[143] CuzickJ (1985). A wilcoxon-type test for trend. Stat. Med. 4, 87–90. 10.1002/sim.4780040112.3992076

[144] WilliamsR (2012). Using the margins command to estimate and interpret adjusted predictions and marginal effects. The. Stata Journal 12, 308–331. 10.1177/1536867X1201200209.

How the deposited data were processed for this re-analysis (not part of the article)

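WGBS of splenic CD11b+ and CD4+ cells from 4 WT and 4 *Dnmt3a* R878H/+ mice per cell type was analysed. The labels place every entry in a cell type, a genotype and a replicate; the entries that repeat a replicate number of *Dnmt3a* R878H/+ CD11b+ cells were counted as 1 mouse each. The other experiments of the paper were not analysed here.

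The authors mapped the reads to mm10 with BISCUIT and called regions with metilene on the methylation ratios of CpGs, and the paper's text names neither the metilene parameters, nor a minimum coverage, nor the versions. The deposited tables, one per cell type, hold for each region a q-value, the difference of the 2 group means in percentage points, the number of CpGs, a Mann-Whitney p-value, a 2-dimensional Kolmogorov-Smirnov p-value and the mean methylation of each group in percent. The tables have no header, and the meaning of each column was checked on its values. The groups are not named in the tables, and the first was read as WT from Figures 6A, 6B, 6C and 6D. The tables have 0 columns of per-sample values and no depth, so neither an error between mice nor a coverage minimum could be applied, and the 40X coverage is the paper's. Group means are the authors' means.

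Coordinates are those of mm10, counted from 1. Regions were called DMRs with more than 10 CpGs, a mean difference above 20 percentage points in size and a q-value below 0.05. These are the criteria of the paper, with the listed q-value used as its FDR. Genes, exons and introns of protein-coding genes came from GENCODE release 21. Promoters reached 1 kb to each side of a transcription start. CpG dinucleotides and GC content were counted in the mm10 sequence.

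The overlap of hypomethylated DMRs between the cell types was set against 1000 draws of as many listed regions, matched on the number of CpGs. The draws came from the cell type whose DMRs they replaced. Densities were compared across 1 Mb bins by Pearson's and Spearman's correlation, with 1000 circular rotations of the bins as the null. Gene lists were compared with the background genes by a one-sided Fisher's exact test, and, as an alternative, with 10000 random lists matched on the number of listed regions with more than 10 CpGs per gene. Reactome pathways with 10 to 500 background genes were tested by the same Fisher's exact test, and by an exact test over all lists matched in the same way, whose p-values have no lower limit set by a number of draws. GO and KEGG were not used here. For 1 further pathway the result is not reported here. P-values were adjusted by the Benjamini-Hochberg method within each family of lists or pathways. Intervals for medians and shares, where given, are 95% intervals over regions.

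The gene lists, the tests of the comparisons, the alternatives and the rule for naming genes were fixed before the data were examined, apart from a pair of alternatives on the counting of CpGs and the exact test over matched lists, which were added later. The tests of technical explanations came afterwards, and the text says which of them were chosen only after the result was seen. The rule names *Dnmt3a*, 7 genes from the paper's text on mTOR, 13 of the genes the paper names for inflammation, osteoclasts and Treg function, the 3 hypomethylated and the 3 hypermethylated DMRs with the largest difference in each cell type, and the 3 protein-coding genes with the most hypomethylated DMRs in both cell types. Any other gene or pathway is named with the statement that it was picked after its values were seen. The alternatives were a q-value below 0.01 or none, a mean difference above 0.3 or 0.1, more than 20 CpGs, autosomes only, adjustment of the Mann-Whitney p-values in place of the q-values, weighting of regions by their CpGs, listed regions with more than 10 CpGs alone, a reciprocal overlap of 50%, draws matched on WT methylation, bins of 5 Mb, a partial correlation, a promoter of 2 kb, DMRs within 1 kb of a transcription start, DMRs within 5 kb of a gene, and matched random lists.

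The procedures were tested on simulated data, with 200 simulations each. Where the calls of a pair of tables were independent, the overlap test gave a p-value below 0.05 in 5% of simulations, and where they shared regions in 100%. The rotations gave 3% for unrelated densities and 100% for related ones. For a gene list with many regions per gene and no effect, Fisher's exact test gave a p-value below 0.05 in 99% of simulations and the matched random lists in 2.5%. For a list with extra calls, the matched random lists gave one in 99.5%. The matched lists are therefore the ones to read where genes of a list hold many regions. The simulated lists held 200 genes, against 45 in the largest of the 8 gene lists tested. The 99.5% therefore does not show how often an effect would be found in those 8 lists.

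The analysis used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, with a random seed of 1, and the Reactome sets of fgsea 1.28.0.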

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

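The tests in this part were chosen only after the results were seen, except the one at X-linked regions between genes. The results stand out because the paper's text does not describe methylation at these regions one by one. It does discuss hypermethylated DMRs as a group, and some of the regions below are among them. The condition the design offers as a biological explanation is the genotype, which was not tested across mice for any of them, since the tables hold no values per mouse.

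At *Vav1*, methylation on chromosome 17 from 57279430 to 57279938 was 1.96% in WT and 55.2% in *Dnmt3a* R878H/+ CD11b+ cells, and from 57279385 to 57279973 it was 4.3% and 42.3% in CD4+ cells, in the authors' deposited tables. It is the largest gain of all listed regions in each cell type. The tested explanation is that reads from the *Vav1-iCre* transgene, which the *Dnmt3a* R878H/+ mice carry, were placed at the *Vav1* locus. The other listed regions of *Vav1* went the other way, with 18 of 19 lower in *Dnmt3a* R878H/+ CD11b+ cells and 16 of 20 lower in *Dnmt3a* R878H/+ CD4+ cells. The largest gain among them was 4.83 percentage points, in CD4+ cells, and their median losses were 6.38 and 7.30 percentage points. A candidate explanation is thus a methylated transgene copy of this stretch. What stays open is a gain at the *Vav1* locus itself that is limited to this stretch, and whether the WT mice of this experiment carried Cre, which the paper's text leaves open.

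Among the 52 hypermethylated DMRs of CD11b+ cells, 42 besides *Vav1* lay in promoters with less than 10% methylation in WT mice. Their median was 0.496% in WT and 34.7% in *Dnmt3a* R878H/+ mice, and their median GC content was 68.1%. In CD4+ cells, 3 of these promoters had a listed region, none with a gain above 5 percentage points. A gain in 1 of the 4 *Dnmt3a* R878H/+ mice alone is argued against, because the mean of 4 mice would then not pass 25%, and 39 of the 42 did. A gain in 2 of the 4 mice cannot be told apart from a gain in all, since the highest mean was 47.5%, below the 50% that would exclude it. Replicates 3 and 4 of *Dnmt3a* R878H/+ CD11b+ cells are the ones with repeat entries, so a difference between libraries could fall on 2 of the 4 mice. Incomplete conversion of GC-rich DNA in some libraries was examined at autosomal regions with less than 10% methylation in WT mice. The gain rose with GC content in CD11b+ cells (Spearman's rho 0.438) and less so in CD4+ cells (0.189). With a GC content of at least 70%, 56.8% of these regions gained over 5 percentage points in CD11b+ cells and 13.2% in CD4+ cells. Incomplete conversion and a gain by the cells at CpG-dense promoters both predict this relation and cannot be told apart.

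At the start of *Xist* on the X chromosome, picked after its values were seen, the mean methylation rose from 50.8% in WT to 70.9% in *Dnmt3a* R878H/+ CD11b+ cells, over 3 listed regions, and from 49.7% to 69.3% in CD4+ cells, over 4. *Xist* is methylated on the active X chromosome only, so the start is read as near 50% in females and near 100% in males. Under that reading, the share of females would be 98.4% in WT and 58.2% in *Dnmt3a* R878H/+ CD11b+ cells, and close to all and 61.4% in CD4+ cells, whereas the paper states that mice were sex-matched. X-linked promoters of 20% to 60% methylation in WT CD11b+ cells kept a median of 0.575 of their methylation (95% interval 0.564 to 0.594). The share of females would predict 0.592, autosomal promoters kept 0.649, and a loss on top of the share of females would predict 0.384. In CD4+ cells the values were 0.547 observed (95% interval 0.532 to 0.562), 0.611 predicted, 0.651 on autosomes and 0.398 for both together. The interval of CD11b+ cells contains the value predicted from the share of females, and that of CD4+ cells lies below it. At X-linked regions between genes with 60% to 80% methylation in WT CD11b+ cells, the median loss was 12.4 percentage points (95% interval 11.3 to 13.8) against 11.3 on autosomes, and in CD4+ cells 10.8 against 11.2. Fewer females in the *Dnmt3a* R878H/+ group and higher methylation of *Xist* in females of that group cannot be told apart, because X-linked genes were lower than autosomal ones by less than the 2 effects together predict and the regions between genes decided nothing. The listed regions of the Y chromosome, 27 in CD11b+ cells and 32 in CD4+ cells, all lay between 90.7 and 90.8 Mb and gave no measure of sex.

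On the mitochondrial genome, the median methylation of 20 listed regions in CD11b+ cells was 15.1% in WT and 18.1% in *Dnmt3a* R878H/+ mice, and every region was higher in *Dnmt3a* R878H/+ mice. In CD4+ cells, the medians of 21 regions were 13.8% and 8.56%, and every region was lower. Whether the difference between the cell types exceeds the variation between mice was not tested. Incomplete conversion at the same rate across all DNA is argued against, since it would leave no region near 0, and 1414 autosomal regions of CD11b+ cells were below 2% in both groups, as were 1485 in CD4+ cells. Incomplete conversion of mitochondrial DNA alone was not tested and stays open.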

How the results depend on the processing

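The alternatives that count CpG dinucleotides, accept 10 CpGs, or test Reactome pathways exactly over matched lists were chosen after seeing the data, and the others were not. Leaving out a mouse in turn was not possible. No paired analysis was possible because the tables hold group means and no value of a single mouse. A hypermethylated density with more than 20 CpGs gave no value, since CD4+ cells then had 0 hypermethylated DMRs. No coverage minimum was run, because the tables hold no depth, and without depth the precision of a region's mean is unknown.

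The direction of the results on methylation held in every alternative run, as did the overlap of hypomethylated DMRs, with ratios from 4.31 to 10.5, and the correlation of their densities, with Pearson's r from 0.667 to 0.888 and Spearman's rho from 0.510 to 0.895. Among all results that answer a comparison, 87 values stayed on the same side or within 1.5 times the count, 45 moved, 3 became weaker and 5 reversed. The cause was not tested for any of them, except where fewer or more regions qualify by construction, as for the counts of DMRs.

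Without a q-value threshold, hypomethylated DMRs numbered 13335 in CD11b+ cells and 17025 in CD4+ cells and hypermethylated DMRs 513 and 19, and with Benjamini-Hochberg adjustment of the Mann-Whitney p-values they numbered 13335, 17025, 511 and 19. With more than 20 CpGs, 1069 and 1683 hypomethylated DMRs were left. With a mean difference above 0.3, 2363 hypomethylated DMRs were left in CD4+ cells, and 28 and 1 hypermethylated ones in CD11b+ and CD4+ cells. With a mean difference above 0.1, CD4+ cells had 9 hypermethylated DMRs. The setting with more than 10 dinucleotides left 51 and 2 hypermethylated DMRs, and at least 10 CpGs gave 2773 and 4258 hypomethylated and 54 and 3 hypermethylated DMRs.

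The medians in hypomethylated DMRs moved beyond their 95% intervals as follows. With a q-value below 0.01, the median difference was 35.9 percentage points in CD11b+ cells and 33.6 in CD4+ cells, and the *Dnmt3a* R878H/+ median of CD4+ cells 39.0%. With a mean difference above 0.3, the median difference was 37.4 and 36.0 percentage points, the WT median 70.1% and 73.6%, and the *Dnmt3a* R878H/+ median of CD4+ cells 35.2%. With more than 20 CpGs, the median difference was 32.7 and 31.2 percentage points, the WT median of CD4+ cells 73.9%, and the *Dnmt3a* R878H/+ median 31.6% and 39.5%. With DMRs weighted by their CpGs, the median difference was 34 and 32.2 percentage points and the WT median of CD4+ cells 74.9%.

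Over all listed regions, the median difference was 6.65 and 6.95 percentage points and the share lower in *Dnmt3a* R878H/+ mice 93.8% and 95.9% with regions weighted by their CpGs. With regions of more than 10 CpGs alone, the share was 95.7% and 97.3%, and the median difference of CD11b+ cells 6.6 percentage points. With a promoter of 2 kb, the shares of promoters, exons and introns among hypomethylated DMRs were 22.2%, 10% and 38.6% in CD11b+ cells and 20.9%, 9.53% and 37.1% in CD4+ cells, because the wider promoter takes regions from the other classes.

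The density of hypermethylated DMRs lost its call with bins of 5 Mb (Pearson's r 0.0561, p = 0.237; Spearman's rho 0.0642, p = 0.241) and, for Spearman's rho, with autosomes only (0.0792, p = 0.0569).

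The odds ratio of the mTOR list in CD11b+ cells reversed with more than 20 CpGs (0.432) and as a ratio to matched random lists (0.935), and in CD4+ cells with a q-value below 0.01 (0.738). That of the inflammatory list reversed in CD11b+ cells with DMRs within 1 kb of a start (0) and in CD4+ cells with more than 20 CpGs (0.907). The adjusted p-value stayed above 0.05 for the 8 lists in the 5 alternatives run for them, with a lowest value of 0.0591 for the osteoclast list in CD4+ cells with a mean difference above 0.3. The exact test over lists matched on listed regions per gene left 0 Reactome pathways with an adjusted p-value below 0.05 in CD4+ cells, against 63 by Fisher's exact test, and 0 in CD11b+ cells by both. For the Reactome pathways, 11 odds ratios reversed. In CD11b+ cells these were mTOR signalling with a mean difference above 0.3 (1.20), mTORC1 signalling with more than 20 CpGs (0) and within 1 kb of a start (0), TRAF6 with more than 20 CpGs (2.60) and TNF within 1 kb of a start (0). In CD4+ cells they were mTOR signalling with a q-value below 0.01 (0.899), with a mean difference above 0.3 (0.527) and within 1 kb of a start (0), mTORC1 signalling with more than 20 CpGs (0) and within 1 kb of a start (0), and TNF within 1 kb of a start (0). Among the 48 counts of named genes, those of *Acp5* in CD11b+ cells (2 DMRs) and *Tgfb1* in CD4+ cells (1 DMR) rose more than 1.5 times when DMRs within 5 kb were added, and those of *Gm28308* in CD4+ cells (14 DMRs) and *Hoxa3* in CD11b+ and CD4+ cells (12 and 13 DMRs) rose less.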

Differences from the paper's values

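The paper's text states no value for the measures computed here. The values read from its figures were not more than 1.5 times apart from those computed, under the criteria of the paper and under the 4 alternatives run for them, which were set before the data were examined (a q-value below 0.01, a mean difference above 0.3, more than 20 CpGs, and DMRs weighted by their CpGs). In CD11b+ cells, the density peaks at about 75% in WT and about 25% in *Dnmt3a* R878H/+ mice in Fig. 6A, read by eye, and at 74.5% and 22.9% here. The *Dnmt3a* R878H/+ peak of CD11b+ cells was at 22% with a q-value below 0.01, 32% with a mean difference above 0.3, 32.3% with more than 20 CpGs and 31.8% with weights. In CD4+ cells, it peaks at about 80% and about 40% in Fig. 6B, read by eye, and at 81.7% and 40.1% here.

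Fig. 6D, read by eye, shows hypermethylation of CD4+ cells on more chromosomes than the 3 found here, chromosome 2 among them. By the criteria of the paper the table of CD4+ cells has 1 hypermethylated DMR on each of chromosomes 6, 8 and 17. With a mean difference above 0.1 it has 9, of which 2 are on chromosome 2 and 2 on chromosome 17.

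The paper states that hypermethylated DMRs of CD11b+ cells were enriched for RNA metabolic process among GO terms. With Reactome pathways in place of GO, 0 of 891 pathways had an adjusted p-value below 0.05. mRNA Splicing had an odds ratio of 3.18 and Gene Expression of 1.90, each with an adjusted exact p of 0.275. The GO term of the paper was not tested, so these values do not decide whether it was enriched. The paper reports no enriched term in CD4+ cells, and 0 of 908 pathways passed here.

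The paper states that the hypomethylated DMRs of the 2 cell types were enriched in similar GO terms. Here, 0 Reactome pathways passed an adjusted p-value of 0.05 in CD11b+ cells and 63 in CD4+ cells. With an exact test over lists matched on listed regions per gene, chosen after seeing the values, 0 pathways passed in either, and 36 and 70 had an unadjusted p-value below 0.05.

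The paper states that KEGG terms for inflammatory pathways, osteoclastogenesis and mTOR signaling were enriched among hypomethylated genes of both cell types. In the lists used here in place of KEGG, the lowest adjusted p-value under the criteria of the paper was 0.106 in CD11b+ cells, for the osteoclast and inflammatory lists, and 0.356 in CD4+ cells. The mTOR list written by hand had an adjusted p-value of 0.659 in CD11b+ cells and 0.383 in CD4+ cells. Of the Reactome pathways on mTOR and mTORC1, the lower adjusted p-value was 0.325 in CD11b+ cells, for mTORC1. In CD4+ cells it was 0.379 for each. The alternatives run for the lists were a q-value below 0.01, a mean difference above 0.3, more than 20 CpGs, DMRs within 1 kb of a start and matched random lists, and with none of these did any of the 8 lists have an adjusted p-value below 0.05.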

Other observations

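The tests of bisulfite conversion, of cells of the other type and of the series of sample-sheet numbers were chosen only after the result was seen, and the tests of repeats, imprinted regions and ribosomal RNA repeats before it. Each idea in this part was tested on the same data that raised it.

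The lower methylation of *Dnmt3a* R878H/+ cells across the listed regions was examined for technical sources. A different rate of incomplete bisulfite conversion in the genotype groups would give the largest difference at unmethylated regions and nearly none at fully methylated ones. Instead, autosomal regions averaging at least 90% lost a median of 3.88 percentage points in CD11b+ cells and 4.09 in CD4+ cells, against 1.4 and 1.98 at regions averaging less than 10%. More cells of the other type in the *Dnmt3a* R878H/+ preparations would leave regions unchanged that have the same WT methylation in both cell types. Such regions, within 5 percentage points of each other and above 50%, numbered 84072 for CD11b+ cells and lost a median of 6.68 percentage points, with 96.7% lower, and 84107 for CD4+ cells lost 7.13, with 97.6% lower. With reads shared between repeats as the source, regions outside repeats would be unchanged. Regions with less than 10% repeats lost a median of 6.75 percentage points in CD11b+ cells and 7 in CD4+ cells, against 4.4 and 5.27 at regions with at least 90% repeats. These values argue against each of the 3 sources as the whole of the loss. What stays open in CD4+ cells is a difference between the 2 series of sample-sheet numbers, because the 4 *Dnmt3a* R878H/+ samples are in series 200 and only 1 of the WT samples is, the other 3 being in series 100. In CD11b+ cells, the WT samples and an entry of every *Dnmt3a* R878H/+ mouse are in series 100, and the median loss over all listed regions was of a similar size, 6.55 percentage points against 6.85 in CD4+ cells. *Dnmt3a* R878H/+ means of CD4+ cells were also lower at all 2338 hypomethylated DMRs of CD11b+ cells with a listed region. However, replicates 3 and 4 of *Dnmt3a* R878H/+ CD11b+ cells also have an entry each in series 200. Without values per mouse or per series, the CD11b+ cells do not settle whether the loss needs a difference of series. The series follows the genotype in all but 1 of the CD4+ samples, and a contribution to the loss in CD4+ cells cannot be told apart from the genotype. With these open, the genotype remains the biological explanation that the design offers, and it was not tested across mice.

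Imprinted regions were used to ask whether the loss spares methylation that is inherited from the germ line. Listed regions within 2 kb of the starts of 18 imprinted genes, with 35% to 65% methylation in WT mice, lost a median of 8.41 percentage points in CD11b+ cells (44 regions at 10 genes). Other autosomal regions of that range lost 15.5 (one-sided permutation p = 0.0001 from 10000 random draws, the smallest they can give). In CD4+ cells, 48 regions at 9 genes lost 10.1 percentage points against 14.6 (permutation p = 0.0004). Regions of one gene are not independent, so these p-values are too small. The values are consistent with a loss that spares germline imprinted regions in part, as a hypothesis, since these regions did lose methylation.

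Hypermethylated DMRs of CD11b+ cells with 20% to 45% methylation in WT mice include 1 in the ribosomal RNA sequence of chromosome 17 from 39843013 to 39848827. For reads from ribosomal RNA gene repeats placed at single copies in the reference, the other 6 would share its sequence. Of these 6, 0 shared over 50% of their 16-base words with it, which argues against that source for them. No biological explanation was tested for them.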
